# Sex- and age-associated factors drive the pathophysiology of MASLD

**DOI:** 10.1097/HC9.0000000000000523

**Published:** 2024-08-26

**Authors:** Ajay K. Yadav, Justin J. MacNeill, Aleksei Krylov, Nadia Ashrafi, Romana Ashrafi Mimi, Romil Saxena, Sheng Liu, Stewart F. Graham, Jun Wan, Núria Morral

## Abstract

**Background:**

Metabolic dysfunction–associated steatotic liver disease (MASLD) is strongly associated with obesity. Sex and age affect MASLD prevalence and pathophysiology. The use of animal models fed Western-style diets is vital for investigating the molecular mechanisms contributing to metabolic dysregulation and for facilitating novel drug target identification. However, the sex-associated and age-associated mechanisms underlying the pathophysiology remain poorly understood. This knowledge gap limits the development of personalized sex-specific and age-specific drug treatments.

**Methods:**

Young (7 wk) and aged (52 wk) male and female mice were fed a high-fat diet (HFD) or low-fat diet. Liver metabolome (>600 molecules) and transcriptome profiles were analyzed.

**Results:**

Male and female mice fed an HFD developed obesity, glucose intolerance, and hepatic steatosis. However, fasting blood glucose, insulin, and serum alanine aminotransferase levels were higher in males fed an HFD, indicating a more severe metabolic disease. In addition, males showed significant increases in liver diacylglycerides and glycosylceramides (known mediators of insulin resistance and fibrosis), and more changes in the transcriptome: extracellular matrix organization and proinflammatory genes were elevated only in males. In contrast, no major increase in damaging lipid classes was observed in females fed an HFD. However, aging affected the liver to a greater extent in females. Acylcarnitine levels were significantly reduced, suggestive of changes in fatty acid oxidation, and broad changes in the transcriptome were observed, including reduced oxidative stress response gene expression and alterations in lipid partitioning genes.

**Conclusions:**

Here, we show distinct responses to an HFD between males and females. Our study underscores the need for using both sexes in drug target identification studies, and characterizing the molecular mechanisms contributing to the MASLD pathophysiology in aging animals.

## INTRODUCTION

Metabolic dysfunction–associated steatotic liver disease (MASLD) is a risk factor for type 2 diabetes and cardiovascular disease.^1–3^ Aging of the global population together with high obesity rates, promoted by sedentarism and overnutrition, are the major contributors to its growing prevalence, currently estimated to be 30% in adults.^4^ In the early stages, MASLD is characterized by the presence of steatosis without evidence of hepatocellular damage (metabolic dysfunction–associated steatotic liver, MASL). MASL is strongly linked to insulin resistance.^5^ Approximately 20% of patients with simple steatosis progress to metabolic dysfunction–associated steatohepatitis, a condition characterized by steatosis, inflammation with hepatocyte injury, and fibrosis, which can progress to cirrhosis, cancer, and liver failure.^6^

The liver plays a central role in multiple aspects of physiology, including innate immunity, detoxification, bile synthesis, protein synthesis, and the regulation of carbohydrate and lipid metabolism. In response to external stimuli, the liver activates or suppresses entire gene networks to perform its diverse functions.^7^ Aberrant transcriptional control of gene expression constitutes a central aspect of the pathophysiology of MASLD. Excessive calorie consumption from carbohydrates and fats are overriding factors of energy imbalance, signaling changes in gene expression. Sex is an important determinant of gene expression and responses to external signals.^8^ In addition, aging is associated with the loss of metabolic elasticity due to a decline in the ability of the liver to adjust its gene expression programs,^9^ adding another factor that drives the pathophysiology. Epidemiology studies have reported that men experience a higher prevalence of MASLD than premenopausal women.^10,11^ However, postmenopausal women have a similar incidence of MASLD relative to men and display a faster progression of the disease, placing them at a similar or even higher risk for the development of cardiovascular disease.^10,11^

The use of animal models is vital for investigating the molecular mechanisms leading to metabolic dysfunction and facilitating the development of new drug treatments. Nevertheless, most studies identifying the molecular mechanisms underlying MASLD pathophysiology have been conducted in young male mice. Thus, the response of the liver to Western-style diets in females and aged animals remains poorly characterized. In this study, we aimed to identify sex-related and age-related differences in the metabolome and transcriptome that drive the etiology of MASLD. Our data indicate that the accrual of lipid classes known to induce cellular toxicity, together with the activation of proinflammatory responses, are the main drivers of the pathophysiology in males, while in females, changes in the transcriptome associated with aging are the major determinants.

## METHODS

### Animals

All animal procedures were conducted in accordance with the National Institutes of Health guidelines and were approved by the Indiana University School of Medicine Institutional Animal Care and Use Committee. C57BL6/J male and female, 7- and 52-week-old mice were purchased from The Jackson Laboratory. A standard 12-hour light/12-hour dark cycle (7 am/7 pm) was maintained throughout the experiments. Mice were fed (i) a high-fat diet (HFD) (D12492, Research Diets: 60 kcal% fat, 20% protein, 20% carbohydrate; contains 7% kcal from sucrose, as well as 279.6 mg/kg cholesterol from lard; 5.24 kcal/g), which promotes hepatic steatosis in male C57BL/6J mice,^12^ or (ii) a matched control diet (D12450K: 10 kcal% fat, 20% protein, 70% carbohydrate; no sucrose, and 51.6 mg/kg of cholesterol; 3.85 kcal/g), for 10 weeks (n = 8/group). Mice were kept in a BSL1 room and had free access to food and water. Fresh pellets were provided weekly, and body weights were monitored. The average food consumption of C57BL/6 mice was estimated by measuring leftover food from the previous week (starting on week 2, 8 total measurements) divided by the number of mice in the cage. Blood glucose measurements under fed conditions were taken from 9:00 to 9:45 am. Mice were euthanized by decapitation under fed (ad libitum) conditions. Tissues were collected and snap-frozen in liquid nitrogen, embedded in optimal cutting temperature compound, and frozen in liquid nitrogen, or fixed in 10% buffered formalin for histological analysis.

### RNA-seq

Total RNA was extracted using an RNeasy Midi kit (Qiagen) following the manufacturer’s protocol (n = 4/group). RNA integrity was evaluated by RNA ScreenTape analysis (Agilent Technologies). RNA library construction and sequencing were performed by the Center for Medical Genomics at Indiana University School of Medicine. Briefly, mRNA libraries were generated from 100 ng RNA using the KAPA mRNA Hyperprep kit (Roche). Paired-end 100-bp reads were generated using the Illumina NovaSeq 6000 platform (~45 million reads/sample). Nearly 85% of reads were uniquely mapped to the mouse genome reference mm10 using STAR (Spliced Transcripts Alignment to a Reference).^13^ To evaluate the quality of the RNA-seq data, the number of reads that fell into different annotated regions (exonic, intronic, splicing junction, intergenic, promoter, UTR, etc.) of the reference genes was determined using bamUtils.^14^ Low-quality mapped reads (including reads mapped to multiple positions) were excluded, and featureCounts^15^ was used to quantify gene expression. The data were filtered using a read count >10 in at least 2 of the samples, normalized using the TMM (trimmed mean of M values) method, and subjected to differential expression analysis using edgeR.^16^ Differentially expressed genes (false discovery rate <0.05) between the groups were analyzed separately for males and females. Ingenuity pathway analysis^17^ was used for comparisons between young and aged mice.

### Metabolomics analysis

#### Liver sample preparation using MxP Q500

Liver tissue samples were prepared as per the manufacturer’s instructions (Biocrates Life Sciences, AG). Liver tissue samples and calibration standards were thawed on ice. Liver raw tissue samples were extracted using 100% isopropanol. Samples were subsequently homogenized for 30 seconds for 3 times between 60-second intervals and centrifuged at 15,000*g* at 4°C for 10 minutes to collect the extracted supernatant. Calibration standards and quality controls were dissolved in 100 μL of H_2_O and mixed at 1200 rpm for 15 minutes. Twenty microliters of liver samples, 10 μl of calibration standards, quality controls, and phosphate buffer solution were added to the 96-well plate. The plate was dried under nitrogen for 30 minutes. All samples and standards were included in a premix of phenylisothiocyanate at room temperature for 60 minutes for derivatization purposes and subsequently dried under nitrogen for 60 minutes. Samples were extracted in 5 mM ammonium acetate in methanol for 30 minutes using an orbital shaker, and the extracts were collected by centrifuging the preparation plate at 500*g* for 2 minutes. Sample extracts were diluted with H_2_O (1:1) for the liquid chromatography phase of the analysis. For the flow injection analysis (FIA), in a separate plate, 70 μL of sample extract was mixed with 430 μL of the kit solvent, and 10 μL of quality control sample extract was mixed with 490 μL of the kit solvent. Liquid chromatography and FIA plates were sealed, mixed for 10 minutes at 600 rpm at room temperature, and placed into the thermostatically controlled autosampler for analysis.

#### DI-ultra performance liquid chromatography-MS/MS

Sample extracts were analyzed using a Waters I-class ultra performance liquid chromatography unit coupled with a Waters Xevo-TQ-S (Waters Corporation). For ultra performance liquid chromatography analysis, sample extracts were separated using the MxP Quant 500 C18 column with an attached guard and precolumn mixer (Biocrates Life Sciences). The mobile phase consisted of A: H_2_O and formic acid (0.2%); B: MeCN and formic acid (0.2%) delivered at a flow rate of 0.8 mL/min with a gradient of B: 0–100% over 4.50 minutes. Eluent %B was increased to 1.00 mL/min flow rate and maintained at 100% for 30 seconds, followed by a rapid return to the initial conditions for 70 seconds to equilibrate the column. Both positive and negative mode gradients were 5.80 minutes long. The negative mode acquisition gradient differed from the positive mode with a difference in %B composition between 2.00 and 4.50 minutes. The injection volume was 5 μL for positive data acquisition and 15 μL for the negative run. The wash solvent composition consisted of H_2_O: MeOH: MeCN: isopropanol (vol/vol).

#### FIA-MS/MS analysis

Q500 Kit offers direct flow injections (FIA) for lipid analysis. An isocratic method was performed using the kit-provided solvent (290 mL MeOH: 1 ampule of FIA additives). The isocratic mobile phase (B: 100% MeOH) was delivered at a low flow rate of 0.03 mL/min. The injection volume was 20 μL for both positive and negative mode acquisitions. All data were extracted using the MetIDQ software following Biocrates’ instructions (Biocrates).

#### Data analysis

The MetaboAnalyst (v5.0) platform was used to generate heat maps and volcano plots of the normalized data.^18^

### Statistical analysis

GraphPad Prism v10.1.1 was used to generate graphs and to calculate *p* values by one-way ANOVA with Šídák’s correction for multiple comparisons. A *p* value of <0.05 was considered statistically significant. Data are presented as the arithmetic mean ± SD or SEM.

See Supplemental Methods, http://links.lww.com/HC9/B20, for details on serum biochemistries, tissue histology, and western blot analysis.

## RESULTS

### High-fat diet feeding induces a worse metabolic outcome in males than females and is aggravated by age

To investigate the influence of sex and age on the pathophysiology of MASL, male and female, young (7 wk) and aged (52 wk), C57BL/6 mice were fed an HFD or a low-fat control diet for 10 weeks (Figure 1A). This animal model displays the metabolic dysfunction associated with MASL.^12,19,20^ Aged female mice have a ~3-fold reduction in estradiol relative to young female mice^21^ and are a relevant model to study the effects of reduced estrogen and cellular aging. As anticipated, mice fed an HFD gained significantly more weight than mice fed the control diet in both sexes and age groups (Figure 1B, Supplemental Figure S1A, http://links.lww.com/HC9/B21). In young males and females, no differences in food consumption were observed between mice fed the HFD and those fed the low-fat diet (LFD). Nevertheless, aged mice (male and female) on the HFD consumed slightly more food than young mice (Supplemental Figure S1B, http://links.lww.com/HC9/B21).

**FIGURE 1:**
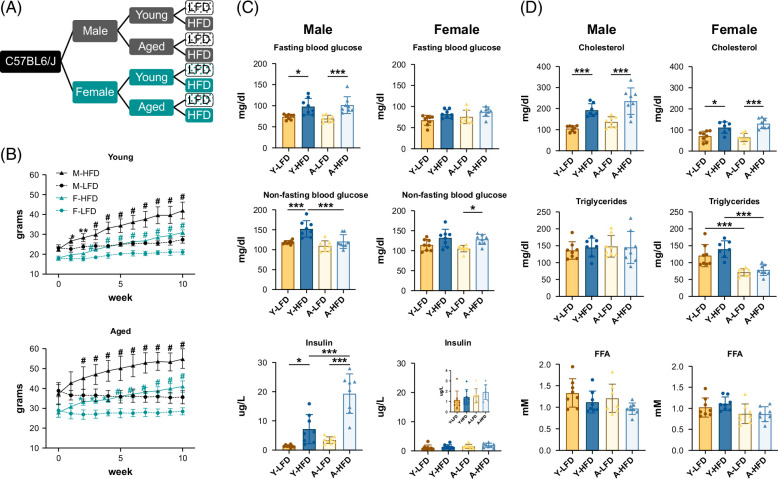
Experimental design, body weight, and serum chemistries. (A) Experimental design (n = 8). (B) Body weight gain over the course of 10 weeks. Bars represent SD. *p < 0.05, **p < 0.01, ^#^ *p* < 0.001. (C) Blood glucose and serum insulin (n = 8). (D) Serum triglycerides, FFA, and cholesterol (n = 7–8). Bars represent SD. *p < 0.05, **p < 0.01, ***p < 0.001. Abbreviation: FFA, free fatty acids.

In males, fasting glucose in the HFD group was significantly higher than in the LFD group, indicative of glucose intolerance (Figure 1C), whereas in females, there was only a trend. In addition, HFD-fed male mice showed marked hyperinsulinemia, which was more prominent in aged animals (Figure 1C). Non-fasting glucose levels were also significantly higher in the HFD-fed young male group. Remarkably, aged male mice fed an HFD showed a trend toward higher non-fasting glucose levels, likely due to the high insulin levels in this group (Figure 1C). In female mice (young and aged), insulin levels were not significantly elevated by the HFD. In contrast to aged male mice, non-fasting blood glucose levels were significantly elevated in aged females fed an HFD (Figure 1C). Glucose tolerance tests revealed impaired glucose tolerance in young and aged male mice (Supplemental Figure S1C, http://links.lww.com/HC9/B21). In females, impaired glucose tolerance was observed to a greater extent in young mice than in aged mice (Supplemental Figure S1C, http://links.lww.com/HC9/B21). Altogether, these data suggest that females develop glucose intolerance when fed an HFD, albeit with less severity than males.

Serum cholesterol levels were significantly increased in both sexes, reflecting the higher cholesterol content of the HFD (Figure 1D). Serum triglyceride levels were not different between groups in males and were lower in aged mice than in young female mice. No changes in free fatty acids were observed in either the male or female mice (Figure 1D).

### Distinct histology in males and females

Consistent with a more severe metabolic disease in males, the liver function marker ALT (alanine aminotransferase) was elevated in mice fed an HFD, particularly in aged animals (Figure 2A), suggesting liver damage. In liver sections stained with hematoxylin/eosin, 3 types of changes were observed: (1) slight clearing of the cytoplasm of hepatocytes, which corresponded to very small lipid granules on Oil Red O staining; (2) enlargement of hepatocytes by numerous small vacuoles of fat (microvacuolar steatosis); and (3) presence of 1–4 medium or large vacuoles of fat within variably enlarged hepatocytes (macrovacuolar steatosis). The patterns of fat accumulation appeared to be distinct between males and females. Young males and females on the LFD showed the first pattern on hematoxylin/eosin staining, which represents the baseline in mice in the fed state, and an NAFLD activity score (NAS)^22^ of ≤1 (Figure 2B). On an HFD, young male mice showed marked microvacuolar steatosis involving 60%–80% of hepatocytes and macrovacuolar steatosis involving 10% of hepatocytes (NAS score of 2–4), while young female mice on an HFD showed a similar pattern of steatosis to LFD-fed mice, with only mild changes (NAS score ≤2). On an HFD, older males showed microvacuolar (70% hepatocytes) and macrovacuolar steatosis (10%–20% hepatocytes, large droplet size) and a NAS score of 4. Older females on an LFD showed macrovacuolar steatosis (20%–60%, medium droplet size), and feeding an HFD changed this pattern only mildly (NAS score of ~3). No fibrosis was observed in males or females, as anticipated in this mouse model.^12,20^ A few aged female mice showed large foci of monotonous lymphoid cells, suggesting lymphoproliferative disease/lymphoma, independent of diet.

**FIGURE 2:**
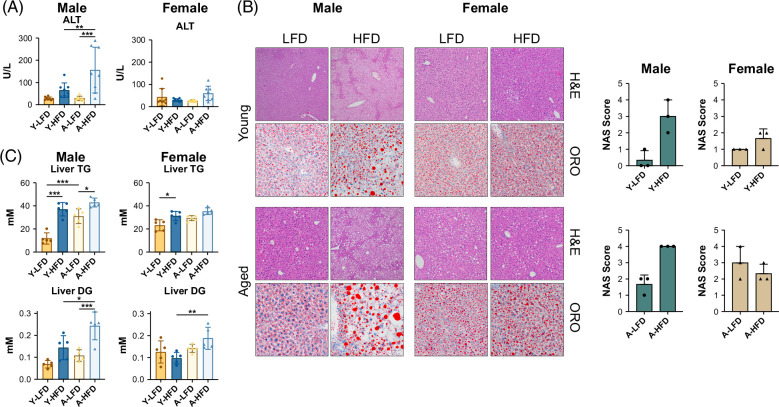
Serum ALT and liver histology. (A) Serum ALT levels (n = 8). (B) Hematoxylin/eosin and Oil Red O staining of liver sections. NAS scores (sum of steatosis, hepatocellular ballooning, and lobular inflammation scores) are shown on the right (n = 3). Hematoxylin/eosin, ×100; Oil Red O, ×200. (C) Liver triglycerides and diacylglycerides were quantified in a targeted metabolomics assay (n = 5). Bars represent SD. *p < 0.05, **p < 0.01, ***p < 0.001. Abbreviations: ALT, alanine aminotransferase; NAS, nonalcoholic fatty liver disease activity score.

### Sex dimorphism in the liver metabolome

To assess the impact of diet, sex, and age on liver metabolism, profiles of more than 600 molecules were obtained, including 523 lipids and 107 small molecules. Notable differences were observed between the groups, in particular between males and females. Triglycerides increased in male mice and young females fed HFD (Figure 2C). However, young male mice showed an increase in all triglyceride subclasses, while females showed an increase in several triglyceride subclasses and a decrease in others (Supplemental Figures S2A, B, http://links.lww.com/HC9/B21). Remarkably, diacylglycerol, a molecule implicated in insulin resistance in the liver,^5^ was significantly increased in aged male mice fed an HFD relative to the LFD. In females, the changes between the LFD and HFD were not significant (Figure 2C and Supplemental Figure S2C, http://links.lww.com/HC9/B21).

Acylcarnitines are generated from the conjugation of fatty acids with l-carnitine, and their main function is the transport of acyl groups through the mitochondrial membrane for oxidation in the matrix. l-carnitine (C0) was higher in females than in males and was not affected by diet or age (Figure 3A). Notably, feeding an HFD increased the overall levels of acylcarnitines to a similar degree in young and aged males, mostly due to an increase in long-chain fatty acid subclasses. No changes in acylcarnitines were observed in aged mice compared to young male mice (Figures 3B, C). In contrast, the overall levels of acylcarnitines in females were not affected by the HFD (Figures 3B, C). However, in aged females, there was a clear trend for lower levels of acylcarnitines (*p* = 0.054; Figure 3B). Furthermore, significantly lower levels of long-chain acylcarnitines were observed in aged relative to young females fed the HFD (Figure 3B).

**FIGURE 3:**
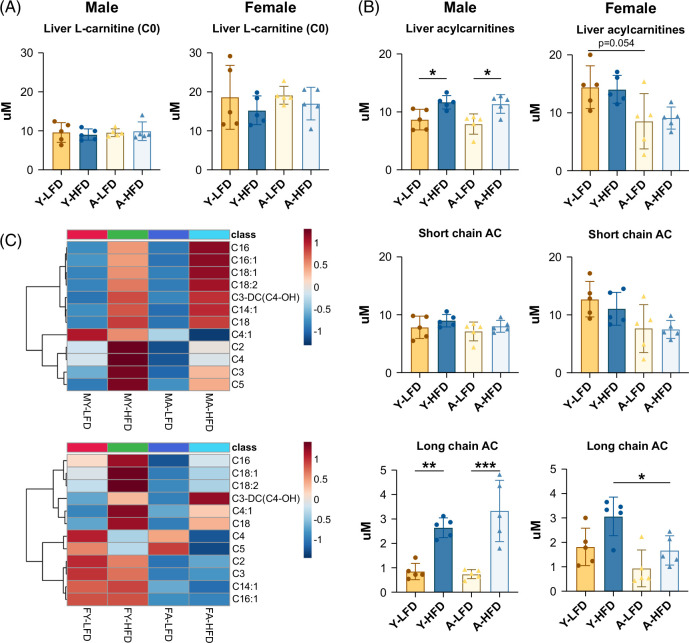
Liver acylcarnitines. (A) Levels of l-carnitine (C0). (B) Total acylcarnitines; short-chain and long-chain acylcarnitines. (C) Heatmap showing changes in acylcarnitines in males and females fed the LFD or HFD. Bars represent SD. *p < 0.05, **p < 0.01, ***p < 0.001. Abbreviations: HFD, high-fat diet; LFD, low-fat diet.

Sphingolipid profiles were also remarkably different between the sexes. Overall, the levels of ceramides were not affected by the HFD. Nevertheless, the abundance of specific subclasses shifted with diet and age in both sexes (Figure 4A, Supplemental Figure S3A, http://links.lww.com/HC9/B21), changing the ratio between very-long-chain and long-chain ceramides (Supplemental Figure S3A, http://links.lww.com/HC9/B21). In males fed an HFD, this ratio changed to a higher extent than in females. Two of the long-chain ceramides that increased, C16:0 and C18:0 (Supplemental Figure S3A, http://links.lww.com/HC9/B21), have been associated with insulin resistance.^24,25^ Furthermore, glycosylceramides were robustly increased in young and aged male mice fed an HFD, whereas no changes were observed in females (Figure 4B). The increase included glucosylceramides (HexCer) and di-galactosylceramide (Hex2Cer) (Figure 4B, Supplemental Figure S3B, http://links.lww.com/HC9/B21). Dihydroceramide, a metabolite upstream of the ceramide synthesis pathway (Figure 4D), did not increase in males upon HFD feeding and decreased in aged female mice (Supplemental Figure S3C, http://links.lww.com/HC9/B21). Sphingomyelin, a major component of the plasma membrane^26^ (Figure 4D), was more abundant in females than in males. Young male mice fed an HFD displayed reduced levels, but no effects were observed in aged males or females (Figure 4C).

**FIGURE 4:**
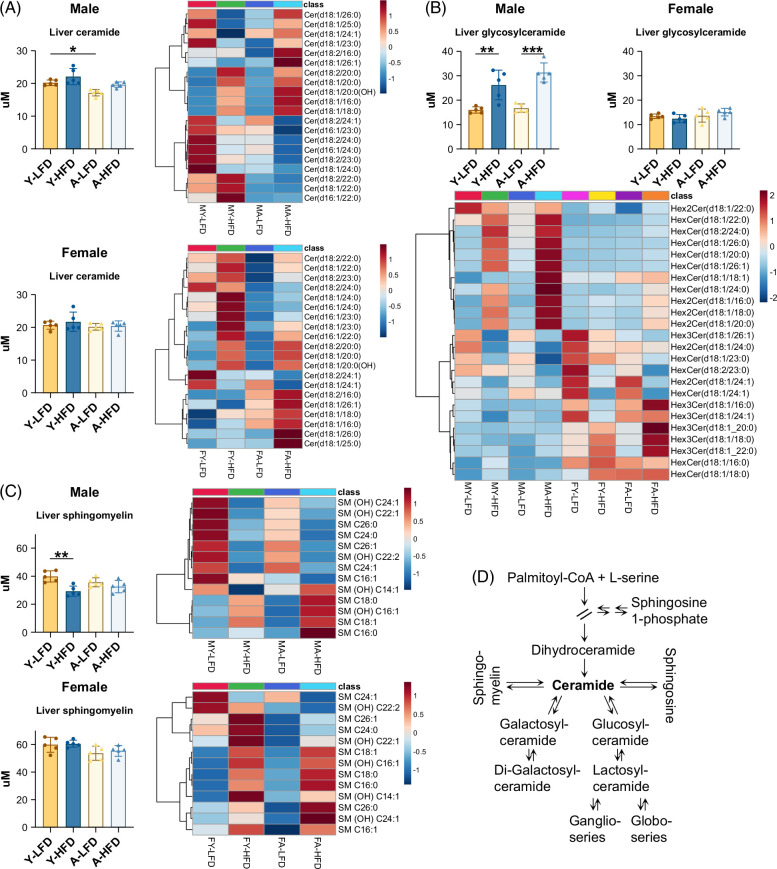
Liver sphingolipids. (A) Liver ceramides and heatmap of ceramide subclasses. (B) Liver glycosylceramides and heatmap of the classes detected. (C) Liver sphingomyelin. (D) Schematic of sphingolipid synthesis.^23^ Bars represent SD. *p < 0.05, **p < 0.01, ***p < 0.001.

Glycerophospholipids, major constituents of the cellular membrane,^27^ were not significantly affected by the HFD in either sex (choline, necessary for their synthesis, was not limiting; Figure 5A). There was a clear tendency for cholesterol esters to be decreased in the livers of male and female, young and aged mice fed an HFD, although the changes were only significant in the aged mice (Figure 5B). Furthermore, cholesterol esters are used for the synthesis of bile acids and followed a similar trend (ie, lower in HFD-fed mice, irrespective of sex and age; Figure 5B). Bile acids play a crucial role in the absorption of fat in the intestine, and their secretion from the gallbladder is enhanced by fat consumption.^28^

**FIGURE 5:**
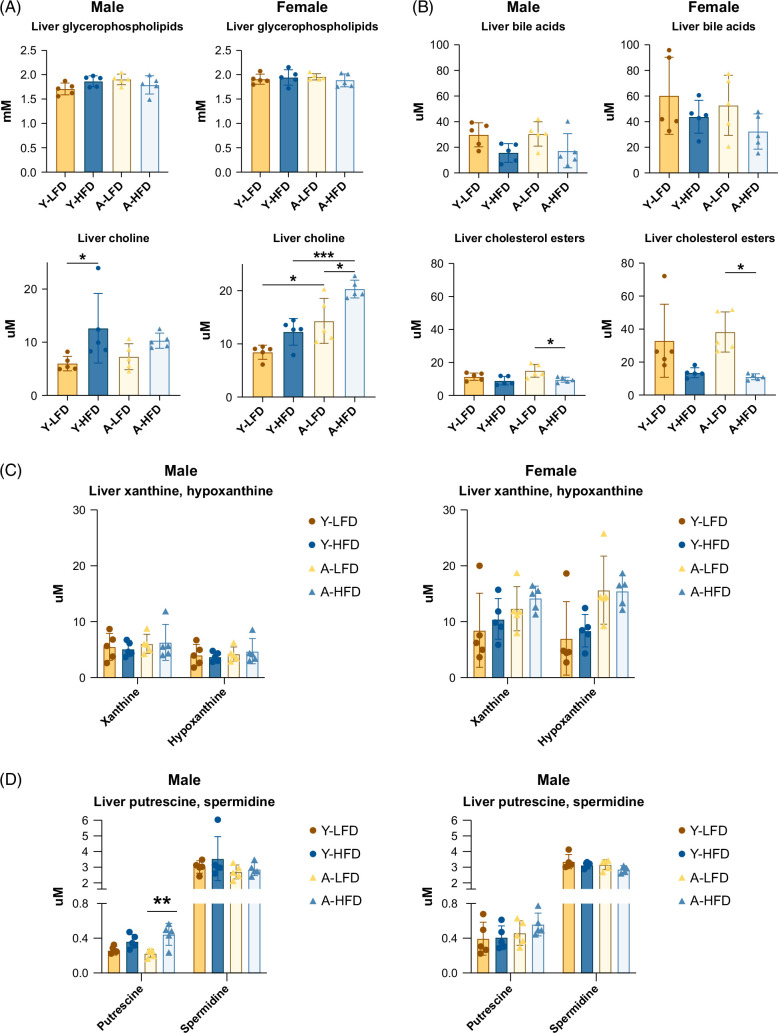
Liver glycerophospholipids, bile acids, cholesterol esters, nucleobase-related molecules, and biogenic amines. (A) Glycerophospholipids (phosphatidylcholine plus lysophosphatidylcholine) and choline levels in liver tissue. (B) Overall levels of bile acids (TCA, TDCA, TCDCA, and TMCA) and liver cholesterol esters. (C) Xanthine and hypoxanthine, products of the catabolism of purines. (D) Levels of the biogenic amines putrescine and spermidine. Bars represent SD. *p<0.05, **p<0.01, ***p<0.001. Abbreviations: TCA, taurocholic acid; TCDCA, taurochenodeoxycholic acid; TDCA, taurodeoxycholic acid; TMCA, tauro-β-muricholic acid.

Other quantified metabolites included nucleotide catabolism molecules, biogenic amines, and amino acids. Previous studies have reported increased uric acid levels in patients with MASLD.^29,30^ The catabolism of purines generates uric acid from hypoxanthine and xanthine, which is catalyzed by xanthine dehydrogenase. 

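Xdh encodes xanthine dehydrogenase, the enzyme that converts hypoxanthine to xanthine and xanthine to uric acid, and lies on chromosome 17 of mm10 from 73883895 to 73950196. In the RNA-seq of the liver, its level in young males was 255 ± 11.5 CPM (scaled by TMM) on the HFD and 196 ± 23.6 CPM on the LFD (mean ± SD, n = 4 mice per group). This is a log2 fold change of 0.38 (SE 0.09, edgeR adjusted p = 0.029). In aged males the log2 fold change was 0.20 (SE 0.09, edgeR adjusted p = 0.18), which did not pass the test. In females, Xdh had log2 fold changes of 0.13 (SE 0.11, edgeR adjusted p = 0.54) in young mice and 0.19 (SE 0.11, adjusted p = 0.28) in aged mice. No difference between the responses of males and females passed an interaction test, in young mice (0.26, SE 0.14, edgeR adjusted p = 0.36) or in aged mice (0.02, SE 0.14, adjusted p = 0.96). With 1 library left out, the named calls that held were at the fewest 0 of 1 in young males (leaving out any but M2.2, M3.1 or M5.2). Leaving out a pair of libraries kept 0 of 1 in young males without M2.1 and M5.1.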

No changes in *Xdh* gene expression were observed in HFD-fed male or female mice (Supplemental Table S1, http://links.lww.com/HC9/B22). Similarly, no changes in hypoxanthine and xanthine levels were observed in male mice (Figure 5C). However, both metabolites showed a trend to be elevated in aged female mice. This may represent a compensatory response to lipid overload and associated oxidative stress.^31^ Levels of the antioxidative molecule putrescine^32^ were increased upon HFD feeding in aged males (Figure 5D). Lastly, significant changes in nonessential amino acid levels (Ala, Gln, Cys, Gly, and Ser) and threonine were also observed between the groups, although no association was observed with diet, sex, or age (Supplemental Figure S4, http://links.lww.com/HC9/B21).

### Sex influences gene expression profiles in response to an HFD

The transcriptome was analyzed using RNA-seq in all groups. 

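Total RNA from the livers of 32 C57BL/6 mice was sequenced. There were 4 mice in each of the 8 groups formed by sex, age at the start of feeding (7 or 52 weeks) and diet (10 weeks of an HFD with 60 kcal% fat or an LFD with 10 kcal% fat). The authors prepared mRNA libraries with the KAPA mRNA HyperPrep kit and sequenced them as paired reads on a NovaSeq instrument. They aligned the reads to mm10 with STAR and counted reads per gene with featureCounts, leaving out reads that mapped to several places. The deposited counts per gene were used here without change. Each library held 32206140 to 54317005 counts, and the values below rest on these counts. The paper's reported depth is about 45 M reads per sample. Group medians ran from 35726886 counts (range 32206140 to 38398185) in aged LFD females to 46531056 (range 40229223 to 50075141) in aged LFD males. The other medians were 45867559 in young LFD males (range 41397317 to 47616666), 42808138 in young HFD males (range 40461281 to 54317005) and 46365379 in aged HFD males (range 43568095 to 49672751). For females they were 36065672 in young LFD mice (range 34101263 to 36712812), 38710227 in young HFD mice (range 33257215 to 43257459) and 41349698 in aged HFD mice (range 38394671 to 51469287). The 10 most abundant genes took 17.7% to 25.3% of the counts of a library. No pair of libraries of a group was a duplicate, since the lowest chi-square per gene between replicates was 27.2, against an expected value near 1. Genes with more than 10 counts in at least 2 libraries of a sex were tested, 16077 genes in males and 15733 in females. After scaling by TMM, the 16 libraries of each sex entered 1 edgeR quasi-likelihood fit. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes are given with their standard error (SE), and levels are TMM-scaled CPM. Whether the response differed between the sexes was tested as an interaction in a fit of all 32 libraries over the 15383 genes tested in both sexes. In addition, 44 lists of genes for pathways, gene families and cell types, written before the data were examined, and the immunoglobulin variable segments were tested with camera. Some of these lists take their genes from the groups the paper describes, so for these the direction is not independent evidence. Pairs of libraries stood apart from the others of their group in the leading dimensions of the 500 most variable genes. They were F3.4 and F5.2 among the young LFD females, M2.1 and M5.1 among the young HFD males, and M8.1 and M8.2 among the aged HFD males. The paper's Supplemental Figure S5 already shows these libraries, and each comparison was therefore repeated without them. Such a fit leaves 2 mice in a group, so a lost call does not by itself show that an effect rests on the pair. The score of the 1640 HFD genes of aged males is 0 at the LFD and 1 at the HFD level of these males. It was 0.716 and 0.939 in M2.1 and M5.1 against 0.177 and 0.231 in M2.2 and M5.2. It was 1.167 and 1.237 in M8.1 and M8.2 against 0.737 and 0.859 in M6.1 and M6.3. Leaving out these male pairs therefore removes the mice with the strongest response.

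**Figure D1:**
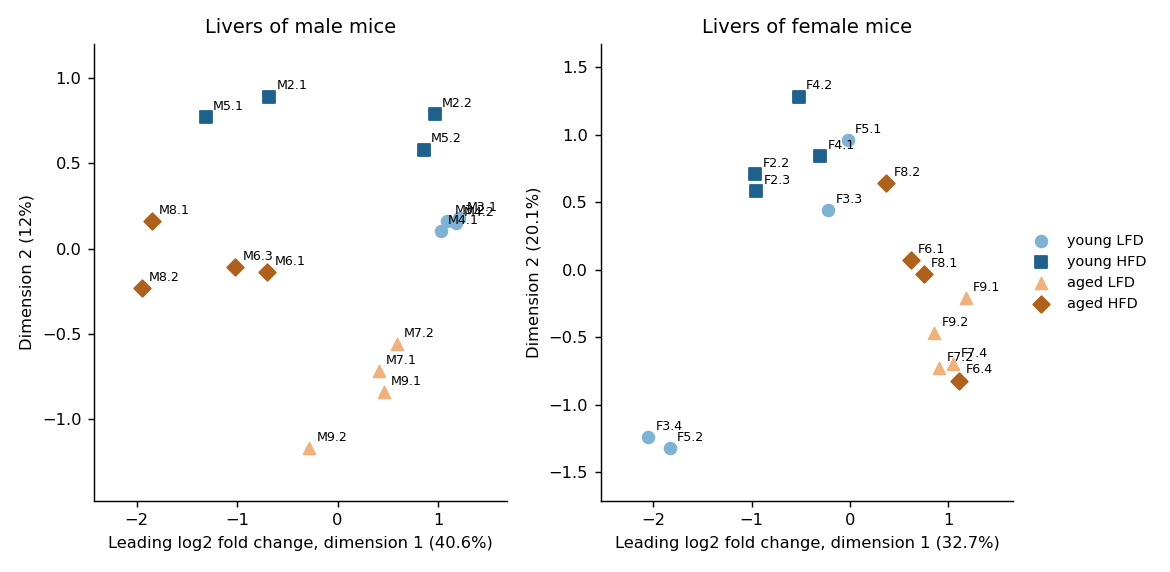
Leading log2 fold change dimensions 1 and 2 (log2 units) of the 16 male libraries (left) and the 16 female libraries (right), from the 500 genes that differ most between each pair of libraries. Each point is 1 mouse and each marker 1 group of 4. F3.4 and F5.2 lie apart from the other young LFD females, and M2.1 and M5.1 apart from the other young HFD males.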

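The deposited count tables list 16079 genes for males, 13474 of them protein-coding, and 15736 genes for females, 13416 of them protein-coding. Both sexes share 15386 genes. At a mean of at least 1 CPM over the 16 libraries of a sex, 12262 genes were expressed in male livers and 12461 in female livers. Genes known for their sex bias in the mouse liver set the tables apart. Cyp2b13, a steroid hydroxylase expressed mainly in females, averaged 131 ± 114 CPM in young LFD females and 0.0302 ± 0.0361 CPM in young LFD males (SD, n = 4). Slco1a1, a male-biased organic anion transporter, averaged 700 ± 56.2 CPM in these males and 16.4 ± 13.3 CPM in these females.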

More than 12,000 genes were found to be expressed in the liver (Supplemental Table S1, http://links.lww.com/HC9/B22). Remarkably, in both sexes, there were more differentially expressed genes due to the HFD in aged mice (2025 males and 1484 females) than in young mice (1117 males and 765 females) (Figure 6A). In addition, males (young and aged) had significantly more differentially expressed genes than females in response to HFD feeding. Instead, aging had a much stronger effect on gene expression in females than in males (196 in males and 1064 in females) (Figure 6A; Supplemental Figures S5 and S6).

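In aged males 1640 genes were differentially expressed with the HFD (995 higher and 645 lower), and in young males 926 (565 higher and 361 lower). Aged females had 1244 (733 higher and 511 lower) and young females 324 (183 higher and 141 lower). Among the genes with the largest changes in which all mice of one diet lay apart from all mice of the other, Sprr1a, a cornified envelope protein, rose 122-fold in young and 110-fold in aged males, and Themis, a T cell signaling protein, 23.1-fold and 13.5-fold. Themis also rose 3.01-fold in aged females. Mogat1, a monoacylglycerol acyltransferase, rose 11.6-fold in young and 3.14-fold in aged males, with Osbpl3, an oxysterol-binding protein (10.8-fold and 3.09-fold), and in young males Cfd, the adipokine adipsin (11.1-fold). Lcn2, an acute phase protein, was among the leading genes of both aged groups, with log2 fold changes of 3.69 (SE 0.69, edgeR adjusted p = 0.0086) in males and 2.19 (SE 0.61, adjusted p = 0.039) in females. Fabp5, a fatty acid-binding protein, fell with the HFD in young males (20.3-fold), aged males (9.25-fold) and aged females (9.73-fold), and Lepr, the leptin receptor, fell 7.79-fold in young males, 4.47-fold in young females and 7.8-fold in aged females. Of the 16077 genes tested, 2754 in aged males and 1857 in young males had all HFD mice on one side of all LFD mice. In females they numbered 2700 in aged mice and 1459 in young mice, of 15733, and chance gives 2.86% of the genes tested. The young and aged responses shared 284 upregulated genes in males (35 for independent lists) and 119 in females (8.5 for independent lists). The difference between the ages was tested directly as an age by diet interaction, and edgeR called 0 genes in males and 0 in females, with 1297 and 1059 genes at an unadjusted p under 0.05. The likelihood ratio test called 27 and 10, and DESeq2 49 and 21. Without M8.1 and M8.2, 2 genes were called in aged males, without M2.1 and M5.1, 78 in young males, and without F3.4 and F5.2, 22 in young females. In fits of only the 2 groups compared, edgeR called 324 in young males and 0 in young females (2714 at an unadjusted p under 0.05). With all libraries, the likelihood ratio test called 818 in young females. DESeq2 called 1114 in young females and 1422 in young males, and voom with quality weights 1296 and 1404. The fewest calls with 1 library left out were 325 in young males (without M2.1), 423 in aged males (without M8.1), 3 in young females (without F4.2, and at the most 1168 without another) and 467 in aged females (without F8.1, and at the most 2148 without another). The fewest named calls that held without 1 library were 1 of 4 in aged females (without F7.2, F8.1, F9.1 or F9.2), 3 of 6 in aged males (without M7.2), 0 of 1 in young females (without F4.2) and 6 of 7 in young males (leaving out any but M2.2 or M5.2). Named calls kept without a pair numbered 0 of 6 in aged males without M8.1 and M8.2 and 5 of 7 in young males without M2.1 and M5.1. In young females without F3.4 and F5.2 they numbered 1 of 1.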

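The genes whose response to the HFD differed between the sexes by an interaction test numbered 56 in young mice (44 with a higher and 12 with a lower log2 fold change in males than in females) and 604 in aged mice (323 higher and 281 lower). Of 34 female-biased genes measured in males, 7 rose and 3 fell with the HFD in young males, and 7 rose and 1 fell in aged males (17 and 4, and 9 and 4, adjusted over the list alone). Camera called the list higher (adjusted p = 0.0473 and 0.04), not with an estimated correlation (adjusted p = 0.9 and 0.61). Of this list, Cyp2b9, a steroid hydroxylase, went from 0.672 ± 0.539 to 150 ± 172 CPM in young males (SD, n = 4), a log2 fold change of 7.78 (SE 1.72, edgeR adjusted p = 0.017). It stood at 274 and 322 CPM in the HFD mice M2.1 and M5.1 and at 2.04 and 2.32 CPM in M2.2 and M5.2. Without the former pair the log2 fold change was 1.67 (SE 1.31) and did not pass the edgeR test. Hao2, a peroxisomal hydroxyacid oxidase, rose 25.5-fold in young males, while Adam11, of a family of membrane-anchored metalloproteases, fell 3.53-fold, and also in young (3.09-fold) and aged females (4.89-fold). Cyp2b13 rose 57.9-fold in aged males and 4.72-fold in aged females, Cyp2a4 rose 15.6-fold in aged males and fell 2.2-fold in aged females, and Cyp2c40 fell 6.05-fold in young and 3.49-fold in aged males. In the aged LFD males Cyp2b13 stood at 0 CPM in M7.1 and M9.1, 0.0684 in M7.2 and 0.539 in M9.2. The size of its fold there is therefore uncertain. The 4 Cyp2 genes belong to families of near-identical genes that could share reads. Sema5b, a semaphorin, rose in young males (7.19-fold), aged males (3.33-fold), young females (8.45-fold) and aged females (12.8-fold). In females, the leading upregulated genes also included Ppm1k, the phosphatase that activates branched-chain amino acid breakdown (2.93-fold in young and 4.17-fold in aged mice, and 1.72-fold in young males), and in young females Angptl4, an inhibitor of lipoprotein lipase (3.38-fold). Slc2a4, which encodes the glucose transporter GLUT4, fell 7.45-fold in young females, 6.57-fold in aged females, 3.18-fold in young males and 4.16-fold in aged males. Males and females shared 52 upregulated genes at the young age (6.4 for independent lists) and 144 at the aged one (45.9). The variance of the log2 fold changes shared between 2 of the 4 mice of each group and the other 2 needs no threshold. It was 0.0878 (SD over the splits 0.0231) in young males and 0.0765 (SD 0.0463) in young females. It was 0.176 (SD 0.0211) in aged males and 0.115 (SD 0.00642) in aged females. The splits reuse the same mice, so this SD is not an error between mice and cannot decide whether the sexes differ. Without M2.1 and M5.1 the value for young males was 0.0392, without M8.1 and M8.2 that for aged males 0.0745, and edgeR called 0 interactions in young (1421 at an unadjusted p under 0.05) and 2 in aged mice. For young mice it also called 0 without F3.4 and F5.2 (1357 at an unadjusted p under 0.05), and voom with quality weights 0 (2618 at an unadjusted p under 0.05). Other settings called more interactions. The likelihood ratio test called 395 in young and 1107 in aged mice, DESeq2 484 and 1531, and fits of each sex apart 660 and 1703. Voom with quality weights called 2638 in aged mice. The fewest interaction calls without 1 library were 1 in the comparison of the sexes in young mice (without M2.1, and at the most 594 without another) and 28 in the comparison of the sexes in aged mice (without M8.1, and at the most 1750 without another). Female-biased genes called in males with 1 library left out were as few as 6 of 10 in young males (without M2.1 or M4.2, and at the most 16 without another) and 2 of 8 in aged males (without M7.2, M8.1 or M8.2). Without M2.1 and M5.1, 0 rose by the edgeR test and 1 fell in young males (9 at an unadjusted p under 0.05), with a median of -0.04 against 0.75 and a camera adjusted p of 0.97. In aged males edgeR called 0 (10 at an unadjusted p under 0.05) without M8.1 and M8.2, with a camera adjusted p of 0.092. Of the calls named here, the fewest that held without 1 library were 4 of 6 in aged females (without F6.1, F8.1, F8.2 or F9.1), 3 of 5 in aged males (without M7.2 or M8.1), 1 of 5 in young females (without F4.2) and 5 of 7 in young males (without M2.1 or M4.2). Of these calls, those still passing were 0 of 5 in aged males without M8.1 and M8.2, 3 of 5 in young females without F3.4 and F5.2 and 3 of 7 in young males without M2.1 and M5.1. By RLE scaling in place of TMM, 275 of the aged interaction calls were higher and 383 lower in males.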

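With age, 535 genes were differentially expressed in LFD females (233 higher and 302 lower) and 83 in LFD males (65 higher and 18 lower). In females, Slco1a1 went from the 16.4 ± 13.3 CPM of young LFD females to 0.0991 ± 0.0699 CPM in aged ones (SD, n = 4), a log2 fold change of -7.29 (SE 0.81, edgeR adjusted p = 0.001). Mup20, a major urinary protein, fell 29.4-fold, and Serpina1e, an alpha-1-antitrypsin, 8.77-fold, and both belong to families that could share reads. Cib3, a calcium-binding protein, fell 46.2-fold and Asns, asparagine synthetase, 7.07-fold. The retinoic acid hydroxylase Cyp26b1 (11.5-fold), the cholesterol 24-hydroxylase Cyp46a1 (10.5-fold) and the phospholipase Pla2g4f (10.4-fold) were higher in aged LFD females, and Cyp46a1 also in aged LFD males (4.72-fold). Aged LFD males showed more Cyp26a1, another retinoic acid hydroxylase (10.0-fold, and 4.99-fold in aged LFD females), and Nebl, which encodes nebulette (5.53-fold), and less Igfbp1, an insulin-like growth factor-binding protein (3.71-fold). Cdh1, which encodes E-cadherin, fell in both sexes, 4.78-fold in males and 7.03-fold in females. Both sexes shared 24 genes higher with age (0.7 for independent lists) and 4 lower. The effect of age differed between the sexes, by an interaction test, for 30 genes on the LFD and 1 on the HFD. On the LFD, 5 were called without F3.4 and F5.2, 3 by voom with quality weights, 8 with a robust prior, 78 by the likelihood ratio test and 120 by DESeq2. The shared variance of the log2 fold changes was 0.158 (SD 0.045) in LFD females and 0.0577 (SD 0.014) in LFD males. On the HFD it was 0.104 (SD 0.0104) in females and 0.0959 (SD 0.0375) in males. These SDs come from splits of the same mice, so they cannot decide whether the sexes differ on either diet. In HFD males it was 0.295 without M2.1 and M5.1 and 0.00883 without M8.1 and M8.2. The value without F3.4 and F5.2 was 0.112 in LFD females and 45 genes were called, and in a fit of only the 2 groups compared 173. With all libraries, the likelihood ratio test called 1107 genes in LFD females and 200 in LFD males. DESeq2 called 1322 and 222, and voom with quality weights 1416 and 138. The fewest calls without 1 library were 35 in LFD males (without M3.2 or M4.2), 100 in LFD females (without F5.2, and at the most 1152 without another) and 1 in the comparison of the sexes on the LFD (without F9.1, and at the most 102 without another). The named calls that held went as low as 8 of 10 in LFD females (leaving out any but F3.3, F5.1 or F7.2) and 0 of 5 in LFD males (without M4.1 or M9.2) when 1 library was left out. As pairs were left out, the named calls that passed were 6 of 10 in LFD females without F3.4 and F5.2. The paper states that aging affected gene expression more in females than in males. Of 20 genes of the circadian clock, edgeR called 6 with age in LFD females and 0 in LFD males (1 at an unadjusted p under 0.05). Without F3.4 and F5.2 it called 0 in females, and 4 were higher and 2 lower adjusted over the list alone. The paper's text names no time of day for the collection. Whether it differed between the groups was therefore not tested and stays open for these differences.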

**FIGURE 6:**
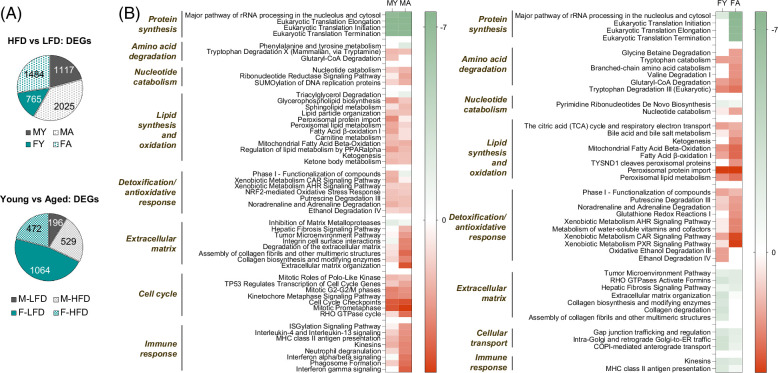
Gene ontology analysis. (A) Pie plot showing the total number of genes differentially expressed (DEGs) in mice fed an HFD relative to an LFD (top) and the number of DEGs in young mice relative to aged mice (bottom). (B) Canonical pathways of DEGs between mice fed an HFD relative to an LFD. The comparison analysis between DEGs in young and aged mice was carried out using the following filters: *p* value cutoff of 2.5 (log10) and *z* score cutoff of 1.5. The bar shows the activation *z* score. Abbreviations: DEG, differentially expressed gene; HFD, high-fat diet; LFD, low-fat diet.

Gene clustering and biological theme enrichment were conducted using Ingenuity Pathway Analysis.^17^ In males (young and aged), the HFD induced a minor decrease in multiple small and large cytoplasmic ribosomal subunit genes, while in females, the differences were only significant in aged mice (Figure 6B; Supplemental Table S2, http://links.lww.com/HC9/B23). This decrease is likely to result from the combination of ER stress, which is associated with reduced protein biosynthesis^33^ and signaling through ribosomal protein S6 kinase (S6K), a major orchestrator of the response to nutrients that coordinates transcription and protein synthesis.^34^ 

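Of 82 genes of the cytoplasmic ribosome, 61 were lower with the HFD in young males and 62 in aged males, and none was higher. In aged females 49 of 82 were lower and 0 were higher, and in young females edgeR called none in either direction (19 at an unadjusted p under 0.05, 1 by the likelihood ratio test and 3 by DESeq2). Adjusted over the list alone, the numbers were 78, 77, 76 and 0. The decreases were small. The median log2 fold change of the list was -0.44 in young males, -0.41 in aged males, -0.46 in aged females and -0.21 in young females. Rpl3, a protein of the large subunit near its peptidyl transferase center, had a log2 fold change of -0.63 (SE 0.09, edgeR adjusted p = 0.0021) in young males, and Rps28, of the small subunit, -0.57 (SE 0.10, adjusted p = 0.0062) in aged males. In aged females Rpl3 had -0.51 (SE 0.12, edgeR adjusted p = 0.018) and in young females -0.25 (SE 0.12, adjusted p = 0.23). As a set, the list was lower by camera in young males (adjusted p = 2.6e-45), aged males (5.9e-30), aged females (1.9e-29) and young females (5.6e-10), where no single gene was called. With an estimated correlation between the genes, the adjusted p was 0.36, 0.47, 0.48 and 0.55 in the same order. Without M2.1 and M5.1, the number called was 1 in young males (median -0.29), and without M8.1 and M8.2, 0 in aged males by edgeR (58 at an unadjusted p under 0.05, median -0.35). The fewest members called with 1 library left out were 17 of 61 in young males (without M2.1), 7 of 62 in aged males (without M7.2) and 11 of 49 in aged females (without F9.1). When single libraries were left out, the named calls went down to 0 of 1 in aged females (without F8.2). Without a pair of libraries, the named calls passing were 0 of 1 in aged males without M8.1 and M8.2. They were 1 of 1 in young males without M2.1 and M5.1.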

S6K Th389 phosphorylation was moderately decreased in the liver of HFD-fed mice (Figure 7).

**FIGURE 7:**
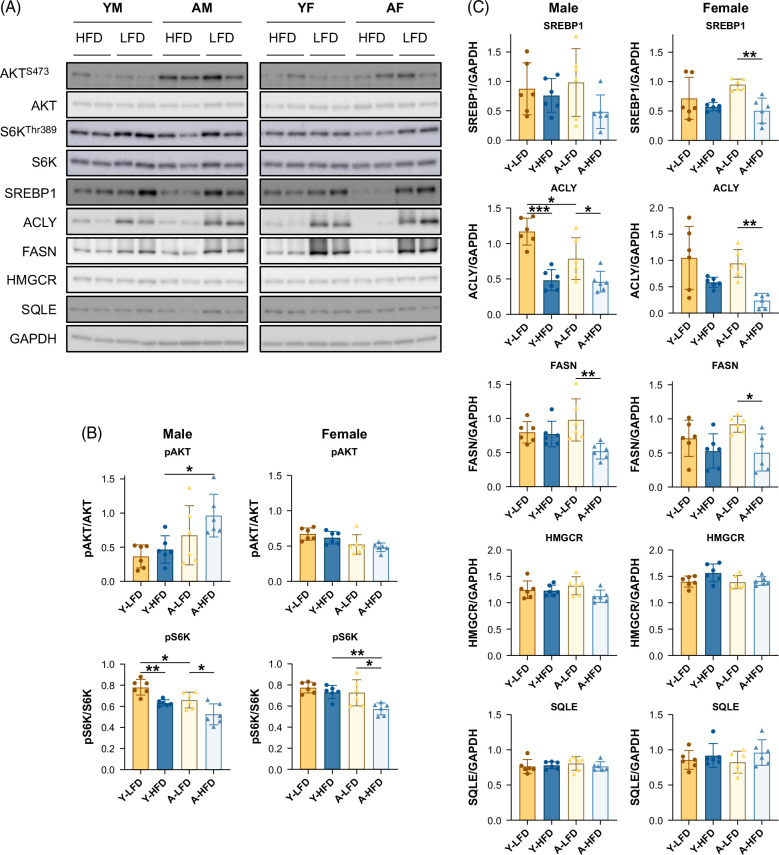
Validation of selected genes. (A) Western blot of molecules in the lipogenesis and cholesterol synthesis pathways. (B) Protein quantification of molecules in the lipogenesis pathway. (C) Protein quantification of molecules involved in cholesterol biosynthesis. Bars represent SD. *p <0.05, **p <0.01, ***p <0.001.

A large set of enriched categories included lipid metabolism (Figure 6B). 

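Of the 23 genes of mitochondrial fatty acid oxidation measured, 12 were upregulated by the HFD in young males, 8 in aged males, 10 in young females and 16 in aged females, and none was downregulated. The upregulated genes adjusted over the list alone numbered 16, 11, 22 and 20. Acadm, the medium-chain acyl-CoA dehydrogenase, rose 1.58-fold in young males, 1.34-fold in aged males, 1.55-fold in young females and 1.71-fold in aged females, from 283 ± 25.2, 298 ± 22.3, 283 ± 31.3 and 240 ± 15.1 CPM on the LFD (SD, n = 4). Acat1, the mitochondrial acetoacetyl-CoA thiolase, had log2 fold changes of 0.46 (SE 0.09, edgeR adjusted p = 0.0092) in young males and 0.80 (SE 0.17, adjusted p = 0.012) in aged females. Slc25a20, which carries acylcarnitines into mitochondria, rose 1.59-fold in young males and 1.63-fold in young females, and Crat, carnitine acetyltransferase, 2.65-fold and 1.75-fold in young and aged males. Hadh and Decr1, which act on hydroxyacyl and unsaturated intermediates, were called in every group, with log2 fold changes in young males, aged males, young females and aged females of 0.70, 0.61, 0.57 and 0.66 for Hadh and 0.54, 0.42, 0.64 and 0.61 for Decr1. Acsl1, a long-chain acyl-CoA synthetase, did not pass the test in any group (log2 fold changes of 0.35, -0.06, 0.70 and 0.26). For Acaa2, the mitochondrial thiolase, aged females had a log2 fold change of 0.46 (SE 0.10, edgeR adjusted p = 0.018) and aged males -0.12 (SE 0.10, adjusted p = 0.44), and the responses differed between the sexes (-0.56, SE 0.13, adjusted p = 0.029). The list as a whole was higher by camera in the 4 comparisons (adjusted p of 1.9e-11 in young males to 9.9e-04 in aged males), a call that did not hold with an estimated correlation. The adjusted p was then 0.38 in young males, 0.57 in aged males, 0.36 in young females and 0.4 in aged females. Without M2.1 and M5.1, edgeR called 0 genes of the list in young males (median 0.27, 13 at an unadjusted p under 0.05), without M8.1 and M8.2, 0 in aged males (median 0.29, 15 at an unadjusted p under 0.05), and without F3.4 and F5.2, 0 in young females (median 0.41, 19 at an unadjusted p under 0.05). As few as 7 of 12 in young males (without M2.1 or M4.2), 1 of 8 in aged males (without M8.1), 0 of 10 in young females (without F3.4, F4.2 or F5.2, and at the most 16 without another) and 9 of 16 in aged females (without F8.1 or F8.2) were called with 1 library left out. Acsl1 in young females had 0.41 (SE 0.22) without F3.4 and F5.2. In fits without 1 library, the named calls that passed were as few as 4 of 5 in aged females (without F8.1 or F8.2), 0 of 4 in aged males (without M8.1), 0 of 4 in young females (without F3.4, F4.1, F4.2 or F5.2) and 0 of 1 in the comparison of the sexes in aged mice (without F7.2, F8.1, F8.2, M7.1, M7.2, M8.1 or M8.2). Pairs left out together left 0 of 4 in aged males and 0 of 1 in the comparison of the sexes in aged mice without M8.1 and M8.2, 0 of 4 in young females without F3.4 and F5.2 and 0 of 6 in young males without M2.1 and M5.1.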

Genes involved in mitochondrial fatty acid oxidation, such as *Acadm*, *Acsl1*, *Acaa2*, and *Acat1*, were significantly upregulated up to 1.6-fold in male and female mice (young and aged) fed an HFD. Furthermore, peroxisomal fatty acid oxidation was enhanced (*Acaa1a*, *Acox1*, *Acot2*, *Acot8*, etc.). 

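Among 26 genes of peroxisomal fatty acid oxidation and peroxisome proliferation, the HFD raised 9 in young males, 5 in aged males, 6 in young females and 12 in aged females (18, 9, 17 and 20 when adjusted over the list alone). Hsd17b4, the multifunctional enzyme of the pathway, was called in all 4 groups, with log2 fold changes of 0.73 (SE 0.10, edgeR adjusted p = 0.0017) in young males, 0.43 (SE 0.10, adjusted p = 0.02) in aged males, 0.51 (SE 0.11, adjusted p = 0.028) in young females and 0.69 (SE 0.11, adjusted p = 0.0029) in aged females. Pex11a, a factor of peroxisome division, rose 2.19-fold in young and 1.66-fold in aged males. Acaa1a, a peroxisomal thiolase, was called in young males (1.3-fold) and aged females (1.7-fold). It is a close paralog of Acaa1b, which was called in young males (2.08-fold). Acot2 is a mitochondrial acyl-CoA thioesterase of a family of near-identical genes. It rose 3.1-fold in young and 3.22-fold in aged males and had log2 fold changes of -0.23 and 0.56 in young and aged females that did not pass the test (edgeR adjusted p = 0.69 and 0.24). Acot8, the peroxisomal thioesterase, was called in young males (0.40, SE 0.11, edgeR adjusted p = 0.041). The called members of the list were at the fewest 4 of 9 in young males (without M2.1, M4.2 or M5.1, and at the most 15 without another), 1 of 5 in aged males (without M8.1), 0 of 6 in young females (leaving out any but F2.3, F3.3 or F5.1, and at the most 11 without another) and 7 of 12 in aged females (without F8.1 or F8.2). They numbered 2 in young males without M2.1 and M5.1, by edgeR 0 in aged males without M8.1 and M8.2 (12 at an unadjusted p under 0.05) and 0 in young females without F3.4 and F5.2 (13 at an unadjusted p under 0.05). Leaving out each library in turn, the lowest number of named calls that held was 1 of 2 in aged females (without F8.1, F8.2 or F9.1), 0 of 3 in aged males (without M8.1), 0 of 1 in young females (leaving out any but F2.3, F3.3 or F5.1) and 3 of 6 in young males (leaving out any but M2.2 or M5.2). The calls passing without a pair were 0 of 3 in aged males without M8.1 and M8.2, 0 of 1 in young females without F3.4 and F5.2 and 2 of 6 in young males without M2.1 and M5.1.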

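Ketone body production was represented by 5 genes, of which 5 were upregulated by the HFD in young males, 3 in aged males, 2 in young females and 3 in aged females, and none was downregulated. Bdh1, the 3-hydroxybutyrate dehydrogenase, went from 187 ± 4.8 to 286 ± 65.7 CPM in young males (SD, n = 4), a log2 fold change of 0.61 (SE 0.13, edgeR adjusted p = 0.014), and rose 1.42-fold in aged males and 1.74-fold in aged females. Acss3, a mitochondrial short-chain acyl-CoA synthetase, rose 2.93-fold in young males. Its log2 fold changes elsewhere were 0.83 (SE 0.28, edgeR adjusted p = 0.072) in aged males, 0.66 (SE 0.20, adjusted p = 0.091) in young females and 0.45 (SE 0.20, adjusted p = 0.17) in aged females. Other targets of PPAR-alpha moved with these genes in males, 8 of 20 in young and 7 in aged mice, among them the vanin Vnn1 (4.38-fold and 2.61-fold), the fatty aldehyde dehydrogenase Aldh3a2 (3.07-fold and 2.05-fold) and, in young males, the fatty acid transporter Cd36 (5.65-fold). Angptl4, of the same list, rose in young females (3.38-fold, as given above). The counts of this list in females are not given here, so the sexes were not compared for it. Ketone genes called with 1 library left out were as few as 3 of 5 in young males (without M2.1 or M4.2), 1 of 3 in aged males (without M8.1 or M9.1) and 0 of 2 in young females (without F2.2, F3.4, F4.2 or F5.2) and PPAR-alpha targets 5 of 8 in young males (leaving out any but M2.2, M4.1 or M5.2) and 3 of 7 in aged males (without M8.1). With M2.1 and M5.1 left out, edgeR called 0 ketone genes (5 at an unadjusted p under 0.05) and 3 PPAR-alpha targets in young males, and with M8.1 and M8.2 left out, 0 (5 at an unadjusted p under 0.05) and 0 (7 at an unadjusted p under 0.05) in aged males. Adjusted over the list alone, 5 ketone genes were higher in each of these fits, with median log2 fold changes of 0.331 and 0.523. In young females without F3.4 and F5.2 it was 1, with a median of 0.408. Of the ketone genes, edgeR called 0 (3 at an unadjusted p under 0.05) in young females without F3.4 and F5.2. Acss3 in young females went to 0.30 (SE 0.17) without F3.4 and F5.2. The named calls were fewest at 2 of 3 in aged males (without M8.1, M8.2 or M9.1) and 4 of 5 in young males (without M2.1) when 1 library was left out. With 2 libraries left out, 0 of 3 in aged males without M8.1 and M8.2 and 2 of 5 in young males without M2.1 and M5.1 still passed.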

Genes involved in ketone body production were also upregulated (*Acss3* and *Hmgcs2*). In contrast, genes implicated in de novo fatty acid synthesis (*Acaca*, *Fasn*, *Acly*, and *Scd1*) were downregulated in all groups fed an HFD (Supplemental Table S1, http://links.lww.com/HC9/B22; Figure 7). 

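In aged females, 5 of 19 genes of de novo fatty acid synthesis fell with the HFD. They were Elovl6, the elongase of C16 fatty acids (6.8-fold), Acaca, acetyl-CoA carboxylase (3.43-fold), Scd1, stearoyl-CoA desaturase (3.83-fold), Pnpla3 (12.7-fold) and Fasn, fatty acid synthase (4.01-fold). Fasn went from 4655 ± 1500 to 1162 ± 317 CPM and Scd1 from 28490 ± 8340 to 7446 ± 3640 CPM in these mice (SD, n = 4). In young females the median of the list was -1.02 on the log2 scale, near the -1.04 of aged females, and edgeR called no single gene (7 at an unadjusted p under 0.05, 4 by the likelihood ratio test and 3 by DESeq2). With F3.4 and F5.2 left out, 6 genes of the list were called lower in young females and its median was -1.74. In young females Acaca had a log2 fold change of -1.35 (SE 0.38, edgeR adjusted p = 0.073) and Fasn -1.72 (SE 0.51, adjusted p = 0.085). With 1 library left out, the fewest called were 2 of 5 in aged females (without F6.1, F8.1 or F8.2) and 1 of 2 in young males (without M2.1, M4.1 or M4.2). In young males 1 gene of the list rose and 1 fell, and in aged males 0 rose and 1 fell (2 and 5, and 0 and 7, adjusted over the list alone), with medians of -0.55 and -0.53. Without M2.1 and M5.1, 1 rose and 1 fell in young males, and in aged males edgeR called 0 without M8.1 and M8.2 (9 at an unadjusted p under 0.05). Mlxipl, which encodes the carbohydrate-responsive factor ChREBP, was lower in both (-0.59, SE 0.13, edgeR adjusted p = 0.018, and -0.85, SE 0.13, adjusted p = 0.0045). For Acly, ATP citrate lyase, the log2 fold changes were -0.60 (SE 0.32, edgeR adjusted p = 0.31) in young males, -0.88 (SE 0.32, adjusted p = 0.084) in aged males, -1.16 (SE 0.53, adjusted p = 0.23) in young females and -1.39 (SE 0.54, adjusted p = 0.12) in aged females. Scd1 in aged males had -0.93 (SE 0.29, edgeR adjusted p = 0.0505), and in young males -0.83 (SE 0.28, adjusted p = 0.11). By camera the list was lower in young males (adjusted p = 0.02), aged males (0.0017), young females (0.016) and aged females (0.0028). With an estimated correlation the adjusted p was 0.9, 0.51, 0.57 and 0.7. Acaca (-1.95, SE 0.30) and Fasn (-2.50, SE 0.30) passed the edgeR test in young females without F3.4 and F5.2, where Acly had -1.89 (SE 0.44), and Scd1 (-1.50, SE 0.28) passed in young males without M2.1 and M5.1. Without 1 library of a comparison, the named calls that passed were at the fewest 2 of 5 in aged females (without F6.1, F8.1 or F8.2) and 0 of 1 in young males (without M2.1, M4.1, M4.2 or M5.1). Leaving out a pair of libraries kept 0 of 1 in aged males without M8.1 and M8.2 and 0 of 1 in young males without M2.1 and M5.1.

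**Figure D2:**
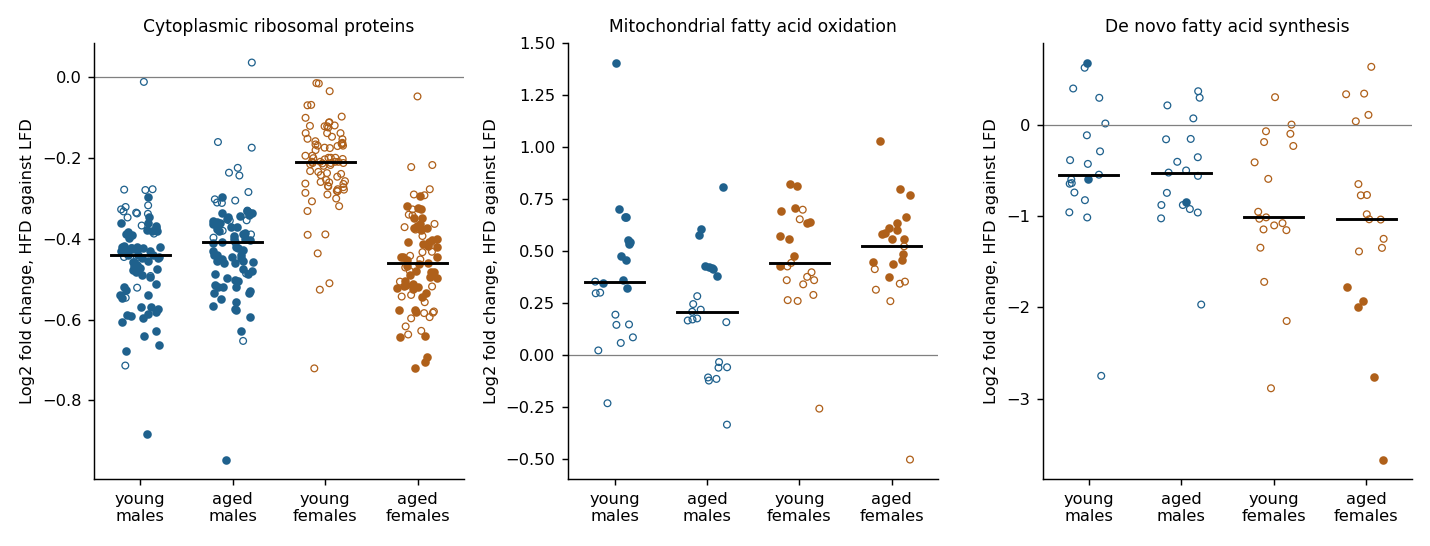
Log2 fold change with the HFD (vertical axis) of each gene of 3 lists, cytoplasmic ribosomal proteins, mitochondrial fatty acid oxidation and de novo fatty acid synthesis, in the 4 comparisons of HFD with LFD (n = 4 mice per group). Each point is 1 gene, filled where it was called at an adjusted p under 0.05, and the bar is the median of the list. Medians lie below 0 for ribosomal proteins and fatty acid synthesis and above 0 for fatty acid oxidation.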

In males, this was observed despite the presence of hyperinsulinemia and increased Akt phosphorylation (Figure 7), a signal that activates lipogenesis through SREBP1 (sterol regulatory element-binding protein 1) expression.^35^ Thus, the HFD overrode the effects of Akt signaling. No changes were observed in the expression of cholesterol biosynthesis genes (Supplemental Table S1, http://links.lww.com/HC9/B22; Figure 7). 

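Of 20 genes of cholesterol biosynthesis, 1 rose and 0 fell with the HFD in young males, 0 rose and 1 fell in aged males, and edgeR called none in young (1 at an unadjusted p under 0.05, 0 by the likelihood ratio test and 0 by DESeq2) or aged females (4 at an unadjusted p under 0.05, 2 by the likelihood ratio test and 2 by DESeq2). Voom with quality weights called 0 in young and 4 in aged females. The call in aged males was Ebp, a sterol isomerase (-0.55, SE 0.15, edgeR adjusted p = 0.029). The log2 fold changes of Sqle, squalene epoxidase, lay between -0.35 in aged females and 0.46 in aged males, with SEs of 0.37 to 0.58. Srebf2, which encodes the transcription factor that drives the pathway, had values between 0.27 and 0.33, and Srebf1 between -0.78 and -0.39. None of these 3 was called in any group, and at these errors a moderate change of Sqle was not detectable. The cholesterol genes called with 1 library left out were as few as 0 of 1 in young males (leaving out any but M2.2 or M5.2) and 0 of 1 in aged males (leaving out any but M6.1, M6.3 or M9.2). EdgeR called 0 (0 at an unadjusted p under 0.05) in young males without M2.1 and M5.1 and 0 (7 at an unadjusted p under 0.05) in aged males without M8.1 and M8.2. Sqle had 0.74 (SE 0.40) in aged males without M8.1 and M8.2. With 1 library left out, the named calls that held were at the fewest 0 of 1 in aged males (leaving out any but M6.1, M6.3 or M9.2). Named calls kept without a pair numbered 0 of 1 in aged males without M8.1 and M8.2.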

None of the genes involved in ceramide synthesis, including *Cers2*, *4*, and *6*, were affected by the HFD in males and females; however, genes implicated in the degradation of gangliosides (*Hexa*, *Hexb*, *Neu2*, and *Gm2a*), glycosphingolipids (*Psap*), ceramide biosynthetic process (*Sptssa*), ceramide glucosyltransferase activity (*Ugcg*), and catabolism of galactosylceramide (*Galc*), were significantly different between the control diet and the HFD in males, reflecting the larger impact of the HFD on ceramide metabolism in males (Figure 6B; Supplemental Tables S1 and S2, http://links.lww.com/HC9/B22).

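Of the genes of ceramide synthesis (13 tested in males and 12 in females), edgeR called none with the HFD in young males (2 at an unadjusted p under 0.05, 1 by the likelihood ratio test and 1 by DESeq2) or aged males (3 at an unadjusted p under 0.05, 1 by the likelihood ratio test and 1 by DESeq2), while 1 was lower in young females and 2 were lower and 1 was higher in aged females. The genes called in females were subunits and regulators of serine palmitoyltransferase, the first enzyme of the pathway. They were Sptlc2 (-0.47, SE 0.09, edgeR adjusted p = 0.026, in young and -0.49, SE 0.09, adjusted p = 0.0084, in aged females), Sptlc1 (-0.24, SE 0.07, adjusted p = 0.038, in aged females) and the inhibitor Ormdl3 (0.41, SE 0.10, adjusted p = 0.025, in aged females). The ceramide synthase Cers2 had log2 fold changes of 0.01 and -0.14 in young and aged males and -0.02 and -0.01 in young and aged females, each with an SE under 0.1. For Cers4 the largest change was -0.46 (SE 0.16, edgeR adjusted p = 0.087) in aged females, and for Cers6 0.70 (SE 0.35, adjusted p = 0.28) in young males. Among genes of glycosphingolipid synthesis and lysosomal sphingolipid degradation (20 in males and 21 in females), 3 were higher and 3 lower in young males, 4 and 2 in aged males, and 1 and 2 in aged females. In young females edgeR called 0 of them (3 at an unadjusted p under 0.05, 1 by the likelihood ratio test and 1 by DESeq2). Hexa, a subunit of beta-hexosaminidase, rose in aged males (1.9-fold), with Psap, the precursor of the saposins (1.47-fold), while the ganglioside activator Gm2a (1.5-fold) and the galactosylceramidase Galc (1.49-fold) fell. The sialidase Neu2 rose in young males (1.97-fold), aged males (1.73-fold) and aged females (1.85-fold), and Gm2a (1.47-fold) and the glucosylceramide synthase Ugcg (1.47-fold) also fell in aged females. By the interaction test in aged mice, the response of Hexa differed between the sexes (0.88, SE 0.22, edgeR adjusted p = 0.032), while those of Gm2a (-0.02, SE 0.16, adjusted p = 0.95), Psap (0.29, SE 0.15, adjusted p = 0.26) and Galc (-0.26, SE 0.18, adjusted p = 0.42) did not pass. Sptssa, a small subunit of serine palmitoyltransferase, had log2 fold changes of -0.35 (SE 0.10, edgeR adjusted p = 0.0503) in young and -0.26 (SE 0.10, adjusted p = 0.1) in aged males. The degradation and glycosphingolipid genes called were fewest at 2 of 6 in young males (without M2.1, M4.1, M4.2 or M5.1) and 0 of 3 in aged females (without F8.1, F8.2, F9.1 or F9.2), and edgeR called 0 in young males without M2.1 and M5.1 (5 at an unadjusted p under 0.05) and 0 in aged males without M8.1 and M8.2 (6 at an unadjusted p under 0.05). For ceramide synthesis the fewest called without 1 library were 0 of 1 in young females (without F2.2, F3.4, F4.2 or F5.2) and 1 of 3 in aged females (leaving out any but F6.1, F6.4 or F9.1), and in young females without F3.4 and F5.2 edgeR called 0 (3 at an unadjusted p under 0.05) of these genes and 0 (4 at an unadjusted p under 0.05) of the glycosphingolipid genes. Cers6 in young males had 0.11 (SE 0.39) without M2.1 and M5.1. The fewest named calls that held without 1 library were 1 of 6 in aged females (without F8.1, F8.2 or F9.2), 3 of 5 in aged males (without M8.1 or M8.2), 0 of 1 in young females (without F2.2, F3.4, F4.2 or F5.2), 0 of 1 in young males (without M2.1, M4.1, M4.2 or M5.1) and 0 of 1 in the comparison of the sexes in aged mice (leaving out any but M6.1, M6.3, M9.1, M9.2, F6.4 or F9.1). Of these calls, those still passing were 0 of 5 in aged males and 0 of 1 in the comparison of the sexes in aged mice without M8.1 and M8.2, 0 of 1 in young females without F3.4 and F5.2 and 0 of 1 in young males without M2.1 and M5.1.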

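Of 18 genes of lipid droplet proteins, 8 rose with the HFD in young males and 5 in aged males, and none fell. Cidec, which lets small droplets fuse into larger ones, went from 0.96 ± 0.172 to 20.7 ± 23.5 CPM in young males and from 10.1 ± 1.55 to 54.8 ± 19.7 CPM in aged males (SD, n = 4), log2 fold changes of 4.43 (SE 0.83, edgeR adjusted p = 0.0083) and 2.44 (SE 0.70, adjusted p = 0.04). In the young HFD males Cidec stood at 27.1 and 51.4 CPM in M2.1 and M5.1 and at 2.56 and 1.89 CPM in M2.2 and M5.2. Without the former pair it did not pass the edgeR test in young males. Cidea, of the same family, had log2 fold changes of 4.24 (SE 0.98, edgeR adjusted p = 0.02) in young and 1.56 (SE 0.56, adjusted p = 0.084) in aged males. Fitm1 and Fitm2 encode proteins of the endoplasmic reticulum that help droplets form. Fitm1 rose 2.87-fold in young males and had a log2 fold change of 0.19 (SE 0.19, edgeR adjusted p = 0.54) in aged males, and Fitm2 rose 1.7-fold in young males and had 0.43 (SE 0.13, adjusted p = 0.0515) in aged males. The droplet coat genes Plin4 (6.25-fold and 5.83-fold) and Plin2 (1.87-fold and 1.97-fold) rose in both ages, and Hsd17b13, a droplet-bound dehydrogenase, rose 1.55-fold in aged males. The list was higher by camera in young (adjusted p = 5.9e-09) and aged males (3.2e-04), which did not hold with an estimated correlation (adjusted p = 0.36 and 0.47). In young males, 3 of these genes were called without M2.1 and M5.1, and without M8.1 and M8.2, 0 in aged males by edgeR (9 at an unadjusted p under 0.05). Single libraries left out took the number to as few as 2 of 5 in aged males (without M8.1 or M8.2). Of the calls named here, the fewest that held without 1 library were 2 of 4 in aged males (without M8.1 or M8.2) and 5 of 6 in young males (without M3.1, M3.2, M4.2 or M5.1). As pairs were left out, the named calls that passed were 0 of 4 in aged males without M8.1 and M8.2 and 1 of 6 in young males without M2.1 and M5.1.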

Multiple genes involved in “lipid particle organization” were significantly upregulated in young and aged males fed an HFD (*Cidea*, *Cidec*, *Fitm1*, and *Fitm2*). 

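In young females 2 of 16 lipid droplet genes rose with the HFD, Fitm1 and Bscl2, which encodes seipin, and in aged females 4 rose and 1 fell. Fitm1 went from 1.47 ± 0.781 to 4.93 ± 1.19 CPM in young females and from 4.59 ± 0.733 to 11.4 ± 3.93 CPM in aged females (SD, n = 4), log2 fold changes of 1.76 (SE 0.35, edgeR adjusted p = 0.025) and 1.31 (SE 0.33, adjusted p = 0.026). Bscl2 had 0.38 (SE 0.09, edgeR adjusted p = 0.042) in young and 0.31 (SE 0.09, adjusted p = 0.041) in aged females. Cideb, the liver member of the CIDE family, rose 1.32-fold in aged females, and Abhd5, the activator of adipose triglyceride lipase, fell 1.4-fold. Fitm2 had log2 fold changes of 0.28 (SE 0.19, edgeR adjusted p = 0.41) in young and 0.44 (SE 0.19, adjusted p = 0.15) in aged females. Droplet genes called without 1 library numbered at the fewest 0 of 2 in young females (leaving out any but F2.3, F3.3 or F5.1) and 1 of 5 in aged females (without F6.1, F8.1 or F8.2), and edgeR called 0 (6 at an unadjusted p under 0.05) in young females without F3.4 and F5.2. In young females, Fitm1 without F3.4 and F5.2 had 1.25 (SE 0.33) and did not pass the edgeR test. The named calls that held went as low as 1 of 4 in aged females (leaving out any but F6.4, F7.2 or F7.4) and 0 of 2 in young females (leaving out any but F2.3, F3.3 or F5.1) when 1 library was left out. Without a pair of libraries, the named calls passing were 0 of 2 in young females without F3.4 and F5.2.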

In females, only *Fitm1* was significantly upregulated. In addition, *Clstn3*, whose gene product is involved in regulating droplet size,^36^ was upregulated in young (~4.4-fold) and aged males (~1.5-fold) but only in aged females (~2.4-fold). 

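Clstn3 lies on chromosome 6 of mm10 from 124430581 to 124464794. Its level was 6.75 ± 1.31 CPM on the LFD and 30.0 ± 11.1 CPM on the HFD in young males, 26.1 ± 2.61 and 40.6 ± 7.98 in aged males, 3.09 ± 0.712 and 4.93 ± 1.74 in young females, and 3.69 ± 1.42 and 8.96 ± 3.38 in aged females (SD, n = 4 per group). These are log2 fold changes of 2.16 (SE 0.23, edgeR adjusted p = 4.8e-04) in young males, 0.64 (SE 0.22, adjusted p = 0.074) in aged males, 0.68 (SE 0.33, adjusted p = 0.25) in young females and 1.28 (SE 0.33, adjusted p = 0.028) in aged females. The increase in aged males passed the likelihood ratio test, DESeq2 and voom with quality weights. The difference between the responses of young males and young females was 1.48 (SE 0.41, edgeR adjusted p = 0.077) and did not pass the interaction test. The LFD level was itself higher in aged than in young males (1.96, SE 0.23, edgeR adjusted p = 8.2e-04), while females had 0.26 (SE 0.33, adjusted p = 0.68) for the same comparison. Clstn3 without F3.4 and F5.2 had 0.43 (SE 0.41) in young females, and without M2.1 and M5.1 the sexes differed by 0.96 (SE 0.42) in young mice. When single libraries were left out, the named calls went down to 0 of 1 in aged females (leaving out any but F6.4, F9.1 or F9.2). In young males without M2.1 and M5.1, 1 of 1 still passed.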

Genes involved in triglyceride, lysophospholipid, and phospholipid synthesis (*Gpat*, *Pctp*, *Lpgat1*, and *Agpat3*) were moderately increased in males and females, young and aged, while genes implicated in their degradation were largely downregulated (*Pnpla3* and *Lpl*) (Supplemental Tables S1 and S2, http://links.lww.com/HC9/B22).

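Of the genes of triglyceride and phospholipid synthesis (27 in males and 28 in females), 6 rose and 0 fell with the HFD in young males, 3 rose and 1 fell in aged males, 1 rose and 0 fell in young females, and 3 rose and 0 fell in aged females. Chpt1, the choline phosphotransferase of phosphatidylcholine synthesis, rose in all 4 groups (1.85-fold in young males, 1.41-fold in aged males, 1.49-fold in young females and 1.78-fold in aged females). Of the glycerol-3-phosphate acyltransferases, Gpat3 rose 6.86-fold in young and 3.49-fold in aged males, Gpam was not called in any group (log2 fold changes of 0.05, 0.06, -0.64 and -0.80), and Gpat4 had -0.38 (SE 0.12, edgeR adjusted p = 0.06) in aged males. Lpgat1, a lysophospholipid acyltransferase, rose in young males (0.53, SE 0.09, edgeR adjusted p = 0.0057) and aged females (0.51, SE 0.12, adjusted p = 0.024), as did Agpat3 (0.41, SE 0.09, adjusted p = 0.015, and 0.43, SE 0.10, adjusted p = 0.02), and Pctp, a phosphatidylcholine carrier, rose in young males (0.70, SE 0.17, adjusted p = 0.026). In young females Lpgat1 had 0.18 (SE 0.12, edgeR adjusted p = 0.43), Agpat3 0.24 (SE 0.10, adjusted p = 0.19) and Pctp 0.54 (SE 0.16, adjusted p = 0.089). Of 18 genes of triglyceride and phospholipid degradation, edgeR called 2 higher and 1 lower in young males, and 0 and 2 in aged males. In aged females 3 rose and 1 fell, and in young females edgeR called 0. Other counts in young females were 7 at an unadjusted p under 0.05, 2 by the likelihood ratio test, 3 by DESeq2 and 3 by voom with quality weights. Mgll, monoacylglycerol lipase, rose 1.95-fold in young males, and Lipe, hormone-sensitive lipase, 1.72-fold in aged females. Pnpla3 had log2 fold changes of -2.75 (SE 0.79, edgeR adjusted p = 0.052) in young males, -1.97 (SE 0.73, adjusted p = 0.092) in aged males and -2.89 (SE 0.92, adjusted p = 0.1) in young females. Lpl, lipoprotein lipase, had -2.49 (SE 0.65, edgeR adjusted p = 0.057) in young females, where the value without F3.4 and F5.2 was 0.17 (SE 0.31), and 1.09 (SE 0.35, adjusted p = 0.06) in aged males. With single libraries left out, the called synthesis genes numbered as few as 0 of 1 in young females (leaving out any but F2.3, F3.3 or F5.1), 1 of 4 in aged males (without M7.1, M7.2 or M8.1, and at the most 7 without another) and 1 of 3 in aged females (without F8.1, F8.2 or F9.2). The called degradation genes numbered as few as 0 of 2 in aged males (without M7.2, M8.1, M8.2 or M9.1, and at the most 5 without another) and 2 of 4 in aged females (without F8.1, F8.2, F9.1 or F9.2). Synthesis genes called in aged females were 11 by voom with quality weights, 3 by DESeq2 and 3 by the likelihood ratio test. In young males, 2 synthesis genes were called without M2.1 and M5.1, and in aged males edgeR called 0 without M8.1 and M8.2 (7 at an unadjusted p under 0.05). Of the degradation genes, it called 0 (5 at an unadjusted p under 0.05) in young males without M2.1 and M5.1 and 0 (5 at an unadjusted p under 0.05) in aged males without M8.1 and M8.2. In young females without F3.4 and F5.2, 0 synthesis genes passed by edgeR (5 at an unadjusted p under 0.05) and 1 degradation gene was lower. Gpam had -0.57 (SE 0.43) in young males without M2.1 and M5.1 and -1.19 (SE 0.42) in young females without F3.4 and F5.2. Pnpla3 had -4.38 (SE 1.10) and -3.81 (SE 0.67) in the same fits and passed in the latter, where Pctp had 0.31 (SE 0.13). Lpl in aged males without M8.1 and M8.2 had 0.60 (SE 0.35). In fits without 1 library, the named calls that passed were as few as 1 of 4 in aged females (without F8.1, F8.2 or F9.2), 0 of 2 in aged males (without M7.1, M7.2 or M8.1), 0 of 1 in young females (leaving out any but F2.3, F3.3 or F5.1) and 4 of 6 in young males (without M2.1, M4.2 or M5.1). Pairs left out together left 0 of 2 in aged males without M8.1 and M8.2, 0 of 1 in young females without F3.4 and F5.2 and 1 of 6 in young males without M2.1 and M5.1.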

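Among 49 genes of glutathione and antioxidant enzymes, the HFD raised 6 and lowered 0 in young males, raised 13 and lowered 2 in aged males, raised 2 and lowered 2 in young females, and raised 10 and lowered 1 in aged females. Gstk1, the glutathione transferase of mitochondria and peroxisomes, rose in young males (1.64-fold), young females (1.36-fold) and aged females (1.69-fold) and had a log2 fold change of 0.04 (SE 0.12, edgeR adjusted p = 0.86) in aged males. In aged mice the sexes differed by the interaction test (-0.70, SE 0.16, edgeR adjusted p = 0.025). Srxn1, sulfiredoxin, rose 1.84-fold in young and 2.59-fold in aged males, and Ephx1, microsomal epoxide hydrolase, 1.84-fold and 2.17-fold. Gpx1, a selenium-dependent glutathione peroxidase, rose 1.66-fold in aged females, and Gpx4, which reduces lipid peroxides, 1.62-fold in aged males. In young females Nfe2l2, which encodes the stress factor NRF2, fell 1.44-fold and Prdx6, a peroxiredoxin, rose 1.38-fold. Of 31 targets of the xenobiotic receptors CAR and PXR, 8 rose and 1 fell in young males, 4 and 2 in aged males, 0 and 2 in young females, and 4 and 1 in aged females. Cyp2b10, the classic CAR target, rose 2.87-fold in young males and Aldh1a1, a retinaldehyde dehydrogenase, 1.97-fold, 1.56-fold and 2.27-fold in young males, aged males and aged females. Ces2a, a carboxylesterase, fell 2.45-fold in aged males and Akr1b7, an aldo-keto reductase, 5.32-fold and 6.39-fold in young and aged females. Antioxidant genes called with 1 library left out were at the fewest 1 of 6 in young males (without M2.1, M4.2 or M5.1, and at the most 12 without another), 5 of 15 in aged males (without M8.1), 0 of 4 in young females (without F3.4, F4.1 or F4.2, and at the most 12 without another) and 3 of 11 in aged females (without F8.1). For CAR and PXR targets the fewest were 3 of 9 in young males (without M4.2), 2 of 6 in aged males (without M7.2 or M8.1), 0 of 2 in young females (leaving out any but F2.3, F3.3 or F5.1, and at the most 5 without another) and 3 of 5 in aged females (leaving out any but F6.4, F8.2 or F9.2, and at the most 8 without another). Antioxidant genes called in young females were 15 by voom with quality weights, 11 by DESeq2 and 7 by the likelihood ratio test. CAR and PXR targets called in these mice were 11 by voom with quality weights, 7 by DESeq2 and 4 by the likelihood ratio test. With M2.1 and M5.1 left out, edgeR called 0 antioxidant genes (8 at an unadjusted p under 0.05) and 0 targets (10 at an unadjusted p under 0.05) in young males, with M8.1 and M8.2 left out 0 (18 at an unadjusted p under 0.05) and 0 (10 at an unadjusted p under 0.05) in aged males, and with F3.4 and F5.2 left out 1 antioxidant gene and 0 (8 at an unadjusted p under 0.05) targets in young females. Leaving out each library in turn, the lowest number of named calls that held was 3 of 5 in aged males (without M8.1), 0 of 4 in young females (without F3.4, F4.1 or F4.2), 3 of 5 in young males (leaving out any but M2.2, M4.1 or M5.2) and 0 of 1 in the comparison of the sexes in aged mice (without F7.2, F8.1, M8.1 or M8.2). The calls passing without a pair were 0 of 5 in aged males and 0 of 1 in the comparison of the sexes in aged mice without M8.1 and M8.2, 1 of 4 in young females without F3.4 and F5.2 and 0 of 5 in young males without M2.1 and M5.1.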

Genes involved in detoxification and antioxidative responses were similarly altered in young and aged males and females. However, a striking difference between the sexes was the expression of genes involved in extracellular matrix organization (Figure 6B). 

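The sexes were compared directly for 64 genes of the extracellular matrix and its enzymes that were tested in both. In aged mice the response to the HFD was higher in males than in females for 10 of these genes and lower for 0 (37 and 0 adjusted over the list alone), with a median difference of 1.12 on the log2 scale. The genes with the smallest p were Tnc, tenascin C (2.71, SE 0.67, edgeR adjusted p = 0.03), the basement membrane collagens Col4a2 (1.55, SE 0.39, adjusted p = 0.032) and Col4a1 (1.65, SE 0.43, adjusted p = 0.035), and Thbs1, thrombospondin 1 (2.35, SE 0.61, adjusted p = 0.035). In young mice 2 were higher and 0 lower in males (47 and 1 adjusted over the list alone), led by the macrophage elastase Mmp12 (7.77, SE 1.53, edgeR adjusted p = 0.036) and the collagenase Mmp13 (5.60, SE 1.19, adjusted p = 0.043), with a median difference of 1.31. Camera called the list higher in males in young (adjusted p = 4.7e-15) and aged mice (1.4e-12), and with an estimated correlation the adjusted p was 0.6 and 0.42. Without M8.1 and M8.2, 0 genes of the list were called by edgeR in aged mice (median 0.70, 21 at an unadjusted p under 0.05). In young mice, 0 were called without F3.4 and F5.2 (median 0.35, 8 at an unadjusted p under 0.05) and 0 without M2.1 and M5.1 (median 0.85, 19 at an unadjusted p under 0.05). The fewest members called without 1 library were 0 of 10 in the comparison of the sexes in aged mice (without F7.2, F7.4, F8.1, F8.2, M7.1, M7.2, M8.1 or M8.2, and at the most 29 without another) and 0 of 2 in the comparison of the sexes in young mice (leaving out any but M2.2, M5.2, F2.3, F3.3 or F5.1, and at the most 31 without another). With all libraries, members called were 35 by voom with quality weights, 23 by DESeq2 and 23 by the likelihood ratio test in aged mice. In young mice they were 0 by voom with quality weights, 17 by DESeq2 and 17 by the likelihood ratio test. The named calls were fewest at 0 of 4 in the comparison of the sexes in aged mice (without F7.2, F7.4, F8.1, F8.2, M7.1, M7.2, M8.1 or M8.2) and 0 of 2 in the comparison of the sexes in young mice (leaving out any but M2.2, M5.2, F2.3, F3.3 or F5.1) when 1 library was left out. With 2 libraries left out, 0 of 4 in the comparison of the sexes in aged mice without M8.1 and M8.2, 0 of 2 in the comparison of the sexes in young mice without F3.4 and F5.2 and 0 of 2 in the comparison of the sexes in young mice without M2.1 and M5.1 still passed.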

In young females fed an HFD, multiple genes involved in cell adhesion, including collagen synthesis (*Col1A1*, *Col3A1*, etc.) and metalloproteinases (*Mmp2*, *Mmp12*, *Trem2*, etc.), were downregulated by up to 20-fold. In contrast, many of these genes (*Col1A1*, *Col3A1*, *Mmp2*, *Mmp12*, *Trem2*, etc.) were increased in aged males fed an HFD, together with genes that are markers of fibrosis, such as endothelin (*Edn1*) and PDGF receptor beta (*Pdgfrb*), which were increased by ~2-to 4-fold. 

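In young females 3 of 64 extracellular matrix genes fell with the HFD and 0 rose at an adjusted p under 0.05 over all genes (34 fell and 0 rose when adjusted over the list alone), with a median log2 fold change of -0.78. The 3 genes were Mmp12 (21.4-fold lower), the matricellular glycoprotein Tnc (2.93-fold) and Ddr1, a collagen receptor (3.06-fold). Mmp12 went from 15.9 ± 17.3 CPM on the LFD to 0.728 ± 0.284 CPM on the HFD (SD, n = 4), a log2 fold change of -4.42 (SE 1.01, edgeR adjusted p = 0.041). It lies on chromosome 9 of mm10 from 7344381 to 7369499. Col1a1, which encodes a chain of type I collagen on chromosome 11 of mm10 from 94936224 to 94953042, went from 70.2 ± 68.3 to 16.9 ± 3.28 CPM, a log2 fold change of -2.05 (SE 0.58, edgeR adjusted p = 0.071). For Col3a1 the value was -1.61 (SE 0.46, edgeR adjusted p = 0.075), and for the gelatinase Mmp2 -1.68 (SE 0.53, adjusted p = 0.098). Markers of lipid-associated macrophages were lower too, 4 of 16, among them Gpnmb (23.7-fold), Trem2 (4.81-fold) and the tetraspanin Cd9 (2.6-fold). Camera called the matrix list lower (adjusted p = 1.2e-09), but not with an estimated correlation (adjusted p = 0.46). These differences moved with F3.4 and F5.2, in which Mmp12 stood at 31.9 and 29.9 CPM against 0.96 and 0.923 CPM in F3.3 and F5.1. With both left out, no gene of the matrix list was called by edgeR (4 at an unadjusted p under 0.05), nor any of the macrophage markers (4 at an unadjusted p under 0.05), and the matrix median log2 fold change was 0.05, with Col1a1 at 0.20 (SE 0.28), Col3a1 at 0.10 (SE 0.21) and Mmp2 at 0.34 (SE 0.27). Matrix genes called went down to 0 of 3 in young females (leaving out any but F3.3 or F5.1, and at the most 38 without another) with 1 library left out. Macrophage markers called went down to 0 of 4 in young females (without F4.2, and at the most 9 without another). Other methods with all libraries called more matrix genes in young females, 31 by voom with quality weights, 23 by DESeq2 and 17 by the likelihood ratio test. Without 1 library of a comparison, the named calls that passed were at the fewest 0 of 6 in young females (without F4.2). Leaving out a pair of libraries kept 0 of 6 in young females without F3.4 and F5.2.

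**Figure D3:**
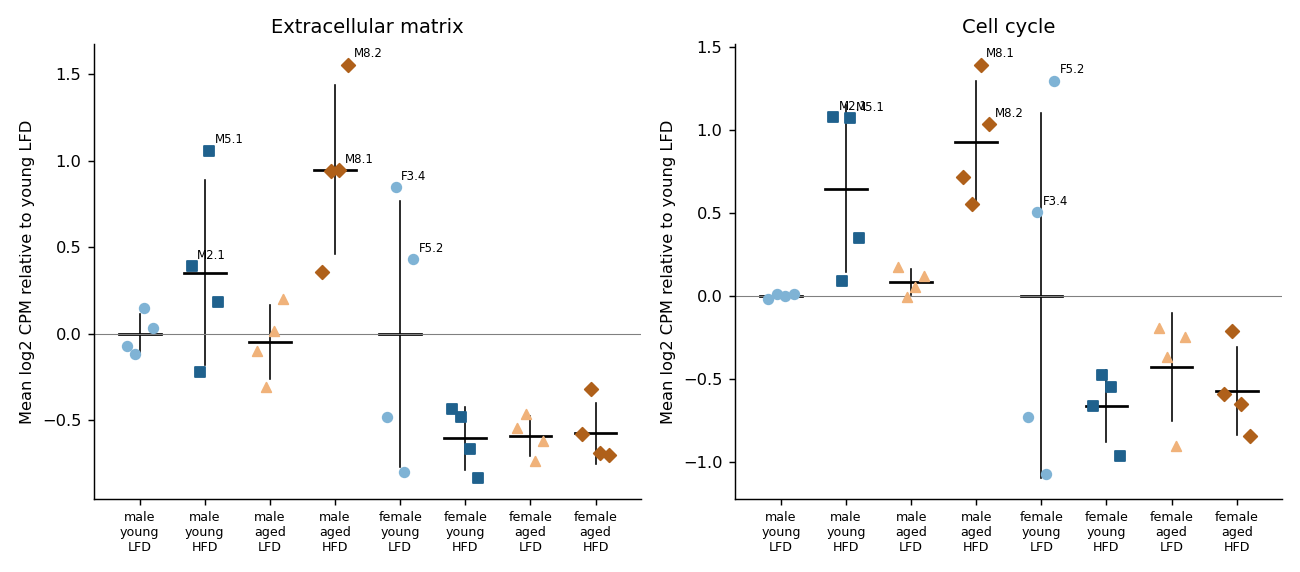
Mean log2 CPM of the genes of 2 lists, extracellular matrix (left) and cell cycle (right), in each of the 32 libraries, relative to the mean of the young LFD group of the same sex (vertical axis, log2 units). Each point is 1 mouse, the horizontal bar is the mean of the 4 mice of a group and the vertical bar its SD. F3.4 and F5.2 lie above the other young LFD females in both lists, and the aged HFD males lie above the aged LFD males in the matrix list.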

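In aged males 39 of 64 extracellular matrix genes rose with the HFD and 1 fell (median log2 fold change 1.12), against 3 and 0 in young males (median 0.47). Vcan, the proteoglycan versican, rose 9.9-fold, Lox, the collagen cross-linking lysyl oxidase, 6.09-fold, and Serpinh1, the collagen chaperone HSP47, 2.19-fold. Col1a1 went from 10.6 ± 3.94 to 83.5 ± 45.8 CPM (SD, n = 4), a log2 fold change of 2.98 (SE 0.61, edgeR adjusted p = 0.011), and Col3a1 rose 5.46-fold. The metalloproteinases Mmp12 (8.12-fold) and Mmp2 (2.53-fold) and the macrophage receptor Trem2 (5.67-fold) rose as well. Edn1, endothelin 1, had a log2 fold change of 1.95 (SE 0.57, edgeR adjusted p = 0.042) and Pdgfrb, the receptor that marks activated stellate cells, 1.01 (SE 0.30, adjusted p = 0.044). Of 20 stellate cell and myofibroblast markers, 5 rose and 0 fell, the former including Colec11 (1.7-fold) and Tagln (1.89-fold). Camera called the matrix list higher (adjusted p = 3.9e-19); with an estimated correlation the adjusted p was 0.47. Without M8.1 and M8.2, edgeR called 0 genes of the list (37 at an unadjusted p under 0.05) and the median was 0.80. It called none of the stellate cell markers then (4 at an unadjusted p under 0.05). In young males without M2.1 and M5.1, the matrix median turned to -0.06, with 0 genes higher by the edgeR test and 1 lower (5 at an unadjusted p under 0.05). Matrix genes called were at the fewest 11 of 40 in aged males (without M8.2) and 0 of 3 in young males (without M5.1, and at the most 7 without another) and stellate cell markers 0 of 5 in aged males (without M8.2) with single libraries left out. With 1 library left out, the named calls that held were at the fewest 5 of 12 in aged males (without M8.2). Named calls kept without a pair numbered 0 of 12 in aged males without M8.1 and M8.2.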

*Pdgfrb* is a staple feature of HSC activation.^37^ The expression of these genes did not increase in aged females. In addition, multiple clusters involving the regulation of the cell cycle and chromosome segregation were significantly enriched in males: *Cdc20*, *Cdca8*, *Kntc1*, and *Cdk1* were upregulated 2.7-to 5-fold (Figure 6B; Supplemental Tables S1 and S2, http://links.lww.com/HC9/B22).

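Of the 64 extracellular matrix genes, edgeR called none with the HFD in aged females in either direction (6 at an unadjusted p under 0.05, 1 by the likelihood ratio test, 1 by DESeq2 and 6 by voom with quality weights). Adjusted over the list alone, 0 were higher and 0 lower, and their median log2 fold change was -0.04. Col1a1 averaged 14.7 ± 3.74 CPM on the LFD and 19.4 ± 4.87 CPM on the HFD (SD, n = 4), a log2 fold change of 0.40 (SE 0.57, edgeR adjusted p = 0.7), and Col3a1 had 0.10 (SE 0.46, adjusted p = 0.92). The values of Mmp2 (0.28, SE 0.53, edgeR adjusted p = 0.79), Mmp12 (1.56, SE 0.91, adjusted p = 0.3), Trem2 (0.81, SE 0.53, adjusted p = 0.36), Edn1 (0.74, SE 0.38, adjusted p = 0.24) and Pdgfrb (-0.13, SE 0.24, adjusted p = 0.78) did not pass the test. Among markers of other liver cells, 4 of 20 endothelial markers fell, among them the scavenger receptor Stab1 (1.73-fold) and the VEGF receptor Flt1 (1.59-fold), and 1 of 15 Kupffer cell markers, Id3 (1.97-fold). Endothelial markers called with 1 library left out numbered as few as 0 of 4 in aged females (leaving out any but F6.4, F7.2 or F9.2, and at the most 17 without another) and Kupffer cell markers 0 of 1 in aged females (leaving out any but F6.4 or F7.4, and at the most 12 without another). The endothelial markers called were 17 by voom with quality weights, 7 by DESeq2 and 5 by the likelihood ratio test. Kupffer cell markers called were 13 by voom with quality weights, 1 by DESeq2 and 1 by the likelihood ratio test. The fewest named calls that held without 1 library were 0 of 3 in aged females (leaving out any but F6.4, F7.4 or F9.2).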

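In young males 25 of 60 genes of the cell cycle and chromosome segregation rose with the HFD, and in aged males 39 of 60 rose and 1 fell. The smallest p in young males were those of the mitotic kinase Aurka (3.34-fold), the chromosomal passenger gene Cdca8 (2.74-fold), the spindle midzone gene Prc1 (4.65-fold) and the tubulin regulator Stmn1 (2.18-fold). In aged males the kinesin Kif2c (6.13-fold), Cdc20, the activator of the anaphase-promoting complex (5.31-fold), and the topoisomerase Top2a (4.72-fold) led the list. Cdk1, the kinase that drives entry into mitosis, had log2 fold changes of 1.69 (SE 0.42, edgeR adjusted p = 0.028) in young and 1.85 (SE 0.41, adjusted p = 0.015) in aged males, and Kntc1, a kinetochore protein, 2.03 (SE 0.63, adjusted p = 0.073) and 2.55 (SE 0.64, adjusted p = 0.024). Cdc20 in young males had 1.96 (SE 0.47, edgeR adjusted p = 0.023) and Cdca8 in aged males 1.15 (SE 0.27, adjusted p = 0.018). Levels were low. The proliferation marker Mki67 averaged 2.21 ± 0.484 CPM on the LFD and 9.13 ± 5.82 CPM on the HFD in young males, and 2.72 ± 1.14 and 12.5 ± 6.37 in aged males (SD, n = 4). In young females 0 rose and 1, Ccnd1, cyclin D1, fell (2.34-fold), with a median log2 fold change of -1.38. Adjusted over the list alone, 27 fell. In aged females the mean log2 CPM of the list, relative to young LFD females, ran from -0.844 to -0.212 in HFD mice. In aged LFD females it ran from -0.904 to -0.196, and the calls in aged females are not given here. By the interaction test, 8 genes of the list had a higher response in young males than in young females, among them Plk1 (4.71, SE 0.98, edgeR adjusted p = 0.043) and Mki67 (4.05, SE 0.85, adjusted p = 0.043). The list was called higher by camera in young (adjusted p = 3.3e-16) and aged males (1.6e-18), not with an estimated correlation (0.43 and 0.47, again adjusted p). Without M2.1 and M5.1 the median in young males went from 1.36 to 0.46 with 0 genes called by edgeR (14 at an unadjusted p under 0.05), and without M8.1 and M8.2 that in aged males from 1.48 to 0.94 with 0 called (31 at an unadjusted p under 0.05). The median in young females without F3.4 and F5.2 was 0.46, and the edgeR interaction test then called 0 genes of the list (13 at an unadjusted p under 0.05), and 0 without M2.1 and M5.1 (32 at an unadjusted p under 0.05). The fewest members called as single libraries were left out were 3 of 25 in young males (without M2.1), 9 of 40 in aged males (without M8.1), 0 of 1 in young females (leaving out any but F2.3, F3.3 or F5.1, and at the most 28 without another) and 0 of 8 in the comparison of the sexes in young mice (leaving out any but M2.2, M5.2, F2.3, F3.3 or F5.1, and at the most 45 without another). In young females, members called were 4 by voom with quality weights, 12 by DESeq2 and 9 by the likelihood ratio test. In the comparison of the sexes in young mice they were 0 by voom with quality weights, 40 by DESeq2 and 40 by the likelihood ratio test. Kntc1 in young males without M2.1 and M5.1 had 0.66 (SE 0.68). Of the calls named here, the fewest that held without 1 library were 3 of 6 in aged males (without M8.1), 0 of 1 in young females (leaving out any but F2.3, F3.3 or F5.1), 3 of 6 in young males (without M2.1) and 0 of 2 in the comparison of the sexes in young mice (leaving out any but M2.2, M5.2, F2.3, F3.3 or F5.1). Of these calls, those still passing were 0 of 6 in aged males without M8.1 and M8.2, 0 of 1 in young females and 0 of 2 in the comparison of the sexes in young mice without F3.4 and F5.2 and 0 of 6 in young males and 0 of 2 in the comparison of the sexes in young mice without M2.1 and M5.1.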

Finally, genes involved in regulating the immune response clustered in multiple categories in males (toll-like receptors, chemokines, interferon-regulatory factors, and interferon-response genes [ISGs]) and were more significantly enriched in aged mice than in young male mice, but not found significantly represented in females, young or aged (Figure 6B; Supplemental Tables S1 and S2, http://links.lww.com/HC9/B22).

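Of 50 interferon response genes, 33 rose with the HFD in aged males, and edgeR called none in young males (5 at an unadjusted p under 0.05, 2 by the likelihood ratio test and 2 by DESeq2). In females edgeR called none in young mice (11 at an unadjusted p under 0.05, 0 by the likelihood ratio test and 2 by DESeq2) and 1, lower, in aged mice. In aged males Ifit1 rose 4.27-fold, Ifit3 3.28-fold, the antiviral enzyme Rsad2 3.01-fold and the guanylate-binding protein Gbp3 3.41-fold. The response was higher in aged males than in aged females for 25 of the genes, such as Ifi27l2a (2.46, SE 0.41, edgeR adjusted p = 0.0044), which fell in aged females (1.83-fold), and the regulatory factor Irf7 (1.60, SE 0.31, adjusted p = 0.012). Among 51 genes of toll-like receptors, chemokines and inflammatory cytokines, 17 rose and 2 fell in aged males and 4 rose and 1 fell in young males. Tlr5 and Tlr12 rose in both ages (1.96-fold and 1.85-fold for Tlr5 and 3.68-fold and 3.12-fold for Tlr12), the chemokine Ccl2 rose 3.34-fold in young males, and the fractalkine receptor Cx3cr1, which also marks monocytes, 4.9-fold in aged males. In females the called genes were Ccr2, lower in young mice (-1.28, SE 0.25, edgeR adjusted p = 0.025), Tlr12, higher in aged mice (1.35, SE 0.28, adjusted p = 0.011), and Il1b and Il1a, lower in aged mice (-1.51, SE 0.41, adjusted p = 0.035, and -1.31, SE 0.37, adjusted p = 0.041). Camera called the interferon list higher in aged males (adjusted p = 9.2e-23) and not lower or higher in young males (0.17). With an estimated correlation the adjusted p was 0.47 in aged males. Without M8.1 and M8.2, the interferon genes called in aged males numbered 1, with a median of 0.53 against 0.96, and the innate genes 0 by edgeR (12 at an unadjusted p under 0.05). The edgeR interaction test in aged mice then called 0 interferon genes (26 at an unadjusted p under 0.05), with a median difference of 0.70 against 1.21. The interferon genes called with 1 library left out numbered at the fewest 21 of 33 in aged males (without M8.1), 0 of 1 in aged females (leaving out any but F6.1, F6.4 or F9.1, and at the most 8 without another) and 2 of 25 in the comparison of the sexes in aged mice (without M8.1). For the innate genes the fewest were 4 of 19 in aged males (without M7.2 or M8.1, and at the most 29 without another). Interferon genes called in aged females were 15 by voom with quality weights, 5 by DESeq2 and 4 by the likelihood ratio test. Innate genes called by edgeR in young males without M2.1 and M5.1 numbered 0 (6 at an unadjusted p under 0.05). The named calls that held went as low as 1 of 4 in aged females (without F6.1, F8.1, F8.2 or F9.2), 0 of 1 in young females (leaving out any but F2.3, F3.3 or F5.1) and 2 of 3 in young males (without M2.1, M4.1 or M4.2) when 1 library was left out. As pairs were left out, the named calls that passed were 1 of 7 in aged males and 0 of 2 in the comparison of the sexes in aged mice without M8.1 and M8.2, 0 of 1 in young females without F3.4 and F5.2 and 0 of 3 in young males without M2.1 and M5.1.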

### Gene expression alterations associated with aging

We then questioned whether changes in the transcriptome related to the aging process might promote a worse pathophysiology in aged mice when exposed to an HFD. 

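Immunoglobulin genes were among the largest increases with age on the LFD in both sexes. Of 55 heavy and light chain variable segments measured in females, 21 were higher in aged than in young LFD females, with a median log2 fold change of 3.88, and in males 10 of 18, with a median of 5.24. Adjusted over the list alone, 44 and 18 were higher, and none was lower in either sex. Near-identical variable segments can share reads, so single segments are uncertain. Igkc, the constant region of the kappa light chain, went from 2.12 ± 0.81 CPM in young to 55.0 ± 45.3 CPM in aged LFD males and from 5.23 ± 1.86 to 114 ± 71.4 CPM in LFD females (SD, n = 4), log2 fold changes of 4.69 (SE 0.62, edgeR adjusted p = 0.0019) and 4.45 (SE 0.74, adjusted p = 0.0073). Ighm, the heavy chain of IgM, rose 8.49-fold in males and 13.1-fold in females, and Jchain, which joins IgM and IgA into polymers, 12.1-fold and 17.1-fold. In both sexes markers of antibody-producing plasma cells were higher, 5 of 18 in males and 6 of 18 in females, where the endoplasmic reticulum chaperone Fkbp11 was lower (-1.33, SE 0.26, edgeR adjusted p = 0.016). Of the 15 B cell markers, edgeR called none in males (7 at an unadjusted p under 0.05, 1 by the likelihood ratio test and 1 by DESeq2), where Cd79a, part of the B cell receptor, had 1.31 (SE 0.49, edgeR adjusted p = 0.39), and 1 of 15 in females, Pou2af1, a B cell coactivator (2.41, SE 0.60, adjusted p = 0.04). Adjusted over the list alone, 7 and 11 were higher. The difference between the sexes in the effect of age on Igkc was 0.24 (SE 0.93, edgeR adjusted p = 0.96) and did not pass the interaction test. Camera called the variable segments higher in males (adjusted p = 1.5e-33) and females (5.6e-28). With an estimated correlation the adjusted p was 0.015 in males and 0.2 in females. In females, edgeR called 0 segments without F3.4 and F5.2 (median 3.78, 38 at an unadjusted p under 0.05). The fewest segments called with 1 library left out were 5 of 21 in LFD females (without F5.2) and 3 of 10 in LFD males (without M3.2 or M4.2), and the fewest plasma cell markers 2 of 5 in LFD males (without M3.2 or M4.2) and 4 of 7 in LFD females (without F3.4 or F7.4), with 0 called by edgeR in females without F3.4 and F5.2 (11 at an unadjusted p under 0.05). B cell markers called went down to 0 of 1 in LFD females (leaving out any but F5.1), and edgeR called 0 (9 at an unadjusted p under 0.05) in females without F3.4 and F5.2. Igkc without F3.4 and F5.2 had a difference between the sexes of 0.62 (SE 1.06). When single libraries were left out, the named calls went down to 2 of 5 in LFD females (without F3.4, F5.2 or F7.4) and 2 of 3 in LFD males (without M3.2 or M4.2). Without a pair of libraries, the named calls passing were 0 of 5 in LFD females without F3.4 and F5.2.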

In both sexes, the leading clusters included genes involved in immunoglobulin production (Figure 8A; Supplemental Table S3, http://links.lww.com/HC9/B24) (mostly *Igkv* and *Ighv* genes, encoding for kappa and heavy chains, respectively), probably reflecting the increase in size of foci of monotonous lymphoid cells (see the Histology section). Nevertheless, significant differences were apparent between the sexes. Lipid particle organization genes were upregulated multiple-fold in male mice. 

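Among 18 lipid droplet genes, 4 were higher in aged than in young males on the LFD and 0 were lower. The higher genes were Clstn3, Cidea, Fitm1 and Mogat1. Mogat1, which makes diacylglycerol from monoacylglycerol, rose 6.54-fold, from 0.344 ± 0.166 to 2.25 ± 0.732 CPM (SD, n = 4), and Clstn3 3.88-fold. The coat genes did not pass the test, with log2 fold changes of 0.05 (SE 0.17, edgeR adjusted p = 0.96) for Plin2 and 1.16 (SE 0.45, adjusted p = 0.43) for Plin4. In LFD females 1 of 16 genes was higher with age, Fitm1, and 0 were lower, while Mogat1 had 1.40 (SE 0.51, edgeR adjusted p = 0.12). Camera called the list higher with age in LFD males (adjusted p = 8.2e-06), not with an estimated correlation (adjusted p = 0.64). On the HFD, Cidea was higher in aged than in young males (4.13, SE 0.65, edgeR adjusted p = 0.012), and none of the other genes of the list was called. In LFD females the droplet genes called went down to 0 of 1 in LFD females (without F5.2, F7.4 or F9.1), and edgeR called 0 (3 at an unadjusted p under 0.05) without F3.4 and F5.2. Mogat1 in LFD females had 0.76 (SE 0.52) without that pair. In fits without 1 library, the named calls that passed were as few as 0 of 1 in HFD males (without M2.1 or M2.2) and 1 of 2 in LFD males (leaving out any but M3.2, M7.2 or M9.1). Pairs left out together left 0 of 1 in HFD males without M8.1 and M8.2 and 1 of 1 without M2.1 and M5.1. Cidea stood at 9.02 and 31.8 CPM in the aged HFD males M6.1 and M6.3. It stood at 0.255 to 4.29 CPM in the young HFD males.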

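Cidea and Cidec encode members of the CIDE family, which promote the growth of lipid droplets, on chromosome 18 of mm10 from 67343604 to 67367785 and chromosome 6 of mm10 from 113424634 to 113435760. On the LFD, Cidea stood at 0.0782 ± 0.0995 CPM in young males and 9.39 ± 2.95 CPM in aged males (SD, n = 4), a log2 fold change of 6.82 (SE 0.90, edgeR adjusted p = 0.0019), which is 113-fold. The 4 young males had 0 to 10 counts and the 4 aged males 295 to 622, so the size of the fold is uncertain. Cidec stood at 0.96 ± 0.172 CPM in young and 10.1 ± 1.55 CPM in aged LFD males, a log2 fold change of 3.39 (SE 0.82, edgeR adjusted p = 0.093), which did not pass the test. Cidec passed the likelihood ratio test and DESeq2. On the HFD, aged males had 27.7 ± 12.6 CPM of Cidea and 54.8 ± 19.7 CPM of Cidec, and young males 1.58 ± 1.85 and 20.7 ± 23.5 CPM. 

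**Figure D4:**
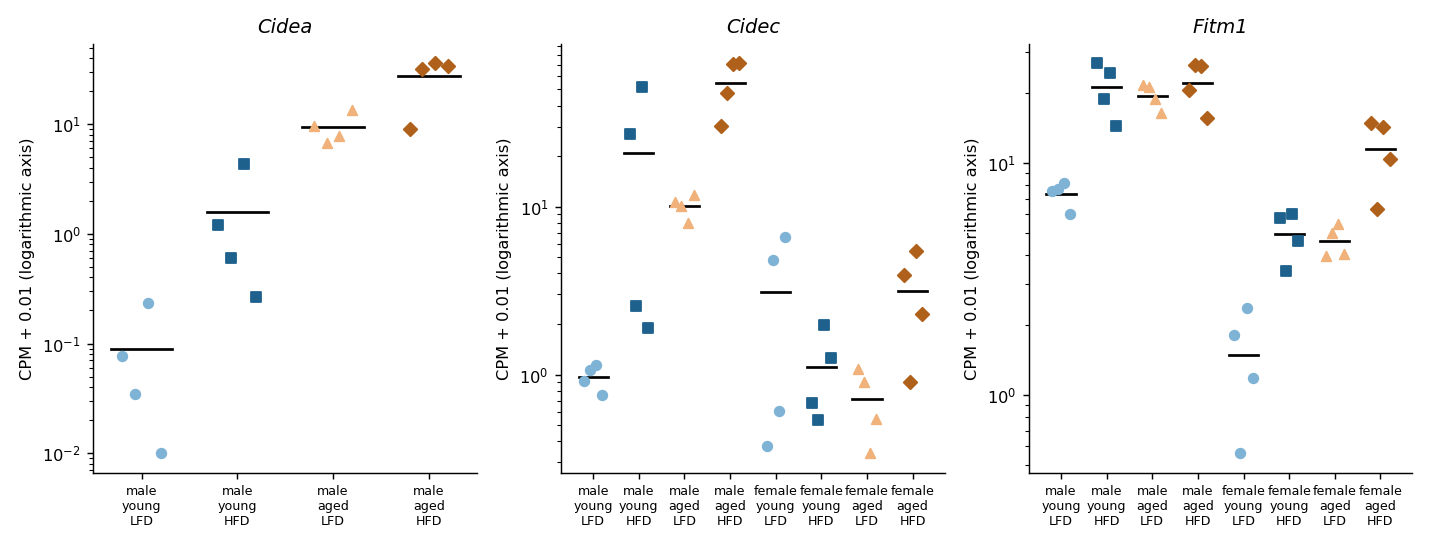
CPM of Cidea (left, males), Cidec (middle) and Fitm1 (right) in each library, on a logarithmic vertical axis with 0.01 CPM added. Each point is 1 mouse and the horizontal bar the mean of the 4 mice of a group. The young LFD males have the lowest Cidea of the 4 male groups.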

*Cidea* and *Cidec* expression was very low in young male mice fed the control diet but increased ~100-fold and 10-fold, respectively, in aged mice (Supplemental Table S1, http://links.lww.com/HC9/B22), correlating with liver triglyceride levels (Figure 8B). In females, *Cidea* was not detectable, and *Cidec* decreased rather than increased in aged mice. 

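The level of Cidea in females was not analysed here. Nearly all genes of the female count table, 15733 of 15736, had more than 10 counts in at least 2 female libraries. Cidec averaged 3.09 ± 3.11 CPM in young and 0.708 ± 0.336 CPM in aged LFD females (SD, n = 4), a log2 fold change of -2.13 (SE 0.79, edgeR adjusted p = 0.13). In HFD females it averaged 1.1 ± 0.652 CPM in young and 3.13 ± 1.96 CPM in aged mice, a log2 fold change of 1.50 (SE 0.76, edgeR adjusted p = 0.35). The effect of age on the LFD differed between males and females by 5.52 (SE 1.20, edgeR adjusted p = 0.0477) on the log2 scale in the interaction test. In the young LFD females F3.4 and F5.2 Cidec stood at 4.78 and 6.62 CPM, and in F3.3 and F5.1 at 0.367 and 0.596 CPM. Without the former pair its log2 fold change with age was 0.56 (SE 0.74) in LFD females, and the difference between the sexes was 2.82 (SE 1.50) and did not pass the edgeR test. Leaving out each library in turn, the lowest number of named calls that held was 0 of 1 in the comparison of the sexes on the LFD (leaving out any but F3.3 or F5.1). The calls passing without a pair were 0 of 1 in the comparison of the sexes on the LFD without F3.4 and F5.2. Cideb, the member of the family that the liver normally expresses, had a log2 fold change with age of -0.15 (SE 0.09, edgeR adjusted p = 0.3) in LFD females and -0.01 (SE 0.10, adjusted p = 0.99) in LFD males.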

*Fitm1* expression increased ~3-fold in aged male and female livers, and its expression correlated with triglyceride levels in both sexes (Figure 8B).

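Fitm1 encodes a protein of the endoplasmic reticulum that promotes the storage of triglyceride in droplets and lies on chromosome 14 of mm10 from 55575617 to 55576954. With age on the LFD it rose 2.65-fold in males, from 7.34 ± 0.925 to 19.4 ± 2.41 CPM, and 3.15-fold in females, to the 4.59 ± 0.733 CPM of aged LFD females (SD, n = 4). The log2 fold changes were 1.40 (SE 0.20, edgeR adjusted p = 0.0024) in males and 1.65 (SE 0.35, adjusted p = 0.024) in females. Their difference was -0.26 (SE 0.40, edgeR adjusted p = 0.86) and did not pass the interaction test. On the HFD, the difference between aged and young mice was 0.07 (SE 0.19, edgeR adjusted p = 0.86) in males and 1.21 (SE 0.33, adjusted p = 0.089) in females. Triglyceride levels of single mice were not used here, so the relation with Fitm1 was not computed. Fitm1 had 0.41 (SE 0.20) with age in HFD males without M2.1 and M5.1. The named calls were fewest at 0 of 1 in LFD females (without F5.2, F7.4 or F9.1) when 1 library was left out. With 2 libraries left out, 0 of 1 in LFD females without F3.4 and F5.2 still passed.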

**FIGURE 8:**
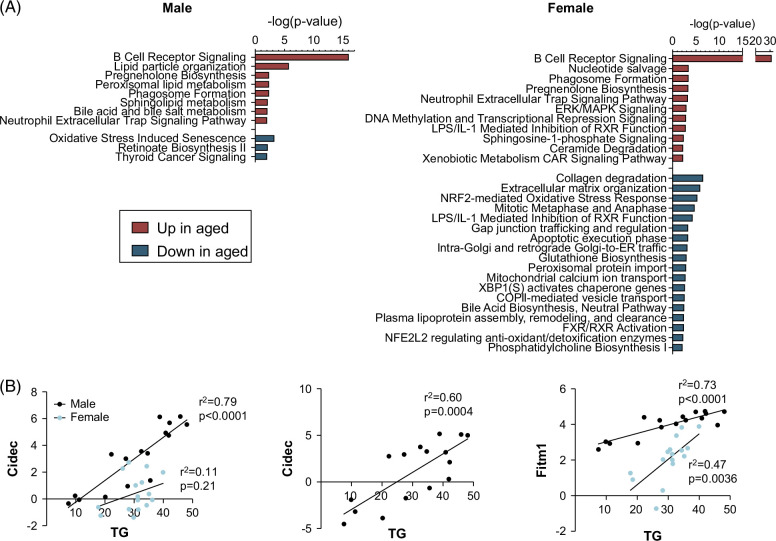
Gene expression changes in young versus aged mice. (A) IPA analysis of DEGs between young and aged mice fed an LFD. (B) Linear regression analysis showing a correlation between triglyceride levels (TGs, μM) and expression of *Cidea*, *Cidec*, and *Fitm1* (logCPM). All groups are included (LFD and HFD; young and aged; n = 4/group). Abbreviations: DEG, differentially expressed gene; HFD, high-fat diet; IPA, ingenuity pathway analysis; LFD, low-fat diet.

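Of 38 genes of lipoprotein metabolism, 3 were lower and 1 was higher in aged than in young LFD females, while edgeR called none in LFD males (6 at an unadjusted p under 0.05, 1 by the likelihood ratio test and 1 by DESeq2). In females 5 were lower and 4 higher when adjusted over the list alone. The lower genes were the carboxylesterase Ces3a, Sort1, a sorting receptor for lipoproteins (-1.41, SE 0.21, edgeR adjusted p = 0.0038), and Scarb1, the HDL receptor SR-BI (-0.52, SE 0.12, adjusted p = 0.027). Vldlr, the VLDL receptor, was the higher one (1.10, SE 0.24, edgeR adjusted p = 0.025). Sort1 was also lower in aged than in young females on the HFD (-2.07, SE 0.21, edgeR adjusted p = 6.0e-04) and had -0.97 (SE 0.22, adjusted p = 0.059) in LFD males. The median of the list was 0.06 and camera did not call it (adjusted p = 0.87). Without F3.4 and F5.2, 2 genes of the list were called, both lower. The fewest with 1 library left out were 2 of 4 in LFD females (without F3.4, F5.2, F7.4 or F9.1, and at the most 9 without another). Without 1 library of a comparison, the named calls that passed were at the fewest 1 of 3 in LFD females (without F3.4, F5.2, F7.4 or F9.1). Leaving out a pair of libraries kept 1 of 3 in LFD females without F3.4 and F5.2.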

In females, multiple genes involved in lipoprotein metabolism were significantly downregulated (Figure 8A; Supplemental Table S3, http://links.lww.com/HC9/B24). This cluster included genes such as *ApoC4*, *Ces3*, *Fgf21*, *Lpl*, *Pltp*, *Scarb1*, *Ubc*, and *Vldlr*. 

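Lpl, lipoprotein lipase, had a log2 fold change with age of -2.41 (SE 0.65, edgeR adjusted p = 0.0524) in LFD females, Apoc4, an apolipoprotein, -0.42 (SE 0.12, adjusted p = 0.06), and Pltp, the phospholipid transfer protein, 1.76 (SE 0.52, adjusted p = 0.069). None of these 3 passed the test. Lpl, Apoc4 and Pltp passed the likelihood ratio test and DESeq2. Pltp and Vldlr had positive log2 fold changes, and Lpl, Apoc4, Ces3a, Scarb1 and Fgf21 negative ones. Lpl averaged 175 ± 173 CPM in young and 33.0 ± 11.1 CPM in aged LFD females (SD, n = 4). It stood at 361 and 285 CPM in the young LFD females F3.4 and F5.2 and at 27.5 and 28.1 CPM in F3.3 and F5.1. Without the former pair the log2 fold change of Lpl was 0.25 (SE 0.31) and that of Pltp 1.08 (SE 0.51).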

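The annotation used here holds a pair of neighboring genes of this name, Ces3a on chromosome 8 of mm10 from 105048601 to 105058413 and Ces3b on chromosome 8 of mm10 from 105083753 to 105093929, which could share reads. Whether either is the gene called Ces3 in the work that the paper cites was not tested. Ces3a was the lower one with age in LFD females, from 664 ± 292 to 137 ± 50.5 CPM (SD, n = 4), a log2 fold change of -2.27 (SE 0.30, edgeR adjusted p = 0.0019), which is 4.84-fold. Ces3b had a log2 fold change of -0.40 (SE 0.34, edgeR adjusted p = 0.5) in these females. In LFD males the change of Ces3a with age was -0.39 (SE 0.17, edgeR adjusted p = 0.52), and the sexes differed by 1.88 (SE 0.36, adjusted p = 0.039) in the interaction test. The HFD raised Ces3a 3.25-fold in aged females, to 445 ± 100 CPM, and the difference between aged and young HFD females was -0.84 (SE 0.29, edgeR adjusted p = 0.17). Ces3b had -0.92 (SE 0.31) without F3.4 and F5.2. With 1 library left out, the named calls that held were at the fewest 0 of 1 in the comparison of the sexes on the LFD (without F7.2, F9.1, M3.2, M4.1, M4.2, M7.1 or M9.1). Without F3.4 and F5.2, the decrease of Ces3a in LFD females (1 of 1) and its difference between the sexes (1 of 1) still passed.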

Liver-specific deficiency of the carboxylesterase *Ces3* leads to a reduction in serum triglyceride levels,^38^ and this gene was downregulated almost 5-fold in the livers of aged relative to young female mice. FGF21 is a hormone mainly produced by the liver that stimulates fatty acid oxidation, inhibits lipogenesis, and reduces the uptake of VLDL by decreasing VLDL receptor expression.^39^ *Fgf21* was reduced 4.6-fold in aged female livers. Furthermore, *Acot11*, an enzyme with thioesterase activity, significantly increased in aged females. 

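Fgf21, on chromosome 7 of mm10 from 45613886 to 45615490, averaged 7.21 ± 4.85 CPM in young and 1.58 ± 0.624 CPM in aged LFD females (SD, n = 4), a log2 fold change of -2.20 (SE 0.60, edgeR adjusted p = 0.0528). In LFD males the log2 fold change with age was 1.04 (SE 0.48, edgeR adjusted p = 0.54), and the difference between the sexes had 3.24 (SE 0.80, adjusted p = 0.11) in the interaction test. In HFD females Fgf21 had -0.13 (SE 0.57, edgeR adjusted p = 0.94) with age. The difference in LFD females passed the likelihood ratio test, DESeq2 and voom with quality weights, and without F3.4 and F5.2 the log2 fold change was -0.997 (SE 0.61) and the difference between the sexes 2.03 (SE 0.81).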

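Acot11 lies on chromosome 4 of mm10 from 106744555 to 106804998 and averaged 9.25 ± 5.89 CPM in young and 22.8 ± 7.65 CPM in aged LFD females (SD, n = 4). Its log2 fold change with age was 1.30 (SE 0.40, edgeR adjusted p = 0.077) in LFD females and 0.63 (SE 0.20, adjusted p = 0.28) in LFD males, and neither passed the test. The difference in females passed the likelihood ratio test, DESeq2 and voom with quality weights, and without F3.4 and F5.2 the log2 fold change was 0.67 (SE 0.33). The HFD raised Acot11 1.91-fold in young males. The fewest named calls that held without 1 library were 0 of 1 in young males (without M4.1 or M5.1). Named calls kept without a pair numbered 0 of 1 in young males without M2.1 and M5.1.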

Higher ACOT11 (THEM1) function in the liver has been linked to a reduced VLDL triglyceride secretion rate.^40^ Thus, it is possible that in aged females, changes in the expression of these genes contributed to reducing triglyceride loading onto VLDL and subsequent secretion into the circulation, in addition to influencing fatty acid oxidation. Furthermore, genes involved in regulating reactive oxygen species and cellular stress through mitochondrial Ca+-uptake (*Letm1*, *Micu1*, and *Micu2*) were downregulated in aged females.

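Letm1, a mitochondrial ion exchanger, was 1.29-fold lower in aged than in young LFD females. Micu2, a regulator of the mitochondrial calcium uniporter, had a log2 fold change of -0.53 (SE 0.14, edgeR adjusted p = 0.0517). The level of Letm1 was 60.6 ± 4.83 and 46.9 ± 3.51 CPM in young and aged LFD females (SD, n = 4). Mcu, the pore subunit of the uniporter, had -0.08 (SE 0.14, edgeR adjusted p = 0.77). Of 13 genes of mitochondrial calcium uptake, 2 were lower and 0 higher in LFD females (3 lower adjusted over the list alone), and edgeR called none in LFD males (0 at an unadjusted p under 0.05, 0 by the likelihood ratio test and 0 by DESeq2) or, without F3.4 and F5.2, in LFD females (3 at an unadjusted p under 0.05). Calcium uptake genes called numbered as few as 0 of 2 in LFD females (without F3.4, F7.4, F9.1 or F9.2). Micu2 had -0.22 (SE 0.13) without F3.4 and F5.2. Of the calls named here, the fewest that held without 1 library were 0 of 1 in LFD females (without F3.4, F7.4, F9.1 or F9.2). Of these calls, those still passing were 0 of 1 in LFD females without F3.4 and F5.2. Letm1 stood at 60.5 and 54.8 CPM in that pair and at 60.6 and 66.6 CPM in F3.3 and F5.1. The aged LFD females had 42.7 to 51.3 CPM. The lost call therefore does not show that the decrease of Letm1 rests on the pair.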

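In aged LFD females 8 of 64 extracellular matrix genes were lower than in young LFD females and 0 were higher (29 and 1 adjusted over the list alone), with a median log2 fold change of -0.77. Eln, elastin, was 4.81-fold lower, the fibrillar collagen Col3a1 3.89-fold, Col5a2, a chain of type V collagen, 5.65-fold, and Col1a1 4.8-fold. Among 16 bile duct markers, 2 were lower, the keratin Krt18 (1.82-fold) and the transcription factor Sox9 (1.73-fold). In LFD males edgeR called none of the 64 matrix genes with age (4 at an unadjusted p under 0.05, 1 by the likelihood ratio test and 0 by DESeq2), nor when adjusted over the list alone, with a median of -0.06. Camera called the list lower in females (adjusted p = 3.6e-07), not with an estimated correlation (adjusted p = 0.71). The HFD and the aging comparison use the same 4 young LFD females, so chance differences of these mice enter both. Their log2 fold changes had a covariance across genes of 0.0524 (r = 0.299), and simulated unchanged groups gave 0.027 (r = 0.497). With 2 of the young LFD females in one comparison and the other 2 in the second, the covariance averaged 0.006 over the splits (SD 0.0464, r from -0.281 to 0.27), so it can be told neither from 0 nor from the value with all 4. In males the covariance was 0.06 (r = 0.535), 0.0227 in the simulation and 0.0448 over the splits (SD 0.00549). Without F3.4 and F5.2, edgeR called 0 matrix genes lower with age (median 0.05, 5 at an unadjusted p under 0.05), and the covariance was 0.00689, with 0.0361 from the simulation and -0.0276 over the splits (SD 0.0272). The fewest matrix genes called with 1 library left out were 0 of 8 in LFD females (without F3.4, F5.2, F7.4 or F9.1, and at the most 29 without another). With all libraries, matrix genes called in LFD females were 28 by voom with quality weights, 26 by DESeq2 and 25 by the likelihood ratio test. Bile duct markers called went down to 0 of 2 in LFD females (leaving out any but F3.3 or F5.1, and at the most 7 without another), and edgeR called 0 (3 at an unadjusted p under 0.05) without F3.4 and F5.2. The named calls that held went as low as 0 of 6 in LFD females (leaving out any but F3.3, F5.1 or F7.2) when 1 library was left out. As pairs were left out, the named calls that passed were 0 of 6 in LFD females without F3.4 and F5.2.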

Genes affecting cell adhesion were significantly downregulated in female mice, similar to the response to the HFD (Supplemental Table S2, http://links.lww.com/HC9/B23). 

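Of 40 genes of endoplasmic reticulum stress and the unfolded protein response, 9 were lower and 0 higher in aged than in young LFD females (22 lower adjusted over the list alone), while edgeR called none in LFD males (5 at an unadjusted p under 0.05, 0 by the likelihood ratio test and 0 by DESeq2). They included the sensor kinase PERK, encoded by Eif2ak3 (1.62-fold lower), the stress-induced transcription factor CHOP, encoded by Ddit3 (1.9-fold), its target Trib3 (2.76-fold) and the protein disulfide isomerase Pdia6 (1.45-fold). Hspa5, the chaperone BiP, had a log2 fold change of -0.58 (SE 0.22, edgeR adjusted p = 0.13). The median of the list was -0.42 in LFD females and -0.15 in LFD males. Camera called it lower in females (adjusted p = 7.9e-10) and males (0.0013), but with an estimated correlation in neither (adjusted p = 0.32 and 0.71). The edgeR interaction test between the sexes on the LFD called none of the list (5 at an unadjusted p under 0.05, 0 by the likelihood ratio test and 0 by DESeq2). In females, edgeR called 0 of the genes without F3.4 and F5.2 (median -0.44, 20 at an unadjusted p under 0.05). The fewest members called without 1 library were 0 of 9 in LFD females (leaving out any but F3.3, F5.1 or F7.2). When single libraries were left out, the named calls went down to 0 of 4 in LFD females (leaving out any but F3.3, F5.1 or F7.2). Without a pair of libraries, the named calls passing were 0 of 4 in LFD females without F3.4 and F5.2.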

Finally, a major difference between sexes involved clusters of genes with a function in cellular stress, which were significant only in females (Figure 8A; Supplemental Table S3, http://links.lww.com/HC9/B24). Multiple cytochrome (*Cyp*), glutathione (*Gsta1*, *Gstk1*, *Gss*, and *Gsr*), and chaperone (*Dnajb9*, *Lmna*, etc.) genes were expressed at lower levels in aged mice.

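Of 79 cytochrome P450 genes tested in females, 7 were lower and 5 higher in aged than in young LFD females. The drug-metabolizing Cyp3a11 fell 3.4-fold, Cyp2c54 15.1-fold and the male-biased Cyp2f2 2.16-fold, while Cyp2a4, Cyp17a1 and Cyp46a1 were among the higher ones (2.81-fold, 2.61-fold and 10.5-fold). Cyp2 and Cyp3 genes lie in clusters of close copies that could share reads. In LFD males 0 were lower and 2 higher. Of 49 glutathione and antioxidant genes, 2 were lower in LFD females, the glutathione reductase Gsr (-0.38, SE 0.07, edgeR adjusted p = 0.015) and Gstk1 (-0.44, SE 0.10, adjusted p = 0.034), and 1 was higher (6 and 1 adjusted over the list alone). Gss, glutathione synthetase, had -0.98 (SE 0.31, edgeR adjusted p = 0.079), and Gsta1, whose close paralogs can share its reads, -4.20 (SE 1.32, adjusted p = 0.082). Both passed the likelihood ratio test and DESeq2. The Gsta1 level varied widely among the young LFD females, 5.58 ± 6.94 CPM, and was 0.303 ± 0.0982 CPM in the aged ones (SD, n = 4). Gsta1 without F3.4 and F5.2 had a log2 fold change of 0.91 (SE 1.41) and did not pass the edgeR test. Of the chaperone genes, Dnajb9, which acts in the endoplasmic reticulum, fell 1.74-fold, and Lmna, which encodes lamins A and C of the nuclear lamina, had -0.46 (SE 0.14, edgeR adjusted p = 0.072). In the fit without F3.4 and F5.2, 3 cytochrome P450 genes were lower and 3 higher in LFD females, and 3 and 4 without F7.4 alone. Without F3.3 alone 8 of these genes were lower and 8 higher, and without F5.1 alone 8 and 11. In LFD males edgeR called 0 of them without M3.1, M3.2, M4.1, M4.2 or M9.2 (9 to 13 at an unadjusted p under 0.05). Without the pair the antioxidant list had 0 genes lower by edgeR and 1 higher (5 at an unadjusted p under 0.05), and its calls went down to 0 of 3 in LFD females (without F5.2 or F9.1, and at the most 8 without another) with 1 library left out. With the pair left out, Gss had -0.24 (SE 0.27) and Lmna -0.18 (SE 0.13). In fits without 1 library, the named calls that passed were as few as 3 of 9 in LFD females (without F9.1). Pairs left out together left 2 of 9 in LFD females without F3.4 and F5.2.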

## DISCUSSION

Emerging clinical data are emphasizing the need for sex- and age-specific interventions to prevent the development of cardiovascular diseases in patients with MASLD.^10,11^ Understanding the etiology in males and females and the impact of aging is essential for the development of precision medicine treatments and a healthier aging process. In the present study, feeding mice an HFD resulted in obesity and glucose intolerance in young and aged males and females; however, males had a more severe phenotype, with the presence of hyperinsulinemia, and elevated levels of fasting blood glucose and ALT. In addition, the levels of diacylglycerol, C16:0 and C18:0 ceramides, and glycosylceramides, molecules associated with insulin resistance and fibrosis,^5,24,25,41^ were significantly increased in male mice but not in females. Furthermore, increased expression of genes involved in extracellular matrix organization, collagen synthesis, and the cell cycle was observed in males only. Proinflammatory cytokines play an important role in the pathophysiology of MASLD.^5,6^ Interferon response, toll-like receptor, and interleukin signaling pathways were upregulated in males but not in females. Thus, in response to an HFD, male mice developed a more severe metabolic disease than females and was exacerbated by age.

Females had higher baseline levels of triglycerides, sphingomyelin, and cholesterol esters, and the fatty acid oversupply from the HFD did not substantially increase particular lipid pools. However, aging affected the liver to a greater extent in females than in males. C16:0 and C18:0 ceramides increased in aged female mice but not in aged male mice. Acylcarnitines showed a clear trend to be lower in aged females, and aged females fed an HFD had significantly lower acylcarnitines than young females. These data suggest changes in fatty acid oxidation capacity and/or fatty acid transport into mitochondria, which may contribute to increased steatosis. 

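Of the 23 genes of mitochondrial fatty acid oxidation, edgeR called none with age on the LFD in females (3 at an unadjusted p under 0.05, 0 by the likelihood ratio test and 0 by DESeq2) or in males (1 at an unadjusted p under 0.05, 0 by the likelihood ratio test and 0 by DESeq2). When adjusted over the list alone, 0 were higher and 0 lower in females, and 0 and 0 in males. Without F3.4 and F5.2, camera with its preset correlation called the list lower in LFD females (median -0.131, adjusted p = 0.0174). On the HFD edgeR also called none with age in females (1 at an unadjusted p under 0.05, 0 by the likelihood ratio test, 0 by DESeq2 and 1 by voom with quality weights) or males (8 at an unadjusted p under 0.05, 0 by the likelihood ratio test and 2 by DESeq2). In HFD males without M2.1 and M5.1, 1 was called higher and camera did not call the list (median -0.043, adjusted p = 0.244). Without M8.1 and M8.2, camera called it lower (median -0.102, adjusted p = 0.0033). Cpt1a, the rate-limiting carnitine palmitoyltransferase of the outer mitochondrial membrane, had log2 fold changes of -0.13 (SE 0.19, edgeR adjusted p = 0.73) in LFD females and -0.09 (SE 0.15, adjusted p = 0.92) in LFD males, and Cpt2, its partner of the inner membrane, -0.16 (SE 0.13, adjusted p = 0.48) and 0.01 (SE 0.11, adjusted p = 0.99). For Crat, carnitine acetyltransferase, the value was 0.49 (SE 0.20, edgeR adjusted p = 0.16) in LFD females, and for Acsl1, the main long-chain acyl-CoA synthetase of the liver, 0.13 (SE 0.21, adjusted p = 0.74). Of 26 peroxisomal genes, 3 were lower and 0 higher with age in LFD females. With single libraries left out the fewest called were 0 of 3 in LFD females (leaving out any but F3.3, F5.1 or F7.2), and edgeR called 0 (4 at an unadjusted p under 0.05) without F3.4 and F5.2.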

Expression of genes implicated in fatty acid oxidation was not found to be significantly altered by age (including *Cpt1a*, *Cpt2*, *Crat*, and *Acsl*). Nevertheless, genes regulating lipoprotein metabolism (*Acot11*, *ApoC4*, *Vldlr*, *Ces3*, etc.), and *Fgf21*, which controls the fatty acid oxidation rate,^39^ were dysregulated. In addition, changes in oxidative stress gene expression were prominent in the aging female liver. Reduced expression of glutathione synthase (*Gss*, ~2-fold) and glutathione S-transferase alpha 1 (*Gsta1*; ~18-fold) suggests a lower capacity to protect the liver from reactive oxygen species. Furthermore, the trend toward increased purine catabolism (xanthine and hypoxanthine) was observed only in aged females. MASLD has been associated with increased levels of liver hypoxanthine and serum hyperuricemia, which are linked to oxidative stress.^29–31^ Overall, our data suggest changes in fatty acid oxidation/partitioning and oxidative stress, specifically in aging females. Estrogen plays an important role in regulating lipid metabolism in the liver. VLDL production and secretion, lipogenesis, and VLDL-TG clearance rates are regulated by estrogen.^42^ Although we did not analyze estrogen levels in this study, reduced concentrations of estradiol (E2) and progesterone in 12-month-old C57BL/6 mice have been reported.^21^ Our data suggest that the female mouse model used here is likely to have the hormonal changes characteristic of perimenopause, leading to metabolic derangements in lipid metabolism, as observed in humans.

Notable differences in gene expression and lipid distribution revealed underlying sex differences in liver physiology. Lipid droplets are fat-storing organelles mainly composed of a core of triglycerides and cholesterol esters, an external layer of phospholipids, and a coat of perilipins that decorate the surface. Cytoplasmic lipid droplets grow through the transfer of small lipid droplets to larger, more stable droplets, a process mediated by cell death-inducing DNA fragmentation factor-alpha-like effector (CIDE) family members A, B, and C.^43^ In a physiologically normal liver, *Cideb* is abundantly expressed, while *Cidea* and *Cidec* are barely detectable. However, in patients with MASLD as well as in mouse models of diet-induced obesity, increased expression of *Cidea* and *Cidec* has been observed.^44^ Furthermore, the level of *CIDEA* has been previously correlated with the degree of hepatic steatosis in humans and mice,^44–46^ and single nucleotide polymorphisms in this gene have been identified as risk factors for obesity.^47^ 

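Over the 4 diet comparisons, Cidea was measured in males and Cidec in both sexes. In young females Cidec had a log2 fold change with the HFD of -1.49 (SE 0.76, edgeR adjusted p = 0.27) and in aged females of 2.15 (SE 0.79, adjusted p = 0.1), from 0.708 ± 0.336 to 3.13 ± 1.96 CPM (SD, n = 4). Neither passed the test, and by voom with quality weights the increase in aged females did. The response of Cidec was higher in young males than in young females (5.92, SE 1.17, edgeR adjusted p = 0.036, in the interaction test) and in aged mice the difference was 0.31 (SE 1.14, adjusted p = 0.91), which did not pass. Cidec in young males without M2.1 and M5.1 had 1.21 (SE 0.34) and did not pass the edgeR test. In young females without F3.4 and F5.2, which held most of the Cidec of the young LFD group, it had 1.20 (SE 0.73). The difference between the sexes in young mice was 2.72 (SE 0.95) without the male and 3.22 (SE 1.49) without the female pair, and neither passed. Leaving out each library in turn, the lowest number of named calls that held was 0 of 1 in the comparison of the sexes in young mice (leaving out any but M2.2, M5.2, F2.3, F3.3, F4.1 or F5.1).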

*Cidea* and *Cidec* expression was found to be increased in young and aged males fed an HFD, whereas only *Cidec* was upregulated in aged females. Furthermore, the expression of *Cidea* and *Cidec* was higher in aged male livers (~100-fold and 10-fold, respectively) but not in the female liver, suggesting that these genes play important roles in facilitating lipid storage in aging males.

Sex dimorphism in sphingolipid metabolism was also apparent. Ceramides are lipids present in the cellular membrane, forming ceramide-rich platforms that contribute to its fluidity and dynamics. These effects are dependent on acyl chain length, saturation, and the ratio of long-chain to very-long-chain acyl moieties.^48^ Long-chain and very long-chain ceramides have opposing effects on cell membrane fluidity.^49^ Long-chain ceramides (C16–C20) have been associated with insulin resistance, whereas very long-chain ceramides (C22–C24) have no effect.^24,25,50^ Remarkably, feeding an HFD resulted in a significant increase in C16:0 and C18:0 ceramides as well as in glycosylceramide levels, only in males. Glucosylceramide (HexCer), in particular, is associated with the transition from simple steatosis to steatohepatitis (metabolic dysfunction–associated steatohepatitis) and the development of fibrosis in patients.^41^

In conclusion, sexual dimorphism was observed in response to an HFD (Supplemental Figure S7, http://links.lww.com/HC9/B21). In males, HFD induces a more severe condition that is aggravated by aging. However, age-associated changes in liver physiology were most significant in females. Follow-up studies in females and older animals to identify the molecular mechanisms driving these age and sex differences are essential, as most research to identify the molecular mechanisms contributing to MASLD have used young male mice. With the increase in the aging of the global population, understanding the mechanisms driving the pathophysiology is vital for maintaining healthy aging in males and females.

## Supplementary Material

# Supplementary material for: Sex- and age-associated factors drive the pathophysiology of MASLD
**Source:** Hepatol Commun. 2024 Aug 26;8(9):e0523. doi: 10.1097/HC9.0000000000000523
**Supplement:** Supplementary file 1

# Sex and age-associated mechanisms drive the pathophysiology of MASLD

Ajay K. Yadav et al.

## Supplementary Methods

*Serum biochemistries.* Blood glucose was measured with a AimStrip Plus glucometer (Germaine Laboratories, San Antonio, TX). All serum biochemistries were analyzed by the Center for Diabetes and Metabolic Diseases Translational Core. Insulin was analyzed using a mouse insulin ELISA kit (#10-1247-10, Mercodia, Uppsala, Sweden). Alanine aminotransferase (ALT), triglycerides, and cholesterol were measured using a Roche Integra 400 plus analyzer (#20764957322, #20767107322, #03039773190, respectively; Roche Diagnostics, Mannheim, Germany). Free fatty acids (FFA) were measured using a Randox Daytona Clinical Chemistry Analyzer (#FA115; Randox Laboratories, Crumlin, UK).

*Tissue Histology.* Liver tissue was fixed for 24 hours in 10% buffered formalin and transferred to 70% ethanol. Specimens were dehydrated through a graded series of ethanols (45 minutes per step), cleared in two changes of xylenes (45 minutes each) and infiltrated through four changes of melted paraffin (~60°C; 45 minutes each). The specimens were then embedded in melted paraffin and allowed to harden. Four-micron (4  $\mu$ m) sections were cut using a rotary microtome equipped with disposable steel knives. Sections were flattened on a heated water bath, floated onto microscope slides and dried. Four-micron thick sections were cut from routinely processed paraffin embedded tissue and stained with hematoxylin and eosin or Masson's trichrome for histological examination. Sections of liver tissue snap-frozen in OCT compound were stained with Oil-Red-O. Processing and staining were performed by the Histology Services Core at Indiana University School of Medicine. The Non-alcoholic fatty liver disease Activity Score (NAS) was

assessed as described (sum of scores for steatosis, lobular inflammation, and hepatocyte ballooning) [1].

*Western blotting.* Liver tissue (~50 mg) was lysed in RIPA buffer (Thermo Scientific, Waltham, MA) containing protease and phosphatase inhibitors (Roche, Indianapolis, IN), as described previously [2]. Protein concentration was determined by BCA protein assay (Thermo Scientific). Proteins were separated in SDS-polyacrylamide Criterion gels (Bio-Rad, Hercules, CA) and transferred to 0.2-um polyvinylidene difluoride membranes (Bio-Rad). Primary antibodies were used in overnight incubations at 4°C (Supplementary Table 4), and secondary antibodies were added for 1 hour at room temperature. Blots were developed with ECL Western Blotting Substrate (Clarity™, Bio-Rad, or Pierce ECL, Thermo Scientific) and images were captured using a digital imaging system (BioRad). Bands were quantified by densitometry using ImageJ v1.48s, and results were normalized to control protein, as specified in the Figure legends.

## References

- [1] Kleiner DE, Brunt EM, Van Natta M, Behling C, Contos MJ, Cummings OW, et al. Design and validation of a histological scoring system for nonalcoholic fatty liver disease. *Hepatology* 2005;41:1313-1321.
- [2] Jideonwo V, Hou Y, Ahn M, Surendran S, Morral N. Impact of silencing hepatic SREBP-1 on insulin signaling. *PloS one* 2018;13:e0196704.

# Supplementary material for: Sex- and age-associated factors drive the pathophysiology of MASLD
**Source:** Hepatol Commun. 2024 Aug 26;8(9):e0523. doi: 10.1097/HC9.0000000000000523
**Supplement:** Supplementary file 2

# Sex and age-associated mechanisms drive the pathophysiology of MASLD

Ajay K. Yadav et al.

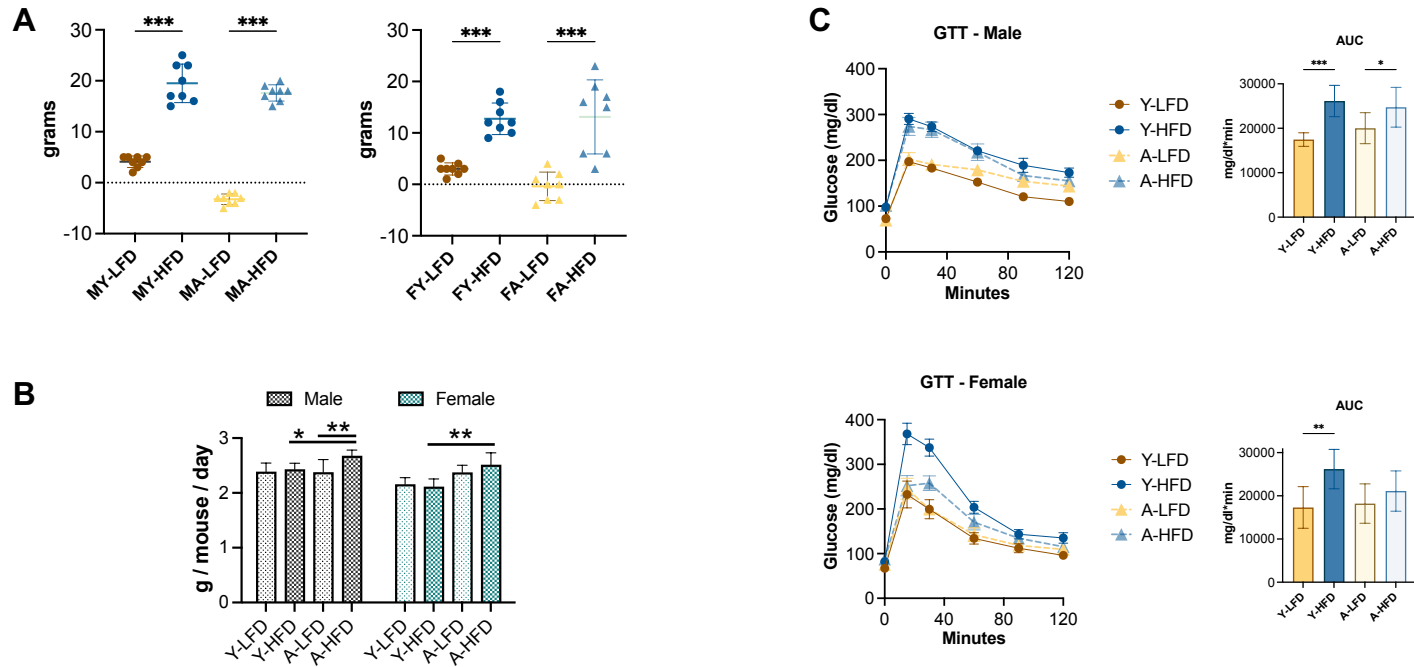

**Supplementary Figure 1.** Delta body weight change, food intake, and glucose tolerance test. **(A)** Delta body weight change (week 10-week 0). Bars represent standard deviation. **(B)** Food intake. Data represent the average of 8 measurements. Bars represent standard deviation. **(C)** Glucose tolerance test (n=7-8) and area under the curve of the GTT. Bars represent standard error of the mean. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001.

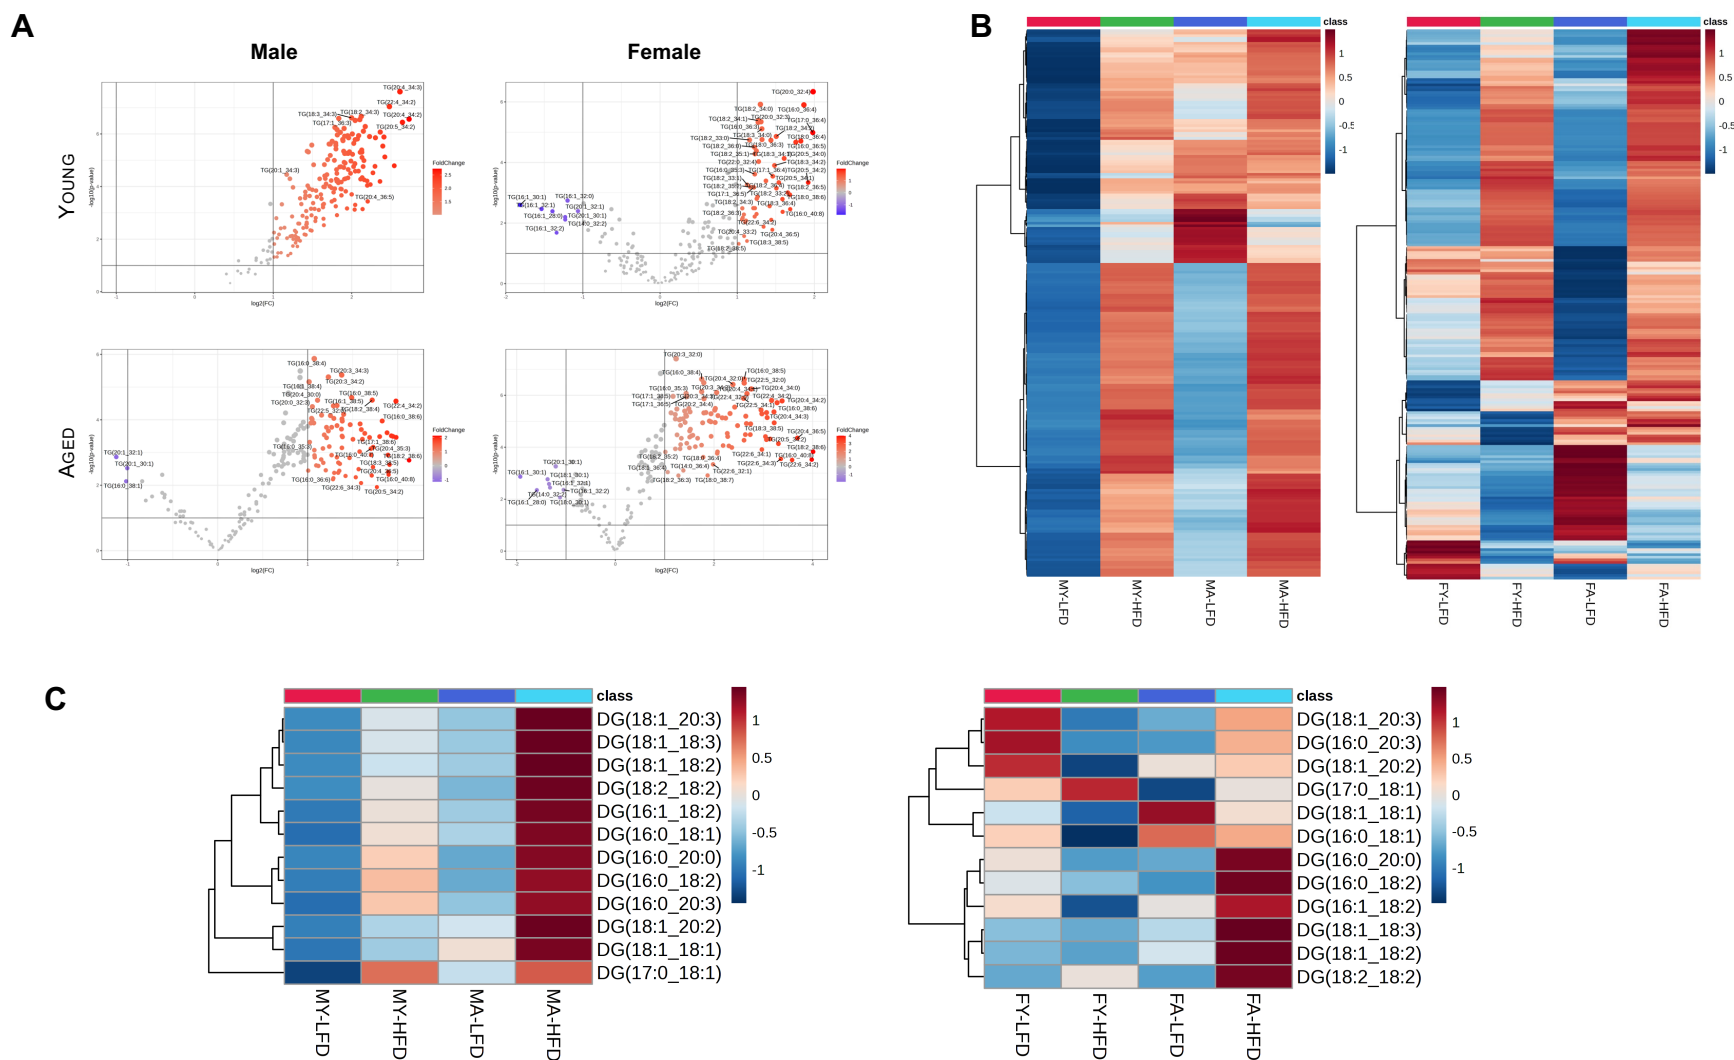

**Supplementary Figure 2.** Triglyceride classes in males and females fed a HFD or a LFD. **(A)** Volcano plot of triglyceride classes in mice fed the HFD relative to control mice fed the LFD. **(B)** Heatmap of triglyceride classes, showing more heterogeneity in the changes taking place upon feeding a HFD in females than males. **(C)** Heatmap of diacylglycerides; males respond to the HFD by increasing all classes, while females show shifts in abundance of specific chain lengths.

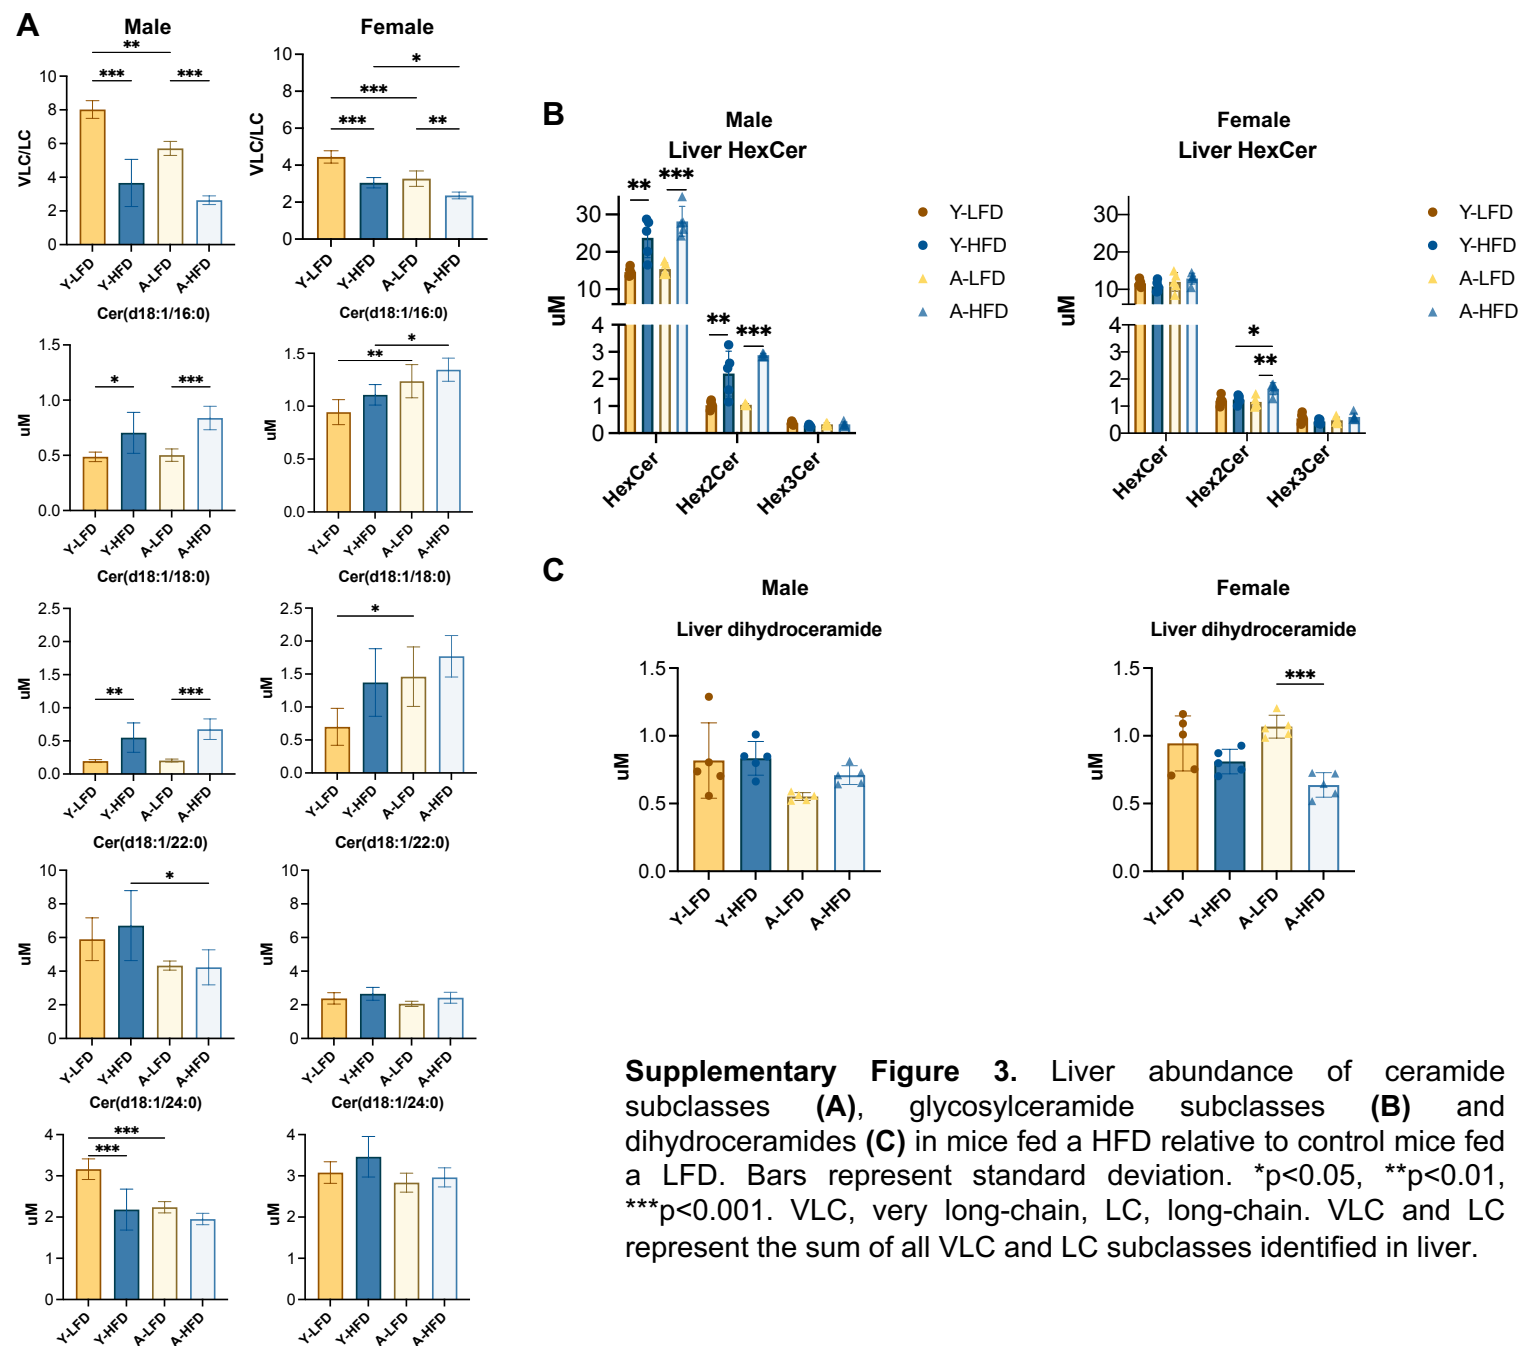

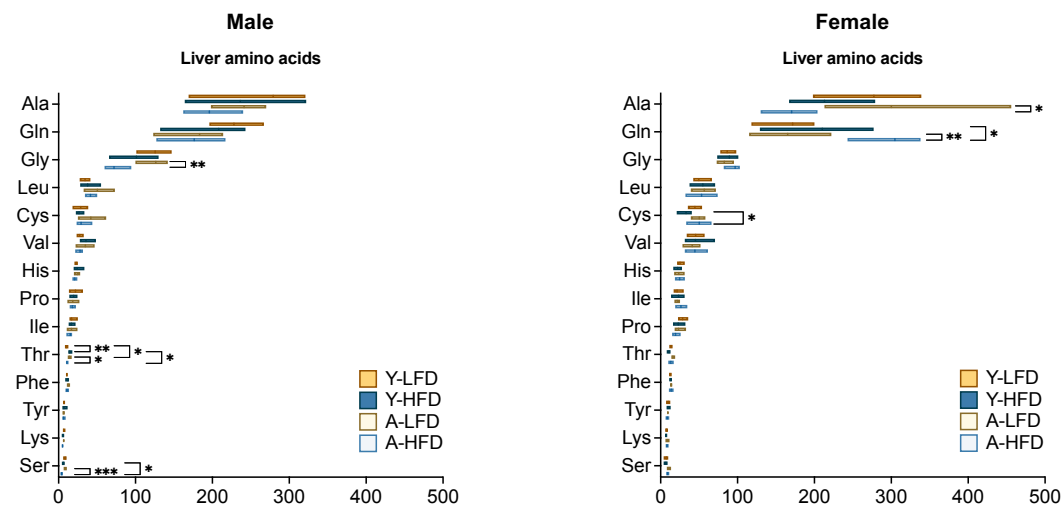

**Supplementary Figure 4.** Liver amino acid levels. Bars represent standard deviation.  
 \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

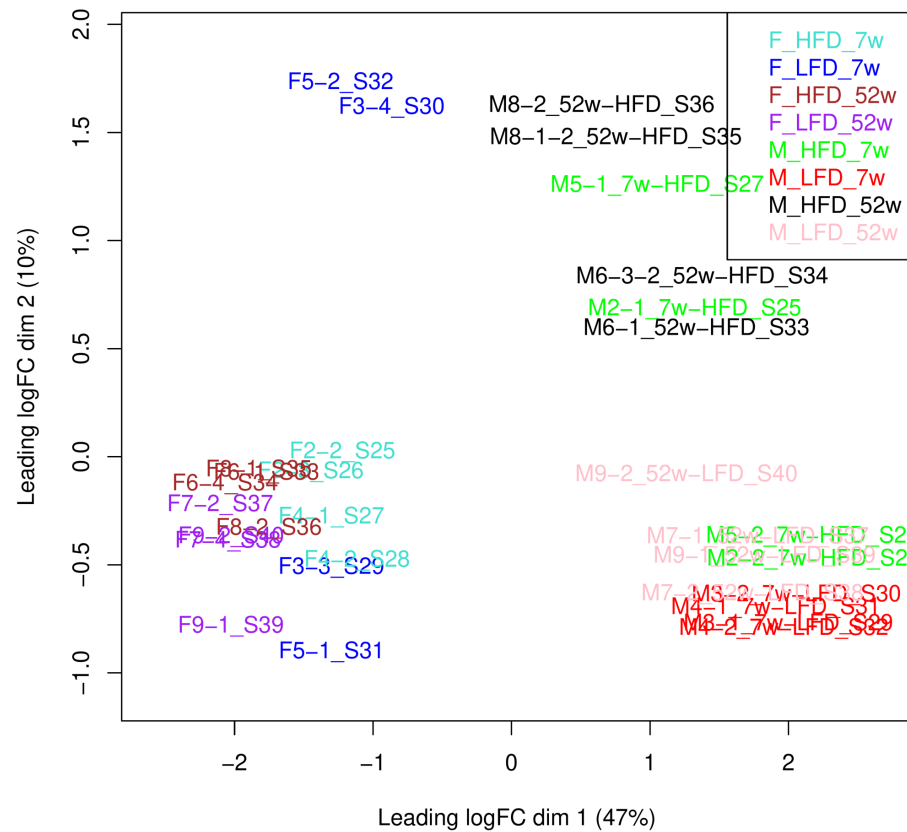

**Supplementary Figure 5.** MDS analysis of normalized RNA-seq read counts.

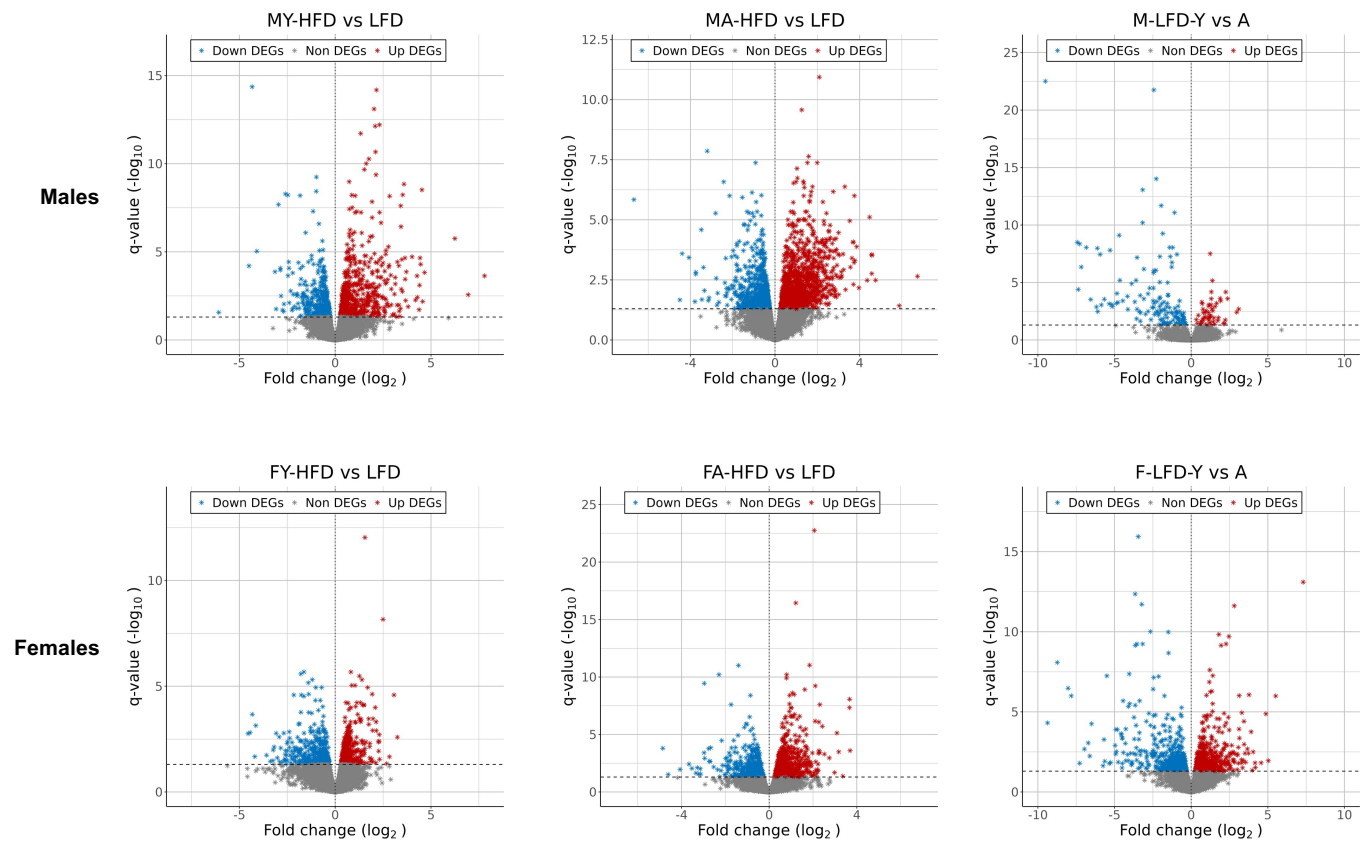

**Supplementary Figure 6.** Volcano plots of DEGs between mice fed a HFD and a LFD, and between young versus aged mice fed a LFD.

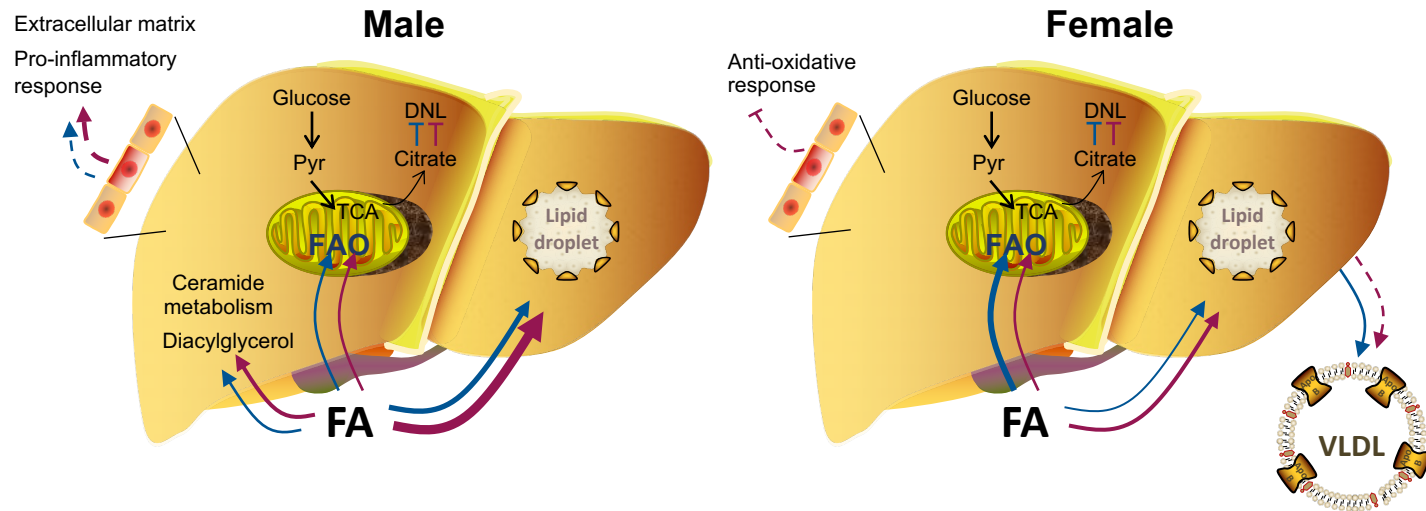

**Supplementary Figure 7.** Schematic overview of the differences between young and aged males and females.

- Young (blue arrows) and aged (purple arrows) males have a more severe metabolic disease than females upon feeding a HFD
- Females show minor changes in lipid pools in response to a HFD
- Aging affects females more profoundly, with decreased acylcarnitines, suggestive of changes in fatty acid oxidation (FAO) or transport into mitochondria, and altered anti-oxidative stress response and lipoprotein assembly gene expression (dashed arrows)

How the deposited data were processed for this re-analysis (not part of the article)

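RNA from the livers of 32 mice was analysed, 4 in each of 8 groups formed by sex, age and diet. The groups and the mice were taken from the sample labels and the paper's Table S1, which name each library. The authors aligned the reads to mm10 with STAR, assessed them with bamUtils, and counted reads per gene with featureCounts without reads that mapped to several places. The versions of these tools and the gene annotation are not given in the sources used here. The authors deposited 1 table per sex with raw counts per gene, log2 CPM and log2 RPKM of each library, and the log2 fold change, p-value and FDR of their comparisons, made with TMM scaling, edgeR and, by the name of the tables, the likelihood ratio test. The deposited counts are the only per-library values used here. The authors' log2 CPM columns were used to check that each count column carries its sample's name, and their p-value and FDR columns to count their calls. The authors had kept genes with more than 10 counts in at least 2 libraries, and the tables list 16079 genes for males and 15736 for females. Gene coordinates are those of GENCODE vM21 on mm10, in which 16041 and 15700 of the gene IDs were found.

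The same filter was applied to the counts of each sex, which left out 2 genes in males and 3 in females. Differential expression was tested in R 4.3.3 with edgeR 4.0.16, with TMM scaling (factors of 0.92 to 1.15) and the quasi-likelihood F test, in 1 fit of the 4 groups of a sex, so that all 16 libraries share the estimate of the spread. The fits of all 32 libraries gave the interactions with sex, and the fits of a sex those of age by diet. P-values were adjusted by Benjamini-Hochberg over the genes tested in a comparison, and those under 0.05 were called. Each list of genes was tested with camera of limma 3.58.1, with a preset correlation of 0.01 between genes, on log CPM with a prior count of 2, and adjusted over the 45 lists of a comparison, of which 44 were written before the data were examined. Beside it stand the members called over all genes and those adjusted over the list alone. The variance of log2 fold changes beyond their error, taken as the covariance between the changes in 2 mice of each group and in the other 2, was computed over genes of at least 1 CPM on average.

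Genes were named in the text by a rule fixed before the data were examined, and some were added outside it, such as Mcu and Hspa5. By the rule they are the genes the paper names for a comparison, those with the largest log2 fold changes (up to 12 higher and 12 lower) among the called genes of at least 1 CPM on average in which each library of one group lies above each library of the other, and up to 4 members with the smallest p in each list described. Immunoglobulin segments and genes without a standard symbol were left out of the second part. The values of some single genes are not reported here.

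A library held 32206140 to 54317005 counts. The differences between replicates were far above counting noise, with a chi-square per gene of 27.2 to 191, so counting error is the smaller part of the spread between mice. On simulated counts with 200 changed genes, the test recovered 41.8% of 1.5-fold, 79.1% of 2-fold and 93.9% of 4-fold changes in the HFD comparison of young males (over 15997 genes), and 4.7% of its calls were unchanged genes. That share was 4.2% for the HFD in young females, 7.8% for age in LFD females, 7.4% for age by diet in females and 3.3% for sex by diet in young mice. In the same order from the HFD in young males, it was 13.3%, 16.7%, 16.7%, 14.6% and 7.4% with the likelihood ratio test and 18.1%, 21.6%, 21.3%, 17.2% and 9.2% with DESeq2. These shares hold for simulated counts with 200 changed genes. The share of unchanged genes among the real calls was not estimated.

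The alternatives fixed before the data were examined were the likelihood ratio test, DESeq2 1.42.0, voom with quality weights, a robust prior, RLE scaling, TMM factors set without immunoglobulin genes, no filter, a filter of 1 CPM in 4 libraries, a fit of only the 2 groups compared, each sex fitted apart for the interactions, each library left out in turn, and the pairs F3.4 and F5.2, M2.1 and M5.1, and M8.1 and M8.2 left out, since the paper's Supplemental Figure S5 shows them apart. For the lists they were camera with an estimated correlation and fry. The other pairs of these groups were left out after the data were seen. Overlaps with the paper's supplementary tables were not tested, because the copies used here are shortened. The metabolite, protein and triglyceride measurements of the paper were not analysed here. Reads that near-identical genes share can map to several places, and such reads were left out, so the counts of these genes can miss reads. Such genes are marked where they are named.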

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

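The test of the share of hepatocytes was chosen only after the result was seen. In young females the median log2 fold change of the 64 extracellular matrix genes with the HFD was -0.784. Without the LFD mice F3.4 and F5.2 it was 0.052, so the pattern rests on these 2 of the 4 controls, and how their samples differ was not tested. Splits of the same 8 libraries called as many of the matrix genes in 2 of 35 cases (3 genes in the real split, 21 in the highest other), so chance cannot be excluded. Labels exchanged between the diets are argued against, since 0 young HFD females lay nearer to the LFD than to the HFD level of the HFD signature of aged females (scores of 0.729 to 0.9, against 0.226 to 0.351 in young LFD females). A different share of hepatocytes cannot be told apart, because the medians of stellate cell (-0.32), Kupffer cell (0.01), endothelial (-0.21) and cholangiocyte markers (-0.62) differed by up to 0.629 with an SE of 0.324, and the diet stays open, untested.

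In aged against young LFD females the median of the matrix genes was -0.772, and without F3.4 and F5.2 it was 0.051, so this decrease may come from the same 2 young controls. By contrast, the 40 genes of endoplasmic reticulum stress had a median of -0.42 with all libraries and of -0.44 without the pair. Age stays among the open explanations for both lists.

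In males cell cycle genes rose with the HFD (25 and 39 of 60 in young and aged mice), and the share of their median log2 fold change kept without M2.1 and M5.1 was 0.341 in young males and without M8.1 and M8.2 was 0.632 in aged males. The pairs and the diet cannot be told apart, because the medians without the pairs were smaller but above 0 (0.46 in young and 0.94 in aged males). A factor shared by mice whose names start with the same number, such as a cage, cannot be told apart either, because within a sex each number occurs in mice of a single diet and the meaning of the names is not given in the sources used here. The pairing by that number correlated best of the 3 possible ones in 5 of the 8 groups, with correlations of 0.2 in aged HFD males (at the most -0.532 for another pairing), 0.074 in young HFD females (-0.522), -0.239 in aged LFD males (-0.29), -0.209 in aged HFD females (-0.334) and -0.184 in aged LFD females (-0.338). In young HFD males it gave -0.668, against 0.486 for another pairing, in young LFD females -0.831 against 0.653, and in young LFD males -0.358 against -0.213. M2.1 and M5.1 start with different numbers, as do F3.4 and F5.2, so a shared number marks neither of these pairs. M8.1 and M8.2 share their number, so a factor that goes with it could account for that pair. The sample labels of M8.1 and of M6.3, in the same group, also carry an added number that is not explained. The diet stays open.

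A library stood far from the other 3 of its group in 4 of 108 groups of values tested, and chance marks about 1 in 20. Fasn was at 6889 CPM in the aged LFD female F9.1, and Cidea at 9.02 CPM in the aged HFD male M6.1. The 10 most abundant genes took 22.771% of the counts in the aged HFD female F6.1, and the mitochondrial genes 5.432% in the young HFD female F2.3. Effects that differed between the sexes by the edgeR interaction test numbered 56 for the HFD in young mice, 604 for the HFD in aged mice, 30 for age on the LFD and 1 for age on the HFD. Among the genes named in the text, and given as male minus female log2 fold changes with the HFD, the differences in young mice were 5.921 for Cidec, 4.052 for Mki67, 7.766 for Mmp12, 5.601 for Mmp13 and 4.709 for Plk1. In aged mice they were -0.97 for Aadat, -0.556 for Acaa2, 1.651 for Col4a1, 1.552 for Col4a2, -0.704 for Gstk1, 0.878 for Hexa, -1.061 for Hpd, 2.464 for Ifi27l2a, 1.603 for Irf7, -0.772 for Ivd, -0.806 for Sardh, 2.35 for Thbs1 and 2.711 for Tnc. With age on the LFD, they were 1.878 for Ces3a and 5.524 for Cidec. Outside the genes the paper discusses, 10 of 24 male-biased genes were lower in aged than in young LFD females.

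Other splits of the same libraries into groups of the same sizes were fitted, 35 for a comparison of 2 groups and 100 drawn for an interaction. Here chance is said to be excluded only where under 0.05 of the splits, the real one included, called at least as many genes. The 35 splits cannot give a share below 1 of 35, and the shares were not adjusted over the 14 comparisons. The splits that called at least as many genes as the real one, the real one included, were 1 of 35 for the HFD in young males (926, highest other 0), 1 of 35 for the HFD in aged males (1640, highest other 1), 1 of 35 for the HFD in aged females (1244, highest other 184), 1 of 35 for age in LFD males (83, highest other 65), 1 of 35 for age in LFD females (535, highest other 2), 1 of 35 for age in HFD females (158, highest other 1) and 2 of 100 for sex by diet in aged mice (604, highest other 2673), with the real and the highest other number of genes in parentheses, and for these chance can be excluded. For sex by diet in aged mice this share cannot decide about chance, because exchanging labels also moves the diet effect common to both sexes. Without M8.1 and M8.2 its 604 calls fell to 2. By the share alone, chance cannot be excluded for the HFD in young females, 2 of 35 (324, highest other 417). Nor can it for age in HFD males, 3 of 35 (50, highest other 1776). The same holds for sex by diet in young mice, 8 of 100 (56, highest other 1565). It holds too for sex by age on the LFD, 5 of 100 (30, highest other 635). On the HFD, sex by age had 12 of 100 (1, highest other 1298), so chance cannot be excluded there either. For age by diet edgeR called 0 genes in both sexes (1297 in males and 1059 in females at an unadjusted p under 0.05, 27 and 10 by the likelihood ratio test, 49 and 21 by DESeq2), so all 100 splits call at least as many by construction and the splits test nothing there (up to 3135 genes in males and 2766 in females). Some splits called several times the real number for age in HFD males, which points to a structure of the samples. For each of the interactions the highest split exchanged all labels on one side, so it turned the effect of diet or age common to both sides into an interaction, and this split is in each of the counts above. Splits that exchange part of a side hold part of that effect, so their numbers do not show a structure by themselves, and the next highest were 46 genes for age by diet in males, 824 genes for age by diet in females, 288 genes for sex by diet in young mice, 558 genes for sex by diet in aged mice, 283 genes for sex by age on the LFD and 270 genes for sex by age on the HFD. For the number of gene lists called by camera with its preset correlation, chance cannot be excluded in any comparison, with 16 of 35 for the HFD in young males (17, highest other 22), 3 of 35 for the HFD in aged males (26, highest other 26), 2 of 35 for the HFD in young females (27, highest other 27), 19 of 35 for the HFD in aged females (15, highest other 25), 6 of 35 for age in LFD males (17, highest other 20), 10 of 35 for age in LFD females (17, highest other 21), 6 of 35 for age in HFD males (26, highest other 29), 22 of 35 for age in HFD females (17, highest other 28), 46 of 100 for age by diet in males (18, highest other 30), 78 of 100 for age by diet in females (13, highest other 30), 18 of 100 for sex by diet in young mice (20, highest other 23), 42 of 100 for sex by diet in aged mice (20, highest other 28), 58 of 100 for sex by age on the LFD (11, highest other 23) and 49 of 100 for sex by age on the HFD (19, highest other 29).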

How the results depend on the processing

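The other pairs of libraries were left out as a comparison chosen after seeing the data, and the other settings were fixed before. No paired analysis was possible because the replicates of different groups share no numbers that pair the mice. The edgeR quasi-likelihood test called fewer genes than the likelihood ratio test and DESeq2 in each comparison, and than voom in all of the 8 comparisons of 2 groups but that of age in HFD males. On simulated counts it recovered 67.2% of the 2-fold changes of the HFD comparison in young females and 44.8% of those of age by diet in females, so changes of this size can be missed. Depth limits the genes of low counts, and those without more than 10 counts in 2 libraries were not tested. Where a count moved with a setting, the cause was not tested.

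Of the 424 values of the genes named in the text, none that was called reversed its direction in the fits planned before the data were examined. The fits without the other pairs were not counted here. Without a filter on low counts, which added only 2 genes in males and 3 in females, 424 had the same call. The number with the same call was 387 by the likelihood ratio test (36 calls gained and 1 lost), 386 by DESeq2 (38 gained), 366 by voom with quality weights (33 gained and 25 lost), 408 with a robust prior (2 gained and 14 lost), 421 with RLE scaling (2 gained and 1 lost), 424 with TMM factors set without immunoglobulin genes, 411 with a minimum of 1 CPM in 4 libraries (5 gained and 1 lost) and 290 in fits of only the 2 groups compared (9 gained and 95 lost). With each sex fitted apart, 28 interaction values had the same call and 2 gained one. Over the fits with 1 library left out, 2756 values had the same call, 42 gained and 834 lost it. Without F3.4 and F5.2 these numbers were 61, 3 and 66, without M2.1 and M5.1 31, 1 and 52, and without M8.1 and M8.2 30 and 81 with the same and a lost call.

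Counts of differentially expressed genes under the other settings are given where they moved by more than 1.5 times from the 926 for the HFD in young males, 1640 for the HFD in aged males, 324 for the HFD in young females, 1244 for the HFD in aged females, 83 for age in LFD males, 535 for age in LFD females, 50 for age in HFD males, 158 for age in HFD females, 0 for age by diet in males, 0 for age by diet in females, 56 for sex by diet in young mice, 604 for sex by diet in aged mice, 30 for sex by age on the LFD and 1 for sex by age on the HFD. By DESeq2 they were 1422 for the HFD in young males, 2473 for the HFD in aged males, 222 for age in LFD males, 772 for age in HFD males, 49 for age by diet in males, 1114 for the HFD in young females, 1990 for the HFD in aged females, 1322 for age in LFD females, 607 for age in HFD females, 21 for age by diet in females, 484 for sex by diet in young mice, 1531 for sex by diet in aged mice, 120 for sex by age on the LFD and 39 for sex by age on the HFD. By voom with quality weights they were 1404 for the HFD in young males, 138 for age in LFD males, 14 for age in HFD males, 1296 for the HFD in young females, 4101 for the HFD in aged females, 1416 for age in LFD females, 1366 for age in HFD females, 0 (2618 at an unadjusted p under 0.05) for sex by diet in young mice, 2638 for sex by diet in aged mice, 3 for sex by age on the LFD and 10 for sex by age on the HFD. By the likelihood ratio test they were 200 for age in LFD males, 579 for age in HFD males, 27 for age by diet in males, 818 for the HFD in young females, 1107 for age in LFD females, 489 for age in HFD females, 10 for age by diet in females, 395 for sex by diet in young mice, 1107 for sex by diet in aged mice, 78 for sex by age on the LFD and 21 for sex by age on the HFD. With only the 2 groups compared in the fit they were 324 for the HFD in young males, 2 for age in HFD males, 0 (2714 at an unadjusted p under 0.05) for the HFD in young females and 173 for age in LFD females, with a minimum of 1 CPM in 4 libraries 54 for age in LFD males and 16 for age in HFD males, with a robust prior 8 for sex by age on the LFD, and with each sex fitted apart 660 for sex by diet in young mice, 1703 for sex by diet in aged mice, 182 for sex by age on the LFD and 55 for sex by age on the HFD. RLE scaling moved the share of higher genes from 53.5% to 41.8% of the calls of sex by diet in aged mice and from 78.0% to 90.0% of those of age in HFD males.

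Without F3.4 and F5.2, the calls were 22 for the HFD in young females, 45 for age in LFD females, 0 (1357 at an unadjusted p under 0.05) for sex by diet in young mice and 5 for sex by age on the LFD, without M2.1 and M5.1 78 for the HFD in young males, 1695 for age in HFD males, 1 for age by diet in males, 0 (1421 at an unadjusted p under 0.05) for sex by diet in young mice and 20 for sex by age on the HFD, and without M8.1 and M8.2 2 for the HFD in aged males, 8 for age in HFD males, 2 for sex by diet in aged mice and 2 for sex by age on the HFD. For the other pairs of young LFD females, the calls for the HFD in young females and for age in LFD females were 21 and 291 without F3.3 and F3.4, 2749 and 2939 without F3.3 and F5.1, 16 and 137 without F3.3 and F5.2, 23 and 71 without F3.4 and F5.1 and 189 and 115 without F5.1 and F5.2. For the other pairs of young HFD males, those for the HFD in young males and for age in HFD males were 387 and 2 without M2.1 and M2.2, 403 and 2 without M2.1 and M5.2, 204 and 15 without M2.2 and M5.1, 1894 and 3 without M2.2 and M5.2 and 498 and 22 without M5.1 and M5.2. For the other pairs of aged HFD males, those for the HFD in aged males and for age in HFD males were 2565 and 1626 without M6.1 and M6.3, 860 and 119 without M6.1 and M8.1, 430 and 15 without M6.1 and M8.2, 86 and 12 without M6.3 and M8.1 and 169 and 7 without M6.3 and M8.2.

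Without a pair of libraries, 13 medians of the lists named in the text changed sign. They were, without F3.4 and F5.2, those of the cell cycle for the HFD in young females (from -1.384 to 0.458), the extracellular matrix for the HFD in young females (from -0.784 to 0.052), the extracellular matrix for age in LFD females (from -0.772 to 0.051), cholesterol biosynthesis for the HFD in young females (from 0.092 to -0.332), peroxisomal fatty acid oxidation for age in LFD females (from 0.022 to -0.11), lipoproteins for age in LFD females (from 0.059 to -0.04), Kupffer cell markers for the HFD in young females (from 0.006 to -0.073) and triglyceride and phospholipid synthesis for the HFD in young females (from 0.055 to -0.018). The others were, without M2.1 and M5.1, those of female-biased liver genes for the HFD in young males (from 0.75 to -0.038) and the extracellular matrix for the HFD in young males (from 0.475 to -0.064), and without M8.1 and M8.2 those of CAR and PXR target genes for the HFD in aged males (from -0.006 to 0.251), glycosphingolipids for the HFD in aged males (from 0.071 to -0.007) and ceramide synthesis for the HFD in aged males (from 0.006 to -0.014). The numbers of gene lists that camera called were 17 for the HFD in young males, 26 for the HFD in aged males, 27 for the HFD in young females, 15 for the HFD in aged females, 17 for age in LFD males, 17 for age in LFD females, 26 for age in HFD males, 17 for age in HFD females, 18 for age by diet in males, 13 for age by diet in females, 20 for sex by diet in young mice, 20 for sex by diet in aged mice, 11 for sex by age on the LFD and 19 for sex by age on the HFD. With an estimated correlation it called 1 for age in LFD males and 0 in each other comparison, where 1 to 6 lists passed at an unadjusted p under 0.05, so the other list calls rest on the preset correlation. By fry, which tests a list's genes on their own, the numbers were 9 for the HFD in young males, 13 for the HFD in aged males, 10 for the HFD in young females, 10 for the HFD in aged females, 2 for age in LFD males, 5 for age in LFD females, 9 for age in HFD males, 4 for age in HFD females and 4 for sex by diet in aged mice, and 0 for age by diet in males, age by diet in females, sex by diet in young mice, sex by age on the LFD and sex by age on the HFD, with 2, 3, 9, 2 and 7 in this order at an unadjusted p under 0.05. Where the number moved by more than 1.5 times, camera called without M2.1 and M5.1 11 for the HFD in young males and 13 for sex by diet in young mice, and without M8.1 and M8.2 10 for age by diet in males and 10 for sex by age on the HFD.

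The genes called in the same direction in both groups of a pair numbered 432 in young males and aged males, 169 in young females and aged females, 65 in young males and young females and 234 in aged males and aged females. By DESeq2 they were 698 in young males and aged males, 494 in young females and aged females, 204 in young males and young females and 404 in aged males and aged females, by voom 702 in young males and aged males, 635 in young females and aged females, 194 in young males and young females and 565 in aged males and aged females and by the likelihood ratio test 340 in young females and aged females and 151 in young males and young females. The variance of the log2 fold changes beyond their error was 0.0878 for the HFD in young males, 0.176 for the HFD in aged males, 0.0765 for the HFD in young females, 0.115 for the HFD in aged females, 0.0577 for age in LFD males, 0.158 for age in LFD females, 0.0959 for age in HFD males and 0.104 for age in HFD females over genes of at least 1 CPM. Over genes of at least 10 CPM it was 0.063 for the HFD in young males, 0.112 for the HFD in aged males, 0.0217 for age in LFD males, 0.0479 for age in HFD males, 0.0912 for the HFD in aged females, 0.11 for age in LFD females and 0.0663 for age in HFD females. Without F3.4 and F5.2 it was 0.112 for age in LFD females, without M2.1 and M5.1 0.0392 for the HFD in young males and 0.295 for age in HFD males, and without M8.1 and M8.2 0.0745 for the HFD in aged males and 0.00883 for age in HFD males. The covariance of the HFD and age effects in females beyond that of simulated unchanged groups went from 0.0253 to -0.0293 without F3.4 and F5.2.

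With 1 library left out, the counts of genes ranged from 325 (M2.1) to 1110 (M5.2) for the HFD in young males, 423 (M8.1) to 2376 (M6.1) for the HFD in aged males, 3 (F4.2) to 1168 (F5.1) for the HFD in young females, 467 (F8.1) to 2148 (F6.4) for the HFD in aged females, 35 (M3.2) to 61 (M9.1) for age in LFD males, 100 (F5.2) to 1152 (F3.3) for age in LFD females, 10 (M2.2) to 895 (M5.1) for age in HFD males, 49 (F8.1) to 212 (F6.1) for age in HFD females, 0 (M2.1) to 2 (M5.1) for age by diet in males, 1 (M2.1) to 594 (F5.1) for sex by diet in young mice, 28 (M8.1) to 1750 (F6.4) for sex by diet in aged mice, 1 (F9.1) to 102 (F3.3) for sex by age on the LFD and 1 (M2.1) to 7 (M6.1) for sex by age on the HFD, with the library left out in parentheses, and edgeR called 0 for age by diet in females in each fit (1059 at an unadjusted p under 0.05 with all libraries, 10 by the likelihood ratio test and 21 by DESeq2). The counts of gene lists ranged from 16 to 19 for the HFD in young males, 23 to 27 for the HFD in aged males, 24 to 30 for the HFD in young females, 14 to 21 for the HFD in aged females, 16 to 25 for age in LFD males, 15 to 19 for age in LFD females, 24 to 30 for age in HFD males, 13 to 22 for age in HFD females, 13 to 24 for age by diet in males, 12 to 19 for age by diet in females, 15 to 22 for sex by diet in young mice, 19 to 22 for sex by diet in aged mice, 6 to 15 for sex by age on the LFD and 13 to 23 for sex by age on the HFD.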

Differences from the paper's values

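The paper's reported number of differentially expressed genes with the HFD in young females is 765, at the FDR threshold used here, and edgeR's quasi-likelihood test called 324. Of the alternatives set before the data were examined, the values within 1.5 times of the paper's were those of the likelihood ratio test (818), DESeq2 (1114) and the fit without F3.3 (630), and those outside it were RLE scaling (296), the fit without a filter (324), the filter of 1 CPM (452), voom (1296), the robust prior (309), TMM without immunoglobulin genes (319), the fit without F3.4 and F5.2 (22), the fit of the 2 groups alone (0), the fit without F2.2 (80), the fit without F2.3 (248), the fit without F4.1 (62), the fit without F4.2 (3), the fit without F3.4 (31), the fit without F5.1 (1168) and the fit without F5.2 (35). Of the 765 genes called in the authors' deposited table, the quasi-likelihood test called 323 and the likelihood ratio test 765. The paper's reported number of differentially expressed genes between aged and young LFD males is 196, at the FDR threshold used here, and edgeR's quasi-likelihood test called 83. Of the alternatives set before the data were examined, the values within 1.5 times of the paper's were those of the likelihood ratio test (200), DESeq2 (222) and voom (138), and those outside it were RLE scaling (81), the fit without a filter (83), the filter of 1 CPM (54), the robust prior (79), TMM without immunoglobulin genes (83), the fit of the 2 groups alone (112), the fit without M3.1 (45), the fit without M3.2 (35), the fit without M4.1 (36), the fit without M4.2 (35), the fit without M7.1 (50), the fit without M7.2 (61), the fit without M9.1 (61) and the fit without M9.2 (41). Of the 196 genes called in the authors' deposited table, the quasi-likelihood test called 83 and the likelihood ratio test 196. The paper's reported number of differentially expressed genes between aged and young LFD females is 1064, at the FDR threshold used here, and edgeR's quasi-likelihood test called 535. Of the alternatives set before the data were examined, the values within 1.5 times of the paper's were those of the likelihood ratio test (1107), DESeq2 (1322), voom (1416), the fit without F3.3 (1152) and the fit without F5.1 (915), and those outside it were RLE scaling (520), the fit without a filter (535), the filter of 1 CPM (481), the robust prior (491), TMM without immunoglobulin genes (538), the fit without F3.4 and F5.2 (45), the fit of the 2 groups alone (173), the fit without F3.4 (163), the fit without F5.2 (100), the fit without F7.2 (306), the fit without F7.4 (135), the fit without F9.1 (159) and the fit without F9.2 (213). Of the 1064 genes called in the authors' deposited table, the quasi-likelihood test called 529 and the likelihood ratio test 1064. For age on the HFD, the authors' deposited table calls 529 genes in males and 472 in females, where the quasi-likelihood test called 50 and 158 and the likelihood ratio test 579 and 489.

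Log2 fold changes stand in parentheses. The paper states that Xdh did not change with the HFD, and it was called higher in young males (0.38, SE 0.09, edgeR adjusted p = 0.029). For Acadm, Acsl1, Acaa2 and Acat1, stated as higher in all 4 groups, 10 of 16 values were called higher, among them those of Acadm and Acat1 in each group. Acsl1 had 0.35 in young males, -0.06 in aged males, 0.70 in young females, which was called by the likelihood ratio test, DESeq2, voom and the fit without F5.1, and 0.26 in aged females, and Acaa2 had 0.14 in young and -0.12 in aged males. Acss3, a ketone gene stated as higher, was called in young males, and it was called by the likelihood ratio test, DESeq2, voom and the fit without M9.2 in aged males, the likelihood ratio test, DESeq2, voom and the fit without F3.3 or F5.1 in young females and voom and the fit of the 2 groups alone in aged females. Acaca, Fasn, Acly and Scd1 are stated as lower in all groups, and 3 of 16 values were called lower, those of Acaca (-1.78), Fasn (4.01-fold lower) and Scd1 (-1.94) in aged females, while each of the 16 was negative. Acaca in young females was called by the likelihood ratio test, the fit without F3.4 and F5.2 and the fit without F5.1, Fasn there (-1.72) by the likelihood ratio test, DESeq2 and the fit without F3.4 and F5.2, Acly in aged males (-0.88) by the likelihood ratio test and DESeq2 and in aged females (-1.39) by voom and the fit of the 2 groups alone, and Scd1 in young males (-0.83) by the likelihood ratio test, DESeq2 and the fit without M2.1 and M5.1 and in aged males (-0.93) by the likelihood ratio test, DESeq2, the filter of 1 CPM, voom, the robust prior, the fit of the 2 groups alone and the fit without M6.1. Cholesterol biosynthesis is stated not to change, and of its 20 genes 1 was called higher in young males and 1, Ebp, lower in aged males (-0.55). Ceramide synthesis is stated not to be affected, and the 3 Cers genes named were not called, while Sptlc2 was called lower in young (-0.47) and aged females (-0.49), and in aged females Sptlc1 was called lower (-0.24) and Ormdl3 higher (0.41). Of the 8 sphingolipid genes stated to differ with the HFD in males, 7 were called in young or aged males, and Sptssa (-0.35 in young males) was called by the likelihood ratio test, DESeq2, RLE scaling, the filter of 1 CPM, voom, the robust prior and the fit without M2.2, M5.2 or M3.2.

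Of the 4 lipid particle genes stated as higher in both male groups, each was called in young males and Cidec in aged males. In aged males Cidea (1.56) was called by voom, the fit of the 2 groups alone and the fit without M6.1, Fitm2 (0.43) by the likelihood ratio test, DESeq2, the filter of 1 CPM and voom and Fitm1 (0.19) by no planned setting. For females the paper names only Fitm1, which was called in both ages, and Bscl2 (0.38 in young and 0.31 in aged females) and Cideb (0.40 in aged females) were called as well. Cidec is also stated as higher in aged females (2.15), where it was called by voom and the fit of the 2 groups alone. Clstn3 in aged males (0.64), stated as higher, was called by the likelihood ratio test, DESeq2, voom and the fit of the 2 groups alone. Of the 12 values of Pctp, Lpgat1 and Agpat3, stated as higher in all groups, 5 were called and each was positive. Pctp was called in aged males (0.48) by DESeq2 and voom, in young females (0.54) by the likelihood ratio test, DESeq2, voom and the fit without F5.1 and in aged females (0.23) by no planned setting, Lpgat1 in aged males (0.30) by DESeq2, RLE scaling, the filter of 1 CPM, voom and the fit without M6.3 and in young females (0.18) by no planned setting, and Agpat3 in aged males (0.20) by no planned setting and in young females (0.24) by no planned setting. Of the Gpat genes, which the paper's symbol does not tell apart, Gpat3 was called higher in males of both ages, and Gpat4 in aged males (-0.38) was called lower by the likelihood ratio test, DESeq2 and the fit without M9.2. Pnpla3 and Lpl are stated as lower, and 1 of 8 values was called, that of Pnpla3 in aged females (-3.67). Pnpla3 was called lower in young males (-2.75) by the likelihood ratio test, DESeq2, the filter of 1 CPM and the fit without M5.1, in aged males (-1.97) by no planned setting and in young females (-2.89) by the likelihood ratio test, DESeq2 and the fit without F3.4 and F5.2, and Lpl in young females (-2.49) by the likelihood ratio test, DESeq2, voom and the fit without F3.3 or F5.1, while in aged males Lpl was positive (1.09) and called higher by the likelihood ratio test, DESeq2 and the fit without M6.1 or M9.2. In young females Mmp12 and Trem2 were called lower with the HFD, and of the other genes the paper names as lower there, Col1a1 (-2.05) was called by the likelihood ratio test, DESeq2, voom and the fit without F3.3 or F5.1, Col3a1 (-1.61) by the likelihood ratio test, DESeq2, voom and the fit without F3.3 or F5.1 and Mmp2 (-1.68) by the likelihood ratio test, DESeq2, voom and the fit without F3.3 or F5.1. Of the cell cycle genes stated as higher in males, Kntc1 in young males (2.03) was called by the likelihood ratio test, DESeq2 and the fit without M2.2, and the other 7 values were called. Antioxidant genes are stated to change alike in the sexes and ages, and Gstk1 differed between the sexes in aged mice (-0.70, SE 0.16, edgeR adjusted p = 0.025).

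With age on the LFD, Cidec is stated as higher in males (3.39) and was called by the likelihood ratio test, DESeq2 and the fit of the 2 groups alone, and as lower in females (-2.13), where it was called by the fit without F3.3. Of the lipoprotein genes stated as lower in aged females, Scarb1 and Ces3a, taken here for the paper's Ces3, were called lower. Vldlr was called higher (1.10, SE 0.24, edgeR adjusted p = 0.025), and Pltp (1.76) was called higher by the likelihood ratio test, DESeq2, voom and the fit without F3.3. Lpl (-2.41) was called lower by the likelihood ratio test, DESeq2, voom and the fit without F3.3 or F5.1, Apoc4 (-0.42) by the likelihood ratio test, DESeq2 and voom and Fgf21 (-2.20) by the likelihood ratio test, DESeq2, voom and the fit without F3.3 or F5.1. Acot11, stated as higher (1.30), was called by the likelihood ratio test, DESeq2, voom and the fit without F3.3 or F5.1. Of the genes stated as lower, Micu2 (-0.53) was called by the likelihood ratio test, DESeq2, voom and the fit without F3.3 or F5.1, Gss (-0.98) by the likelihood ratio test, DESeq2, voom and the fit without F3.3, Gsta1 (-4.20) by the likelihood ratio test, DESeq2 and the fit without F3.3 or F5.1 and Lmna (-0.46) by the likelihood ratio test, DESeq2, voom and the fit without F3.3, while Letm1, Gstk1, Gsr and Dnajb9 were called lower.

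Among the fits chosen after the values were seen, the fit without F3.3 and F5.1 called Cidec, Lpl, Fgf21, Acot11, Micu2, Gss, Gsta1 and Lmna for age in LFD females and did not call 200 of the 1064 genes called in the authors' deposited table, the fit without F3.3 and F5.1 called Acsl1, Acss3, Pctp, Lpl, Col1a1, Col3a1 and Mmp2 for the HFD in young females and did not call 108 of the 765 genes called in the authors' deposited table, the fit without F5.1 and F5.2 called Acaca and Col1a1 for the HFD in young females and did not call 590 of the 765 genes called in the authors' deposited table, the fit without M2.2 and M5.2 called Sptssa and Kntc1 for the HFD in young males and did not call 199 of the 1117 genes called in the authors' deposited table and the fit without M6.1 and M8.1 called Scd1 for the HFD in aged males and did not call 1251 of the 2025 genes called in the authors' deposited table.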

Other observations

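In females, genes with a sex-biased level in the mouse liver moved with age. Of 24 male-biased genes measured, 10 were lower and 0 higher in aged than in young LFD females (16 lower and 1 higher adjusted over the list alone). Beside Slco1a1, Serpina1e and Mup20, the complement component C8b had one of the smallest p of the list (-1.95, SE 0.26, edgeR adjusted p = 0.0019). Of 44 female-biased genes, 7 were higher and 0 lower (12 and 0 adjusted over the list alone), among them Cyp2a4 (2.81-fold) and the sulfotransferases Sult2a5 (5.74-fold) and Sult2a2 (3.22-fold). Camera called the male-biased list lower (adjusted p = 1.1e-09, and 0.06 with an estimated correlation) and the female-biased list higher (adjusted p = 9.9e-09, and 0.52 with an estimated correlation). On the HFD, 3 of the male-biased genes were lower in aged females, Slco1a1 (-6.03), Serpina1e (-3.65) and Cyp2u1 (-1.55). Without F3.4 and F5.2, the medians of the male- and female-biased lists with age on the LFD were -1.16 and 0.38, against -1.06 and 0.59 with all libraries, and 5 male-biased genes were called lower and 3 female-biased genes higher. The female-biased genes called went down to 3 of 7 in LFD females (without F5.2 or F9.1, and at the most 13 without another) with 1 library left out. The named calls were fewest at 2 of 3 in HFD females (without F2.2, F2.3 or F8.1) when 1 library was left out. The calls passing without a pair were 3 of 4 in LFD females without F3.4 and F5.2.

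Of 47 genes of amino acid degradation, 16 rose and 0 fell with the HFD in aged females (28 and 0 adjusted over the list alone), and 0 rose and 14 fell in aged males (0 and 23). Aadat, an aminotransferase of lysine and kynurenine, had 0.80 (SE 0.08, edgeR adjusted p = 2.7e-04) in aged females and -0.19 (SE 0.16, adjusted p = 0.46) in aged males. Amt of the glycine cleavage system and the kynurenine hydroxylase Kmo rose 1.64-fold and 1.53-fold in aged females, and the aspartate aminotransferase Got1 and the glutaminase Gls2 fell 2.07-fold and 1.6-fold in aged males. The interaction test called 18 genes with a lower log2 fold change in aged males than in aged females, Aadat (-0.97, SE 0.19, edgeR adjusted p = 0.011), Ivd (-0.77), Hpd (-1.06) and Sardh (-0.81) among them. Camera called the list in both sexes and in the interaction (adjusted p = 1.7e-13, 5.3e-06 and 7.9e-23), with adjusted p = 0.4, 0.49 and 0.29 with an estimated correlation. Without M8.1 and M8.2, edgeR called 0 genes of the list in aged males (15 at an unadjusted p under 0.05), with a median of -0.09 against -0.21 and a camera adjusted p of 0.071, and the interaction test called 0 (28 at an unadjusted p under 0.05), with a median of -0.41 against -0.52. Members called were at the fewest 8 of 16 in aged females (without F8.1), 1 of 14 in aged males (without M7.2 or M8.1) and 1 of 18 in the comparison of the sexes in aged mice (without F7.2, M8.1 or M8.2) with 1 library left out. The paper's text names no time of day for the collection of the livers, so whether it differed between the groups was not tested. Of 20 genes of the circadian clock, 4 were higher and 2 lower in aged than in young LFD females (11 and 4 adjusted over the list alone), with Usp2 at 2.46 (SE 0.44, edgeR adjusted p = 0.01), Tef at 1.26 (SE 0.29, adjusted p = 0.033), Nfil3 at -1.40 (SE 0.24, adjusted p = 0.0092) and Arntl at -2.19 (SE 0.42, adjusted p = 0.014). On the HFD, Usp2 was again higher (1.93) and Arntl lower (-1.84) in aged females, and in LFD males edgeR called none of the list (1 at an unadjusted p under 0.05, 0 by the likelihood ratio test and 0 by DESeq2). Camera called the list higher in LFD females (adjusted p = 0.025, and 0.62 with an estimated correlation). Of 8 red blood cell markers, 4 were higher in aged LFD females and 0 lower (4 and 1 adjusted over the list alone), with the beta globin Hbb-bs at 0.84 (SE 0.20, edgeR adjusted p = 0.033) and the anion exchanger Slc4a1 at 3.37 (SE 0.83, adjusted p = 0.038). Globin genes are near-identical copies that can share reads. Clock genes called numbered as few as 2 of 6 in LFD females (without F5.2 or F7.4, and at the most 14 without another) and red blood cell markers 0 of 4 in LFD females (without F3.4, F5.2, F7.2 or F9.2), and without F3.4 and F5.2 edgeR called 0 (9 at an unadjusted p under 0.05) and 0 (4 at an unadjusted p under 0.05). Without 1 library of a comparison, the named calls that passed were at the fewest 1 of 2 in aged males (without M7.2 or M8.1), 0 of 2 in HFD females (leaving out any but F4.1, F6.4 or F8.2), 2 of 6 in LFD females (without F5.2) and 1 of 4 in the comparison of the sexes in aged mice (without F7.2, M8.1 or M8.2). With 2 libraries left out, 0 of 2 in aged males and 0 of 4 in the comparison of the sexes in aged mice without M8.1 and M8.2 and 0 of 6 in LFD females without F3.4 and F5.2 still passed.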
